# Loss of Trem2 in microglia leads to widespread disruption of cell coexpression networks in mouse brain

**DOI:** 10.1016/j.neurobiolaging.2018.04.019

**Published:** 2018-09

**Authors:** Guillermo Carbajosa, Karim Malki, Nathan Lawless, Hong Wang, John W. Ryder, Eva Wozniak, Kristie Wood, Charles A. Mein, Richard J.B. Dobson, David A. Collier, Michael J. O'Neill, Angela K. Hodges, Stephen J. Newhouse

**Keywords:** TREM2, Alzheimer's disease, Weighted gene coexpression network analysis, RNA-Seq, Knockout mouse model, Endothelial cells

## Abstract

Rare heterozygous coding variants in the triggering receptor expressed in myeloid cells 2 (TREM2) gene, conferring increased risk of developing late-onset Alzheimer's disease, have been identified. We examined the transcriptional consequences of the loss of Trem2 in mouse brain to better understand its role in disease using differential expression and coexpression network analysis of Trem2 knockout and wild-type mice. We generated RNA-Seq data from cortex and hippocampus sampled at 4 and 8 months. Using brain cell-type markers and ontology enrichment, we found subnetworks with cell type and/or functional identity. We primarily discovered changes in an endothelial gene-enriched subnetwork at 4 months, including a shift toward a more central role for the amyloid precursor protein gene, coupled with widespread disruption of other cell-type subnetworks, including a subnetwork with neuronal identity. We reveal an unexpected potential role of Trem2 in the homeostasis of endothelial cells that goes beyond its known functions as a microglial receptor and signaling hub, suggesting an underlying link between immune response and vascular disease in dementia.

## 1 Introduction

Genome-wide association studies and genome sequencing have identified more than 25 Alzheimer's disease (AD) risk loci, including common, low-risk variants and rare moderate risk variants, in addition to the classical risk variants in the apolipoprotein E (APOE) gene (Guerreiro et al., 2013b, Hollingworth et al., 2011, Jonsson et al., 2013, Lambert et al., 2013, Naj et al., 2011, Pimenova et al., 2018, Steinberg et al., 2015). Although the identity of many of the associated disease genes and the mechanisms by which they increase risk remain unclear, there is evidence that they cluster around the immune system, protein and lipid metabolism, especially inflammatory response, endocytosis, and amyloid precursor protein (App) metabolism (Hardy et al., 2014, Naj and Schellenberg, 2017, Villegas-Llerena et al., 2016). Many implicated genes encode proteins that are highly expressed in microglia (ABI3, PLCG3, TREM2, SPI1, BIN1, CD33, INPP5D, MS4A6A) and/or have a role in the innate immune system in the brain (Huang et al., 2017, Pimenova et al., 2018). One of these, TREM2 (triggering receptor expressed on myeloid cells 2), has an AD-associated risk allele (R47H) with an effect size in AD similar to that of ApoE4 (odds ratio 2.90–5.05) (Guerreiro et al., 2013b, Jonsson et al., 2013).

TREM2 function can be compromised as a result of rare nonsynonymous variants that cause Nasu-Hakola disease when both alleles are affected (Numasawa et al., 2011, Ridha et al., 2004, Soragna, 2003) or significantly increase the risk of developing AD (Guerreiro et al., 2013b, Jonsson et al., 2013, Sims et al., 2017), behavioral variant frontotemporal dementia (Guerreiro et al., 2013a, Le Ber et al., 2013), semantic variant of primary progressive aphasia or occasionally Parkinson's disease (PD) (Borroni et al., 2014, Liu et al., 2016, Rayaprolu et al., 2013) when 1 allele is affected. Evidence suggests TREM2 may be important for normal brain remodeling, which peaks around adolescence (Chertoff et al., 2013) and in later life in response to age-related damage or pathologies. It is not clear whether the same signals or brain regions are affected by TREM2 activity throughout life. In people where TREM2 is compromised by complete loss of function, symptoms begin in adolescence and tend to implicate frontal lobe dysfunction, whereas in people with preservation of some normal TREM2 activity, symptoms appear much later in life and implicate the hippocampus (Giraldo et al., 2013). Although in both cases, progressive white matter changes in the brain and dementia symptoms occur.

TREM2 is a receptor highly expressed on macrophages, including microglia in the brain (Butovsky et al., 2014, Hickman et al., 2013, Paloneva et al., 2002, Schmid et al., 2002). It appears to be an important damage sensing receptor. It can respond to lipid and lipoprotein species such as phosphatidyl serine (Cannon et al., 2012, Wang et al., 2015), clusterin, and apolipoproteins, including APOE (Atagi et al., 2015, Poliani et al., 2015, Yeh et al., 2016) and nucleotides and anionic species such as heparin sulphate, proteoglycans, or other negatively charged carbohydrates (Daws et al., 2003, Kawabori et al., 2015, Kober et al., 2016), and is required for efficient bacterial clearance (N'Diaye et al., 2009). TREM2 signaling is propagated through the adaptor protein DAP12, which activates a number of pathways including Syk, P13 K, and mitogen-activated protein kinase, which culminate in increased phagocytosis and expression of an anti-inflammatory phenotype in microglia (Kleinberger et al., 2014, Neumann and Takahashi, 2007, Peng et al., 2010, Poliani et al., 2015, Takahashi et al., 2007). Loss of Trem2 function culminates in a decrease in the number and activation of microglia in mouse models of AD or in mice treated with cuprizone to damage myelin (Cantoni et al., 2015, Ulrich et al., 2014, Wang et al., 2015). Trem2-deficient dendritic cells secrete more TNF-α, IL-6, and IL-12 compared with wild-type (WT) cells, particularly when activated with lipopolysaccharides suggesting there may be a shift toward cells expressing a proinflammatory and potentially more damaging phenotype in the absence of Trem2 (Hamerman et al., 2006, Turnbull et al., 2006). However, not all findings are consistent. A recent report demonstrated reduced AD pathology in an amyloid mouse crossed with a Trem2 knockout (KO) mouse (Jay et al., 2015).

The main AD-associated TREM2 variant R47H has been shown to alter glycosylation and trafficking of the TREM2 protein between the golgi and endoplasmic reticulum resulting in fewer functional TREM2 receptors in the cell membrane and thus loss of TREM2 function (Park et al., 2015). The presence of this variant also reduces the cleavage of full-length TREM2 to a soluble extracellular fragment and, in both TREM2 risk variant carriers and in people with AD, less soluble TREM2 is present in cerebrospinal fluid (Kleinberger et al., 2014) suggesting TREM2 dysfunction may be a common feature in AD and not just in those AD patients carrying a loss of function variant. Notwithstanding this, recent findings suggest that soluble form of the innate immune receptor TREM2 levels may be reduced or increased depending on the stage of AD and variant (Brendel et al., 2017).

TREM2 and other late-onset AD susceptibility genes MS4A4A/4 E/6A, CD33, HLA-DRB5/DRB1, and INPP5D are all part of a distinctive brain coexpression module, which also contains the signaling partner for TREM2, TYROBP, or DAP12 (Forabosco et al., 2013, Hawrylycz et al., 2012, Zhang et al., 2013). This module appears to represent a biological network active in microglial cells with an innate immune function. It is significantly perturbed in AD brain (Forabosco et al., 2013, Hawrylycz et al., 2012, Zhang et al., 2013) and remarkably contains fewer than 150 genes. This module shares identity with peripheral macrophages (Forabosco et al., 2013), and many of the genes in the module are also altered in AD blood cells (Lunnon et al., 2012). Elevated expression of many of these genes, particularly TREM2 appears to be associated with the emergence of amyloid rather than Tau pathology in AD mouse models (Jiang et al., 2014, Matarin et al., 2015). Both TREM2 and Tyrobp have also been identified as major hubs in human APOE-expressing mice following traumatic brain injury (Castranio et al., 2017).

Prominent voices in the field of AD research are proposing that to fully understand the etiology of AD, we have to go beyond reductionist approaches and the amyloid cascade linearity and that there is a need for studies that address the complex cellular context of the disease, which involves interactions between different cell types as the disease progresses across time and tissue (De Strooper and Karran, 2016). It is suggested that temporal resolution can be obtained from cohorts of mice at different stages of the disease. Previous studies using a systems level approach on TREM2 have lacked the aforementioned temporal resolution. Furthermore, the use of microarrays to measure gene expression could have meant that subtle effects are not detected. In our study, we tried to address these concerns by profiling Trem2 KO mice gene expression using RNA-Seq at 2 time points and tissues. We used brain cell markers to infer cell type specificity and detected gene coexpresion dysruption affecting a module with endothelial identity at an early stage that causes widespread disruption of other cell-type subnetworks, including a subnetwork with neuronal identity.

## 2 Methods

### 2.1 Design

Brain tissue samples were obtained from male Trem2 KO and WT control mice at 2 time points: 4 months and 8 months. These time points span the onset and late disease stages in well-established AD mouse models (Matarin et al., 2015). Hippocampus and cortex were selected because they represent tissues affected in AD at early and late stages, respectively (Mastrangelo and Bowers, 2008, Matarin et al., 2015). RNA-Seq was used to profile the transcriptomes for each sample. Two technical replicates were obtained for each sample. Expression data analyzed in this study are available at Gene Expression Omnibus data repository from the National Center for Biotechnology through accession number GSE104381.

Differential expression (DE) analysis allowed us to detect changes in expression between time points and tissues. Coexpression analysis was performed to detect higher-level disturbances in gene expression networks. Enrichment analysis of the results allowed us to detect functions and pathways more altered in the absence of Trem2. Finally, the integration of cell type markers enabled us to go further and not only detect time and tissue-specific changes but also uncover how the interactions between different cell types were affected and at which time point and tissue these changes were occurring. Fig. 1A displays an overview of the experimental and analytical workflow.

**Fig. 1:**
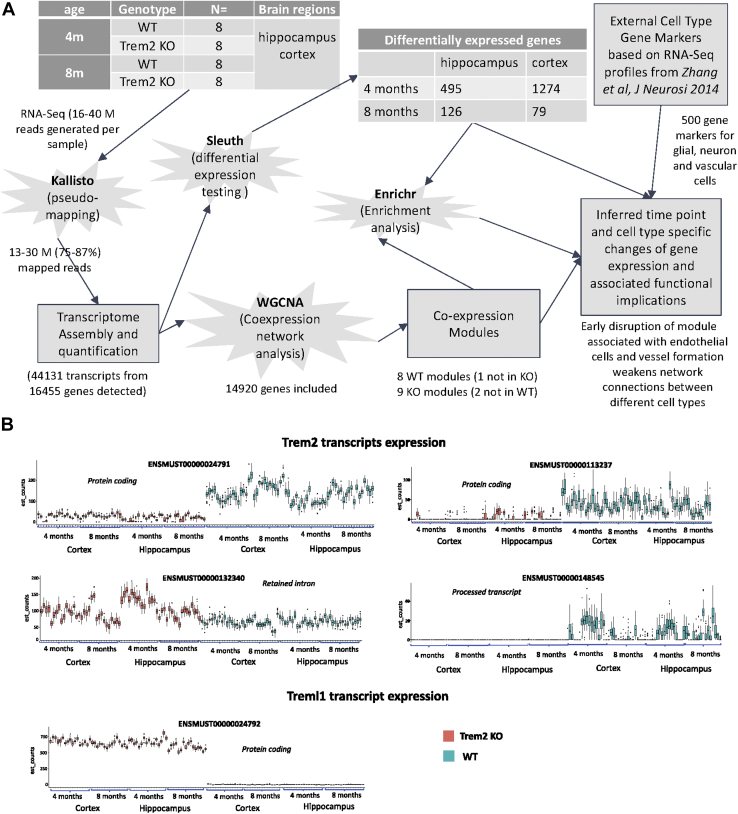
Experimental design, analysis workflow and KO assessment. (A) Experimental design and analysis workflow. Transcriptome profiling of 8 WT and 8 Trem2 KO mice using RNA-Seq. Read alignment to quantify transcripts was done using Kallisto. Different expression analysis was done using Sleuth. Coexpression network analysis was done using WGCNA. Enrichment analysis was done with Enrichr. To estimate cell type associations with coexpression modules, gene markers were obtained from an external source (Zhang et al., 2014). All the results were contrasted to infer time and tissue-specific changes caused by the absence of Trem2. (B) Trem2 and Treml1 isoforms expression levels. Trem2 ensembl transcripts consist of 2 coding transcripts, ENSMUST00000024791 and ENSMUST00000113237, and 2 noncoding, ENSMUST00000132340 and ENSMUST00000148545. Treml1 only has one annotated coding transcript ENSMUST00000024792. Abbreviations: KO, knockout; Trem2, triggering receptor expressed in myeloid cells 2; WT, wild type.

### 2.2 Generation of Trem2-/- mice

The Trem2-/- mouse model (Trem2tm1(KOMP)Vlcg) was generated by knocking a LacZ reporter cassette into the endogenous Trem2 locus in place of exons 2 and 3 and most of exon 4, resulting in a loss of Trem2 function and expression of the LacZ reporter under the control of the Trem2 promoter, as described previously (Jay et al., 2015). The mouse line was originally generated by the trans-NIH KnockOut Mouse Project (KOMP). Frozen sperms were obtained from the UC Davis KOMP repository, and a colony of mice was established at Taconic, Cambridge City, MA, USA. Mice were maintained on a B6 background and shipped to Eli Lilly and Co, Indianapolis, IN, USA, for subsequent tissue collection.

### 2.3 Sample description and RNA-Seq Library construction

A total of 64 samples were used in the study. The hippocampus and cortex were dissected from the left hemisphere of each mouse brain and snap frozen in liquid nitrogen. Tissues were homogenized in Qiazol reagent and total RNA isolated using the RNeasy Plus Universal Mini Kit according to the manufacturer's protocol (Qiagen). RNA integrity was measured for all samples using the Bioanalyser Agilent 2100 series using RNA nano chip. All sequencing libraries analyzed were generated from RNA samples measuring an RNA integrity score ≥8.9. The Illumina TruSeq mRNA stranded protocol was used to obtain poly-A mRNA from all samples. Hundred nanogram of isolated mRNA was used to construct RNA-seq libraries. Libraries were quantified and normalized using the NEBNext mRNA Library prep kit for Illumina and sequenced as paired-end 76 bp reads on the Illumina NextSeq 500 platform using technical replicates.

### 2.4 RNA-Seq analysis

RNAseq reads were aligned to the mouse GRCm38 rel 79 reference transcriptome using Kallisto version 0.42.4 (Bray et al., 2016). The reference transcriptome was downloaded from the Kallisto project website (“http://bio.math.berkeley.edu/kallisto/transcriptomes/” n.d.). A batch of quality control methods implemented in the R sleuth package were applied, including principal component analysis, MA plots, qq-plots, and varplot (bootstrapping) (See Supplementary File 1). Quality control revealed consistent quality, and no samples were removed. Differential gene expression analysis was performed on transcripts per kilobase million-normalized counts with the R sleuth package version 0.28.1 (Pimentel et al., 2016, Pimentel et al., 2017). Multiple biological replicates were used for all comparative analysis and a technical replicate for each of the samples. Significant genes, q-value ≤ 0.01, were used for gene ontology and pathway analysis. Gene ontology and pathway analysis were performed using the Enrichr database (Chen et al., 2013, Kuleshov et al., 2016, Newhouse, 2017) and Process Network Tool in (Thomson Reuters). Plots and graphics were generated using the sleuth (Pimentel et al., 2016, Pimentel et al., 2017) and ggplot2 version 2.2.1 (Wickham, 2009) R packages. R 3.3.0 version was used.

The number of reads per replicate ranged from 16 to 40 million reads (see Supplementary Table 1). The efficiency of the mapping varied from 75% to 87% with the number of reads mapped ranging from 13 million to 30 million. 

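Kallisto's estimated counts, summed over the 88198 transcripts of each library, ranged from 13181116 to 38280800 with a median of 21964650 over the 128 libraries. For paired-end libraries these are pairs of reads assigned to a transcript, so they count mapped reads and not all reads sequenced. Supplementary Table 1 lists 116 of the libraries and leaves out 12.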

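With a minimum of 5 estimated counts in 47% of the 128 libraries, 43739 transcripts were kept, and they belonged to 16395 genes. Before any minimum, 82119 transcripts had a count in at least 1 library. When the technical libraries of each sample were summed first, the same minimum kept 50112 transcripts of 17399 genes over the 64 samples. Transcript identifiers were paired with gene names through the GENCODE M21 annotation of GRCm38, which held 86031 of the transcripts and 99.02% of all counts. A further 48 transcripts were named from the paper's supplementary tables, and 2119 kept no gene name.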

Each sample was profiled for 44,131 transcripts with 16,455 genes detected after quality control filtering. 

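Principal component analysis of log2(TPM + 1) over the 64 samples and the transcripts that passed the filter placed 19.7% of the variance on the first component and 9.88% on the second. Along the first component, 79.2% of the variance between samples lay between cortex and hippocampus, 1.9% between the ages and 0.6% between the genotypes. Along the second component, 49.0% lay between the ages, 8.9% between the tissues and 2.4% between WT and KO. With log2 CPM in place of TPM, the first component held 10.9% of the variance, of which 86.1% lay between the tissues. The run numbers of the ages lay in separate ranges. Each library has its own number, so whether libraries of different ages shared a sequencing run cannot be told from them.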

Principal component analysis revealed that samples clustered by age and tissue (see Supplementary File 1). Quality control revealed consistent quality, and therefore, all samples were used in subsequent analyses.

### 2.5 Gene network construction and module detection

For the coexpression analysis, we included all genes that were expressed in at least one time point, condition, or tissue in the final set and with at least 10 reads in more than 90% of samples (Langfelder and Horvath, 2008). Using these criteria, Trem2 is retained for analysis, even though it is not expressed in the Trem2 KO mice. This left us with 14,920 genes (see Fig. 1A).

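Over the 64 samples, with technical libraries summed, 15074 genes had a transcript with at least 10 estimated counts in more than 90% of samples. Applied to the 128 libraries one by one, the same minimum kept 13985 genes.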

We used WGCNA version 1.51 to identify modules of coexpressed genes within gene expression networks (Langfelder and Horvath, 2008). To construct the network, biweight midcorrelations were calculated for all possible genes pairs. Values were entered in a matrix, and the data were transformed so that the matrix followed an approximate scale-free topology (see Supplementray File 2 for detailed information). A dynamic tree cut algorithm was used to detect network modules (Langfelder et al., 2008). We used signed networks to preserve the direction of correlations. We ran singular value decomposition on each module's expression matrix and used the resulting module eigengene, which is equivalent to the first principal component (Langfelder and Horvath, 2007), to represent the overall expression profiles of the modules.

Cytoscape v3.5.1 was used to generate network maps of the most highly correlated genes and modules (Shannon et al., 2003).

### 2.6 Module matching between networks

Modules from the Trem2 KO network were matched to those of the WT network using a hypergeometric test to identify the WT module that has the most significant gene overlap and its color was then assigned to the KO module.

### 2.7 Module preservation statistics

We applied both the module preservation Z summary and the medianRank statistics to assess the module preservation from different expression datasets (Langfelder et al., 2011). Unlike the cross-tabulation test, Z summary not only considers the overlap in module membership (MM) but also the density and connectivity patterns of modules. In addition, for our study, network-based preservation statistics only require MM that is identified in the original datasets, reducing the variation coming from various parameters setting to identify new modules in validation datasets. We converted the transcript-level measurements into gene-level measurements using the collapseRows R function (Miller et al., 2011). We adapted the method used to select the most representative probe to select the most representative transcript. The transcript isoform within a gene that had the highest average expression was used to represent that gene as it has been described that it leads to best between-study consistency. Overall, 14,920 genes were retained in our preservation calculation.

### 2.8 Module membership statistics

MM measures correlations between each gene and each module eigengene, effectively measuring how strong is the connection of a gene with the module it has been assigned to and to the other modules too. We compared the correlation of the MM values between the WT and KO networks using 2 approaches using the methods described by the WGCNA authors (Langfelder and Horvath, 2008). The first one uses all the genes to assess overall conservation of the modules. The second one only includes the genes assigned to the modules to assess “hub” conservation (i.e., are the genes more strongly correlated to a module in one of the networks also strongly correlated to the module in the other network).

### 2.9 DE tests for modules

We used student t-tests to statistically compare expression differences between modules as suggested by the WGCNA authors (Langfelder and Horvath, 2008).

### 2.10 Integration of cell type markers

The top 500 most highly expressed genes for different brain cell types (neurons, endothelial cells, astrocytes, microglia, oligodendrocyte precursor cells, newly formed oligodendrocytes, and myelinating oligodendrocytes) were selected from an RNA-Sequencing transcriptome database (Zhang et al., 2014). Of these, 411 astrocytes, 386 endothelial cells, 316 microglia, 407 myelinating oligodendrocytes, 394 newly formed oligodendrocytes, 390 oligodendrocyte precursor cells, and 430 neurons marker genes could be mapped to our dataset and were used in subsequent analyses. The number of markers per cell type was divided by the total number of markers present for that given cell type to take into account for any bias in total number of cell markers available for different cell types. The obtained values were multiplied by 100 to avoid working with very small numbers.

### 2.11 Ethics statement

All animal procedures and experiments were performed in accordance with the Institutional Animal Care and Use Guidelines for Eli Lilly and Company. Protocol number 14–067.

## 3 Results

### 3.1 Analysis workflow and RNA-Seq assessment

In this study, we have applied an integrative approach for a systems level characterization of how the absence of Trem2 affects transcriptional expression (see the overview of the experimental and analytical workflow in Fig. 1A). This approach aims to make our results comparable with previous models of AD progression across tissue and time (Matarin et al., 2015). 

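RNA was sequenced from the cortex and the hippocampus of male WT mice and of male Trem2 KO mice, in which a cassette with the LacZ reporter takes the place of exons 2 and 3 and most of exon 4 of Trem2. Each combination of genotype, age (4 or 8 months) and tissue held 8 samples, 64 in all, and 2 technical libraries were sequenced from each sample. For every library the authors deposited kallisto's estimated count and TPM for each transcript, without pooling the technical libraries and without scaling the counts for library size.
In 4 months cortex, the estimated counts per sample, summed over its libraries, ranged from 34473910 to 68066135 in WT (median 48408505) and from 29187333 to 70013620 in KO (median 45725613). In 4 months hippocampus they ranged from 37717077 to 44267502 in WT (median 41913027) and from 35553936 to 45641666 in KO (median 40936881). In 8 months cortex the range was 34909578 to 49590130 in WT (median 41877858) and 37862958 to 57721792 in KO (median 46281488), and in 8 months hippocampus 38040596 to 51529382 in WT (median 42723566) and 38798533 to 50015288 in KO (median 43006656).
Technical libraries of a sample come from the same tissue of the same mouse and were summed, so that each test compared 8 samples with 8. Libraries of the same sample deviated together from their group: the correlation of their deviations across transcripts had a median between 0.204 and 0.325 in the 8 groups, against medians between -0.115 and -0.068 for libraries of different samples. In every group the first and the second libraries carried run numbers in separate ranges. These ranges overlapped between WT and KO within each age and tissue. Each library has its own number, and the numbers of 8 months first libraries lie between those of 4 months first and second libraries.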

For this purpose, we used hippocampus and cortical regions to model progression across tissue and 2 time points, 4 and 8 months, to model progression with age. We compared the transcriptomes of WT and KO mice identifying differentially expressed genes, and we used coexpression analysis to reveal changes in patterns of expression. 

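WT and KO samples were compared within each age and tissue with edgeR's quasi-likelihood test per transcript, on the summed estimated counts rounded to whole numbers, with TMM normalization. Transcripts with at least 5 estimated counts in at least 47% of the 16 samples were tested, between 49776 and 51701 of them per comparison. P-values were adjusted by the Benjamini-Hochberg method, and a gene was counted as differentially expressed when at least 1 of its transcripts had an adjusted p-value of 0.01 or less, the threshold the paper uses. Expression is given as CPM after TMM normalization. The authors ran their tests with sleuth. Bootstrap resamples of the reads were not used here, so the uncertainty in splitting reads between transcripts of the same gene does not enter these tests.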

To understand the functional implications of those changes, we integrated term enrichment analysis and brain cell-type markers obtained from an external source (Zhang et al., 2014).

### 3.2 Trem2 KO mouse assessment shows that the Trem2 gene is effectively silenced and the Treml1 gene is upregulated

To assess the efficiency of the Trem2 KO process, the levels of expression of the Ensembl (Ruffier et al., 2017) annotated Trem2 transcripts were explored (Fig. 1B). 

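Trem2 lies on the plus strand of chromosome 17 of GRCm38. The protein-coding transcript Trem2-201 (ENSMUST00000024791) spans 48346401 to 48352273 in 5 exons. The other protein-coding transcript, ENSMUST00000113237, spans 48346488 to 48352273, also in 5 exons, and its exon 4 starts at 48351691 in place of 48351746. In both, exon 2 runs from 48348457 to 48348807, exon 3 from 48351101 to 48351191, and exon 4 ends at 48351930. The noncoding ENSMUST00000132340 (48346440 to 48354147) is annotated as a retained-intron transcript: its exon 1, of 2368 bp, runs through the intron between exons 1 and 2 of the coding transcripts, and its last exon, of 2140 bp, runs past their end. The other noncoding transcript, ENSMUST00000148545 (48346489 to 48350558), is annotated as a processed transcript of 3 exons.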

Both protein-coding transcripts and a small processed transcript were silenced in the KO. 

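In WT, Trem2-201 had 5.61 ± 0.833 CPM (SD, n = 8) in 4 months cortex, 4.61 ± 1.05 in 4 months hippocampus, 7.92 ± 1.23 in 8 months cortex and 6.55 ± 1.00 in 8 months hippocampus. In KO, in the same order, it had 1.26 ± 0.538, 0.764 ± 0.493, 1.45 ± 0.360 and 0.978 ± 0.407 CPM (SD, n = 8 each). The log2 fold change was -2.15 (standard error 0.31, adjusted p = 0.00350) and -2.59 (0.41, adjusted p = 0.0204) at 4 months in cortex and hippocampus, and -2.45 (0.16, adjusted p = 6.08e-07) and -2.74 (0.22, adjusted p = 1.88e-05) at 8 months, from edgeR's quasi-likelihood test. In each of the 4 comparisons all 8 KO samples lay below all 8 WT samples. Where the adjusted p was above the threshold, in 4 months hippocampus, DESeq2 gave 5.21e-08.
ENSMUST00000113237, the less expressed coding transcript, had between 1.33 ± 0.562 and 1.85 ± 0.672 CPM (SD, n = 8) in WT and between 0.00 and 0.172 ± 0.347 in KO. Its log2 fold change was -5.44 (standard error 0.94, adjusted p = 0.0117) in 4 months cortex, -3.11 (0.98, adjusted p = 0.323) in 4 months hippocampus, -9.19 (0.47, adjusted p = 6.25e-05) in 8 months cortex and -3.47 (0.82, adjusted p = 0.579) in 8 months hippocampus. A KO sample overlapped the WT range only in 4 months hippocampus. ENSMUST00000148545 was too low to be tested, with WT means between 0.0513 and 0.488 CPM, and had no count in any of the 32 KO samples, where 3 counts would correspond to between 0.0428 and 0.103 CPM depending on the sample's depth.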

A noncoding transcript containing a retained intron had higher expression in the KO, particularly at 4m in hippocampus. 

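ENSMUST00000132340, the retained-intron transcript, had 5.80 ± 0.991 CPM (SD, n = 8) in KO and 2.88 ± 0.296 in WT in 4 months hippocampus, a log2 fold change of 1.01 (standard error 0.13, adjusted p = 0.00223) from edgeR's quasi-likelihood test, and all 8 KO samples lay above all 8 WT samples. In the other comparisons the difference had the same direction and did not reach the threshold: 0.53 (standard error 0.13, adjusted p = 0.0615) in 4 months cortex, 0.39 (0.20, adjusted p = 0.953) in 8 months cortex and 0.46 (0.11, adjusted p = 0.573) in 8 months hippocampus, with 7, 2 and 7 of the 8 KO samples above every WT sample. With DESeq2 the 4 months cortex difference passed the threshold (adjusted p = 0.00102). The genotype by age interaction in hippocampus, 8 minus 4 months, was -0.55 (standard error 0.15, unadjusted p = 0.00127, adjusted p = 0.157 from edgeR's quasi-likelihood test). It did not pass the threshold after adjustment over all transcripts. The annotated transcript takes in the exons that the KO allele replaces wholly or mostly. Its KO counts can therefore come only from reads that kallisto assigned to it from the parts that remain. They do not show that the whole annotated transcript is made in KO.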

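Treml1 (ENSMUSG00000023993) follows Trem2 on the plus strand of chromosome 17 of GRCm38, where Treml1-201 (ENSMUST00000024792) spans 48359916 to 48367176. No WT sample exceeded 0.40 CPM and no KO sample lay under 23.0 CPM. Group means in WT were between 0.0737 and 0.185 CPM, and in KO they were 29.8 ± 1.32 in 4 months cortex, 29.5 ± 1.71 in 4 months hippocampus, 28.3 ± 1.68 in 8 months cortex and 25.9 ± 2.15 in 8 months hippocampus (SD, n = 8 each). The log2 fold changes, in the same order, were 7.37 (standard error 0.34), 8.33 (0.28), 8.49 (0.33) and 8.20 (0.24), with adjusted p-values of 4.01e-09, 3.65e-11, 3.16e-10 and 3.00e-12 from edgeR's quasi-likelihood test.

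**Figure D1:**
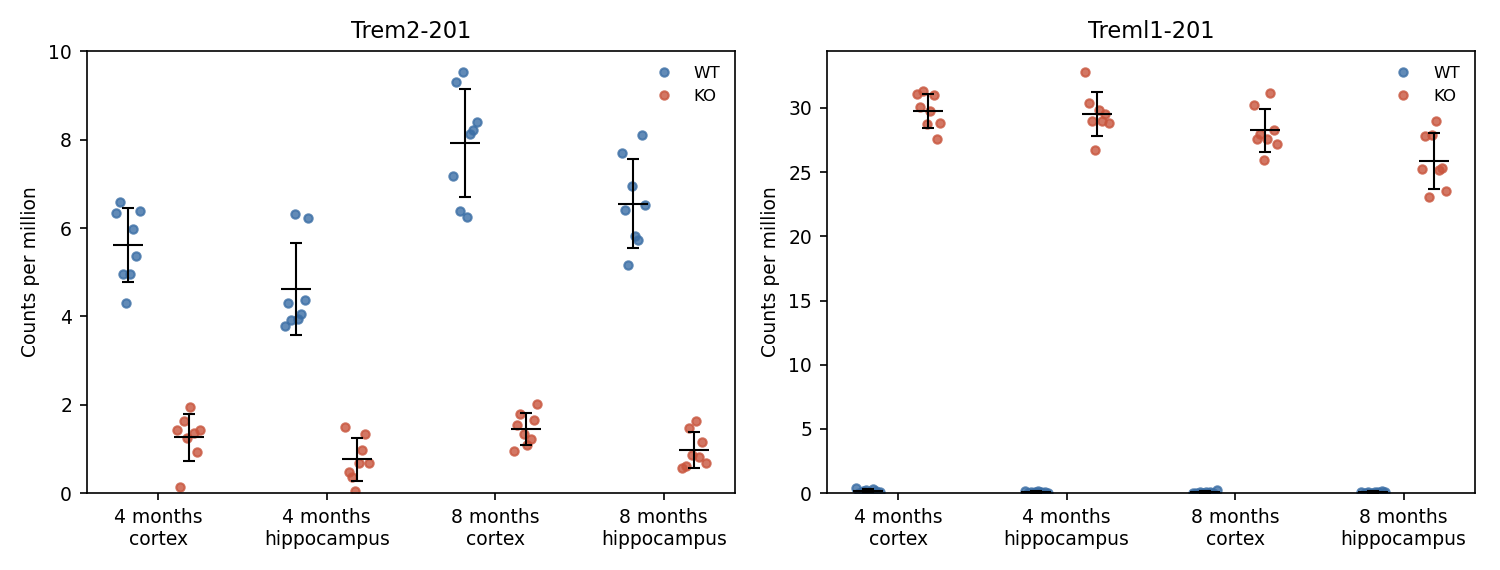
CPM of Trem2-201 (left) and Treml1-201 (right) in each sample, by age, tissue and genotype, with 8 samples per group; horizontal marks are group means and error bars are SD. For Treml1-201 every KO sample lies between 23.0 and 32.8 CPM and every WT sample at or under 0.40, and for Trem2-201 every KO sample lies below every WT sample of its age and tissue.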

Treml1, the gene immediately downstream of Trem2, was silent in the WT but upregulated in the KO. The difference in Treml1 expression between WT and KO is the largest effect seen, even more so than that of Trem2, at all time points and tissues (Fig. 1B). It was recently described that this could be an artifact caused by the floxed neomycin selection cassette (Kang et al., 2018) employed in the generation of Trem2 KO mice used for this study. It is yet to determine if this artifact is functionally meaningful but we will interpret our results with caution because it is not possible to unmistakably determine if the effects seen in the KO are due to the absence of Trem2, the upregulation of Treml1, or the combined effect of both.

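By p-value, Treml1-201 ranked 1 among all transcripts tested in each of the 4 comparisons, and Trem2-201 ranked 34 in 4 months cortex, 23 in 4 months hippocampus and 2 in both tissues at 8 months. By the size of the log2 fold change, Treml1-201 ranked 1 at 4 months in both tissues and 2 at 8 months. In 8 months cortex the larger change was that of ENSMUST00000113237, which had no count in any KO sample there, so that the size depends on the prior count. In 8 months hippocampus it was that of Pja2, with 8.67 (standard error 1.47, adjusted p = 0.0844). From the rise of Treml1 in the KO and a report on the selection cassette of this mouse line, the paper reasons that effects seen in the KO cannot be assigned with certainty to the absence of Trem2, to the higher Treml1 or to both.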

### 3.3 The effect on gene expression is temporal with a substantially bigger number of DE genes at 4m

Initially, we explored gene expression differences across 4 and 8 months aged mice (see Fig. 1A, Supplementary Files 5 and 6 and Supplementary Tables 2–5). A full list of differentially expressed genes is available in Supplementray Tables 2–5. We found that the number of DE genes between the WT and KO mice was 16-fold higher at 4 months cortex, where a total of 1274 genes were found to be differentially expressed, compared to 8 months cortex, where the expression of 79 genes was altered. 

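In 4 months cortex, 79 genes were differentially expressed, 16 higher and 63 lower in KO, through 86 of the 50397 transcripts tested. In 8 months cortex there were 2 genes, 1 higher and 1 lower, among 49776 transcripts, and the count at 4 months was 39.5 times as large. An unadjusted p under 0.05 was reached by 4994 transcripts at 4 months and by 2613 at 8 months. The 4 months count depended on how technical libraries were treated. With libraries counted as separate samples, 16 against 16, it rose to 1463 genes, and with limma on ln(normalized count + 0.5) and separate libraries to 1659. With only the first or only the second library of each sample, which keeps each fit within a range of run numbers, 59 and 53 genes were found at 4 months and 3 and 2 at 8 months. The difference between the ages was tested as a genotype by age interaction, which was significant for 26 genes in cortex, with 3600 of 49697 transcripts at an unadjusted p under 0.05.

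**Figure D2:**
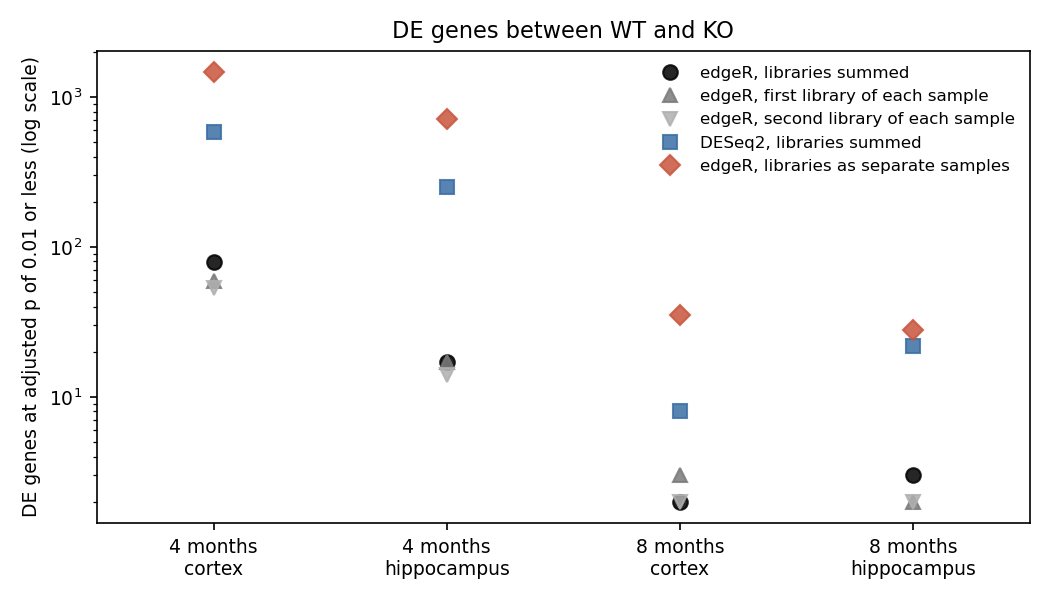
Number of differentially expressed genes between WT and KO (log scale) in each age and tissue, with 8 samples per genotype. Symbols are the settings: edgeR on summed libraries, edgeR on the first or the second library only, DESeq2 on summed libraries, and edgeR with libraries as separate samples. In cortex the summed libraries gave 79 genes at 4 months and 2 at 8 months, and separate libraries gave 1463 and 35.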

The same trend was seen in the hippocampus, although fewer genes were differentially expressed at the early time point 495 at 4 months compared with time point 126 at 8 months.

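The 4 months hippocampus had 17 genes that were differentially expressed, 10 higher and 7 lower in KO, among 51701 transcripts. Trem2 counts as higher there, through the retained-intron transcript ENSMUST00000132340 alone (1.01, adjusted p = 0.00223), while Trem2-201 fell by 2.59 (standard error 0.41, adjusted p = 0.0204). Because ENSMUST00000132340 as annotated includes exons replaced in KO, its higher count does not show that a whole transcript rose. In 8 months hippocampus there were 3, 1 higher and 2 lower, among 51312. Transcripts with an unadjusted p under 0.05 numbered 3974 and 3564. Treating technical libraries as separate samples gave 708 genes at 4 months and 28 at 8 months, while the first and the second library alone gave 17 and 14 genes at 4 months and 2 each at 8 months. Genotype by age interactions in hippocampus were significant for 11 genes, with 5126 of 51201 transcripts at an unadjusted p under 0.05. The genotype effect was also compared between the tissues: no gene passed for the genotype by tissue interaction at 4 months (0 genes, 1872 transcripts at an unadjusted p under 0.05) or at 8 months (0 genes, 1574 transcripts). The numbers of the cortex and hippocampus samples differ by 32 in every group. With samples paired in this way and the pair as a replicate block, an alternative chosen after seeing the data, 0 genes passed at 4 months (1772 transcripts at an unadjusted p under 0.05) and 0 at 8 months (1649 transcripts). The deviations of paired samples from their groups had a mean correlation of 0.0058, against -0.0007 for samples of other pairs (permutation test over pairings, one-sided p = 0.164, 22 of 32 pairs above the mean of their other pairs).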

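Of the genes found in 4 months cortex and 4 months hippocampus, 10 were common to both: Banp, Cdkn1a, Cirbp, Dbp, Dok3, Hnrnpdl, Homer1, Hspa5, Trem2 and Treml1. Trem2 is shared as a gene and not by transcript, since it passed through Trem2-201, lower in KO, in cortex and through ENSMUST00000132340, higher in KO, in hippocampus. Trem2 and Treml1 were also the 2 genes shared by the tissues at 8 months, and the other 8 were found at 4 months only. DESeq2 in place of edgeR gave 103 shared genes at 4 months and 3 at 8 months.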

The only substantial overlap in DE genes across time and tissue was found at 4 months, where the hippocampus and cortex shared 277 DE genes (see Supplementary File 6). This represents more than half of the DE genes in the hippocampus but less than a quarter of the DE genes in the cortex. 

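The 10 shared genes made up 58.8% of the hippocampus list and 12.7% of the cortex list. Over the alternative settings the share ranged from 41.2% (DESeq2) to 71.4% (no filter) of the hippocampus list and from 7.8% (adjusted p of 0.05) to 23.9% (separate libraries) of the cortex list.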

Among these are genes previously associated with AD. 

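The protein-coding Rbm3 transcript ENSMUST00000115616 lies on the minus strand of chromosome X of GRCm38 from 8142368 to 8145773. In 4 months cortex it had 20.6 ± 4.10 CPM in WT and 39.5 ± 5.23 in KO (SD, n = 8 each), a log2 fold change of 0.94 (standard error 0.12, adjusted p = 0.00166) from edgeR's quasi-likelihood test, with all 8 KO samples above all 8 WT samples. In 4 months hippocampus it had 22.8 ± 10.1 CPM in WT and 39.8 ± 5.25 in KO, a log2 fold change of 0.80 (standard error 0.22, adjusted p = 0.230), which passed the threshold when technical libraries were counted as separate samples (adjusted p = 0.00187) but not with DESeq2 or limma. At 8 months WT and KO differed by less than the spread between samples: 46.7 ± 3.42 and 47.1 ± 8.31 CPM in cortex, and 42.9 ± 3.88 and 44.9 ± 6.20 in hippocampus. In cortex the genotype by age interaction, 8 minus 4 months, was -0.94 (standard error 0.16, adjusted p = 0.00628). In hippocampus it was -0.73 (standard error 0.24, adjusted p = 0.276), while Rbm3 passed there through another transcript.

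**Figure D3:**
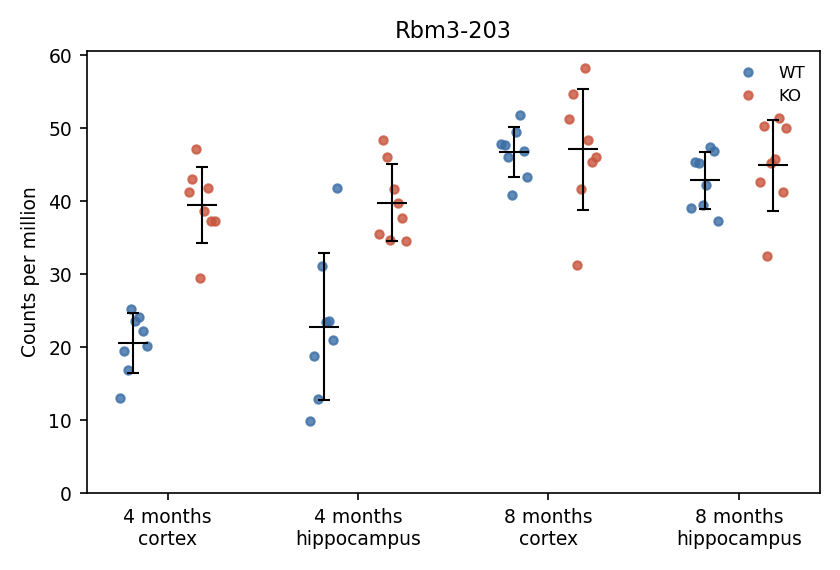
CPM of Rbm3 in each sample, by age, tissue and genotype, with 8 samples per group; horizontal marks are group means and error bars are SD. The WT samples at 4 months average 20.6 CPM in cortex and 22.8 in hippocampus, and the means of the other 6 groups lie between 39.5 and 47.1.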

For example, Rbm3, which has been shown to mediate structural plasticity and have protective effects on cooling in neurodegeneration (Peretti et al., 2015), is downregulated in the KO. Nfya, which is also downregulated, has been described to have a role in angiogenesis (Xu et al., 2016). 

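For Nfya the supplementary tables list the retained-intron transcript ENSMUST00000161686, on the minus strand of chromosome 17 of GRCm38 from 48397927 to 48409750, within 1 Mb of Trem2. It was higher in KO in all 4 comparisons. In 4 months hippocampus it had 0.828 ± 0.190 CPM in WT and 1.86 ± 0.152 in KO (SD, n = 8), a log2 fold change of 1.17 (standard error 0.16, adjusted p = 0.00428) from edgeR's quasi-likelihood test. The log2 fold change was 0.85 (standard error 0.28, adjusted p = 0.227) in 4 months cortex, 1.26 (0.24, adjusted p = 0.419) in 8 months cortex and 1.23 (0.17, adjusted p = 0.0228) in 8 months hippocampus. All 8 KO samples lay above every WT sample in hippocampus at both ages, and 6 and 7 of 8 did in cortex at 4 and 8 months. DESeq2 brought both 8 months comparisons past the threshold, with adjusted p = 0.00364 in cortex and 5.12e-08 in hippocampus.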

Treml2, which was upregulated in the cortex at 4 months and in both tissues at 8 months, has been reported to contain variants with a protective effect in AD (Benitez et al., 2014).

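Treml2-201 (ENSMUST00000170941) is a protein-coding transcript on the plus strand of chromosome 17 of GRCm38 from 48300386 to 48312533, within 1 Mb of Trem2. Its level was lower in KO: 0.935 ± 0.186 CPM in WT and 0.519 ± 0.154 in KO in 4 months cortex, 0.888 ± 0.165 and 0.424 ± 0.172 in 8 months cortex, and 0.723 ± 0.206 and 0.380 ± 0.137 in 8 months hippocampus (SD, n = 8 each). The log2 fold changes were -0.85 (standard error 0.22, adjusted p = 0.0950), -1.06 (0.25, adjusted p = 0.743) and -0.91 (0.25, adjusted p = 0.662), none past the threshold in edgeR's quasi-likelihood test, with 7, 6 and 5 of the 8 KO samples below every WT sample. The change in 4 months hippocampus was -0.47 (standard error 0.22, adjusted p = 0.632). Counting technical libraries as separate samples brought the cortex differences past the threshold, with adjusted p = 0.00229 at 4 months and 0.00430 at 8 months.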

Besides the overlap at 4 months, there is a reduced number of genes that are differentially expressed in more than one time point and tissue (see Supplementary Tables 6 and 7). Only Trem2 (as expected), Treml1, Grp17, and Fam107a are differentially expressed at all time points and tissues. 

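Only Trem2 and Treml1 were differentially expressed in all 4 comparisons at an adjusted p of 0.01 through any of their transcripts, and with technical libraries as separate samples Nfya joined them. With the first library only, the second library only or counts summed by gene, Treml1 alone remained. Gpr17-201 (ENSMUST00000064016) lies on the minus strand of chromosome 18 of GRCm38 from 31942997 to 31949636. In cortex it had 54.7 ± 8.06 CPM in WT and 40.4 ± 7.62 in KO at 4 months, and 31.5 ± 3.96 and 36.4 ± 3.23 at 8 months (SD, n = 8 each). Its log2 fold change was -0.43 (standard error 0.11, adjusted p = 0.0824) and -0.41 (0.08, adjusted p = 0.0679) in cortex and hippocampus at 4 months, and 0.20 (0.07, adjusted p = 0.928) and 0.23 (0.08, adjusted p = 0.699) at 8 months.
Fam107a-201 (ENSMUST00000036070) lies on the minus strand of chromosome 14 of GRCm38 from 8296274 to 8309779. In hippocampus it had 232.8 ± 20.5 CPM in WT and 186.5 ± 15.3 in KO at 4 months, and 181.1 ± 10.7 and 208.8 ± 21.7 at 8 months (SD, n = 8 each). The log2 fold change was -0.34 (standard error 0.08, adjusted p = 0.0637) in 4 months cortex, -0.32 (0.06, adjusted p = 0.0563) in 4 months hippocampus, 0.15 (0.05, adjusted p = 0.928) in 8 months cortex and 0.21 (0.06, adjusted p = 0.662) in 8 months hippocampus. For both genes the direction differed between the ages, with every KO sample below the WT mean at 4 months and above it at 8 months, and the genotype by age interaction in hippocampus passed the threshold for Fam107a, at 0.53 (standard error 0.09, adjusted p = 0.00479), but not for Gpr17, at 0.64 (standard error 0.12, adjusted p = 0.0140). DESeq2 brought the 4 months hippocampus differences of both past the threshold, with adjusted p = 0.00124 for Gpr17 and 0.00142 for Fam107a.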

Interestingly, Grp17 has been previously associated with Nasu-Hakola disease (Satoh et al., 2017), a disease characterized by homozygous loss of function of Trem2 or its signaling partner Tyrobp (Paloneva et al., 2002), and has been successfully targeted with a marketed antiasthmatic drug that reduces neuroinflammation and elevates hippocampal neurogenesis resulting in improvements to learning and memory in older animals (Marschallinger et al., 2015). Fam107a, also known as Drr1, has been described as a stress-induced actin–bundling factor that modulates synaptic efficacy and cognition (Schmidt et al., 2011) and has also been connected to brain cancer (Dudley et al., 2014, Le et al., 2010).

### 3.4 Gene ontology enrichment analysis of DE genes shows time- and tissue-specific enrichment of processes related to AD

Ontology analysis showed enrichment for genes involved in response to unfolded proteins and ubiquitination-related functions at 4 months in both tissues (Table 1; also see S8 Table). 

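Hsph1-201 (ENSMUST00000074846), on the minus strand of chromosome 5 of GRCm38 from 149616845 to 149636209, fell from 393.5 ± 45.6 CPM in WT to 291.2 ± 27.4 in KO in 4 months cortex and from 345.0 ± 49.9 to 241.9 ± 15.7 in 4 months hippocampus (SD, n = 8 each). Its log2 fold change was -0.43 (standard error 0.07, adjusted p = 0.00806) in cortex and -0.51 (0.08, adjusted p = 0.0148) in hippocampus from edgeR's quasi-likelihood test. All 8 KO samples lay below every WT sample in hippocampus and 7 of 8 did in cortex. DESeq2 gave adjusted p = 8.28e-06 in hippocampus, and limma 0.0113 in cortex, just above the threshold.
Hspa8-201 (ENSMUST00000015800; chromosome 9, plus strand, 40800984 to 40805200) had 1945 ± 292.8 CPM in WT and 1538 ± 241.7 in KO in 4 months cortex, and 1568 ± 130.1 and 1255 ± 83.6 in 4 months hippocampus, with log2 fold changes of -0.34 (standard error 0.10, adjusted p = 0.142) and -0.32 (0.06, adjusted p = 0.0332). DESeq2 brought the hippocampus difference past the threshold (adjusted p = 0.000156). Dnajb2 (ENSMUST00000188290; chromosome 1, plus strand, 75236487 to 75245690) fell by 0.41 (standard error 0.15, adjusted p = 0.282) and 0.51 (0.15, adjusted p = 0.266) on the log2 scale. Dnaja2-201 (ENSMUST00000034138; chromosome 8, minus strand, 85537633 to 85555344) was within the spread between samples, with 191.0 ± 6.45 CPM in WT and 192.5 ± 7.61 in KO in cortex and 173.4 ± 15.3 and 174.5 ± 4.41 in hippocampus.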

Both functions were driven mainly, but not exclusively, by the differential expression of genes of the DnaJ family (DnaJA2 and DnajB2) and heat shock proteins, for example, HspA8 and Hsph1. Enrichment for “response to heat” was significant in the hippocampus and was driven by Camk2g and Camk2b, members of the calmodulin-dependent protein kinase subfamily involved in calcium signaling. 

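In 4 months hippocampus, Camk2g (ENSMUST00000080440; chromosome 14 of GRCm38, minus strand, 20734883 to 20794030) had 33.3 ± 6.37 CPM in WT and 47.8 ± 9.99 in KO (SD, n = 8 each). Its log2 fold change was 0.52 (standard error 0.13, adjusted p = 0.163) from edgeR's quasi-likelihood test, and all 8 KO samples lay above the WT mean. In 4 months cortex it was 0.22 (standard error 0.13, adjusted p = 0.630). For Camk2b the supplementary tables list a processed transcript (ENSMUST00000129098; chromosome 11, minus strand, 6011665 to 6065658) that fell by 0.49 (standard error 0.14, adjusted p = 0.137) in 4 months cortex and by 0.18 (0.15, adjusted p = 0.872) in 4 months hippocampus on the log2 scale. With technical libraries as separate samples, Camk2g in hippocampus (adjusted p = 0.00845) and Camk2b in cortex (adjusted p = 0.000775) passed the threshold.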

A similar trend was seen in the cortex.

**Table 1:** Summary of ontology enrichment for the differentially expressed genes across time points and tissues

GO BP-enriched term	Benjamini-Hochberg corrected *p*-value			
	4 mo		8 mo	
	Hippocampus	Cortex	Hippocampus	Cortex
Response to unfolded protein (GO:0006986)	0.0003578	0.0001455	0.1678	0.1767
ATF6-mediated unfolded protein response (GO:0036500)	0.01047	0.002142	NS	NS
Regulation of cellular response to heat (GO:1900034)	0.005745	0.0793	0.4287	0.3149
Regulation of protein ubiquitination (GO:0031396)	0.01939	0.6671	NS	0.1239
Positive regulation of proteasomal ubiquitin-dependent protein catabolic process (GO:0032436)	0.483	0.0007589	NS	NS
SRP-dependent cotranslational protein targeting to membrane (GO:0006614)	0.9078	1	4.71E–12	0.05501
Translation (GO:0006412)	NS	1	2.27E–10	0.07171
Regulation of macroautophagy (GO:0016241)	NS	0.6991	0.005104	0.3018
Organelle transport along microtubule (GO:0072384)	NS	NS	0.01932	NS
Cellular response to vascular endothelial growth factor stimulus (GO:0035924)	0.5601	0.4068	NS	0.06581

Adjusted *p*-values obtained using a Fisher exact test with Benjamini-Hochberg method for correction for multiple hypotheses using Enrichr (Chen et al., 2013).

Key: ATF6, activating transcription factor 6; BP, biological process; GO, gene ontology; SRP, signal recognition particle.

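Rpl10-201 (ENSMUST00000008826), a protein-coding transcript of Rpl10 on the plus strand of chromosome X of GRCm38 from 74270812 to 74273135, had 9.11 ± 2.32 CPM in WT and 12.8 ± 2.08 in KO (SD, n = 8 each) in 8 months hippocampus, a log2 fold change of 0.49 (standard error 0.15, adjusted p = 0.664) from edgeR's quasi-likelihood test, with every KO sample above the WT mean. In 8 months cortex it had 9.95 ± 3.10 CPM in WT and 9.79 ± 2.57 in KO, a difference of -0.03 on the log2 scale that was smaller than its standard error of 0.21.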

At 8 months, both tissues showed enrichment for membrane targeting-related functions, driven mainly by ribosomal proteins such as Rpl10, but there were also differences between them. In hippocampus, there was enrichment for “regulation of macroautophagy” driven by Uchl1, which has been previously implicated in AD, and also for “organelle transport along microtubule” driven by Cdc42 and CopG1. 

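In 8 months hippocampus, Uchl1 (ENSMUST00000176015; chromosome 5 of GRCm38, plus strand, 66676892 to 66687229), a retained-intron transcript, rose from 57.3 ± 8.92 CPM in WT to 76.1 ± 12.2 in KO (SD, n = 8 each), a log2 fold change of 0.41 (standard error 0.10, adjusted p = 0.586) from edgeR's quasi-likelihood test. Cdc42 (ENSMUST00000051477; chromosome 4, minus strand, 137319696 to 137357720) rose by 0.15 (standard error 0.05, adjusted p = 0.681), from 130.4 ± 9.71 to 145.0 ± 10.1 CPM, and Copg1 (ENSMUST00000149907; chromosome 6, plus strand, 87895997 to 87912530), also a retained-intron transcript, fell by 0.33 (standard error 0.10, adjusted p = 0.664), from 7.24 ± 0.524 to 5.74 ± 1.03 CPM. All 8 KO samples lay above the WT mean for Uchl1 and Cdc42, and 7 of 8 lay below it for Copg1. None of the 3 passed the threshold, under these settings or with separate libraries, DESeq2 or limma.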

In the cortex, enrichment for “cellular response to vascular endothelial growth factor stimulus” was driven by Flt1 (also know as VEGFR1) and Dll4, which have been both described as having a role in endothelial sprouting (Eilken et al., 2017, Pitulescu et al., 2017).

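In 8 months cortex, Flt1 (ENSMUST00000031653; chromosome 5 of GRCm38, minus strand, 147561604 to 147726011) had 27.0 ± 6.11 CPM in WT and 18.1 ± 3.73 in KO (SD, n = 8 each), a log2 fold change of -0.59 (standard error 0.14, adjusted p = 0.743) from edgeR's quasi-likelihood test, and all 8 KO samples lay below every WT sample. Dll4-201 (ENSMUST00000102517; chromosome 2, plus strand, 119325784 to 119335962) had 2.29 ± 0.581 CPM in WT and 1.35 ± 0.287 in KO, a log2 fold change of -0.77 (standard error 0.19, adjusted p = 0.743), with 4 of the 8 KO samples below every WT sample. Both passed the threshold with technical libraries as separate samples, each with adjusted p = 0.00426, and neither did with DESeq2 or limma.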

### 3.5 Trem2 WT and KO gene coexpression networks analysis identifies modules with cell type and/or functional identities

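For the networks, expression in each of the 32 WT and 32 KO samples was taken as log2(TPM + 1), with TPM averaged over its technical libraries. Modules were not detected anew: members were the transcripts that Supplementary Tables 6 and 7 list for each module, 737 for WT light cyan, 140 for WT brown, 513 for KO light cyan, 54 for KO magenta and 88 for KO yellow, while WT blue was taken from the genes of Supplementary Table 9, with 1 transcript for each of 2242 genes. Because parts of the long supplementary lists were not used here, these members are a part of each module. Coexpression of a module was measured as the mean biweight midcorrelation over all pairs of members, the connection between modules as the mean correlation between their members, and membership of a transcript (MM in the paper) as its correlation with the module eigengene, the first principal component of the members. WT and KO were compared with 100 assignments of genotype drawn within each age and tissue, the real one included, so the smallest p-value possible is 0.01. The samples of each network cover both tissues and ages, so that differences in mean expression between ages and tissues enter every correlation.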

We generated 2 multitissue and multiage networks, one for WT and one for the KO, and matched the latter to the former (see Methods and Fig. 2). The WT network consisted of 8 modules, each containing between 127 and 6477 gene members. The KO coexpression network comprised 9 modules ranging from 204 to 5213 genes.

**Fig. 2:**
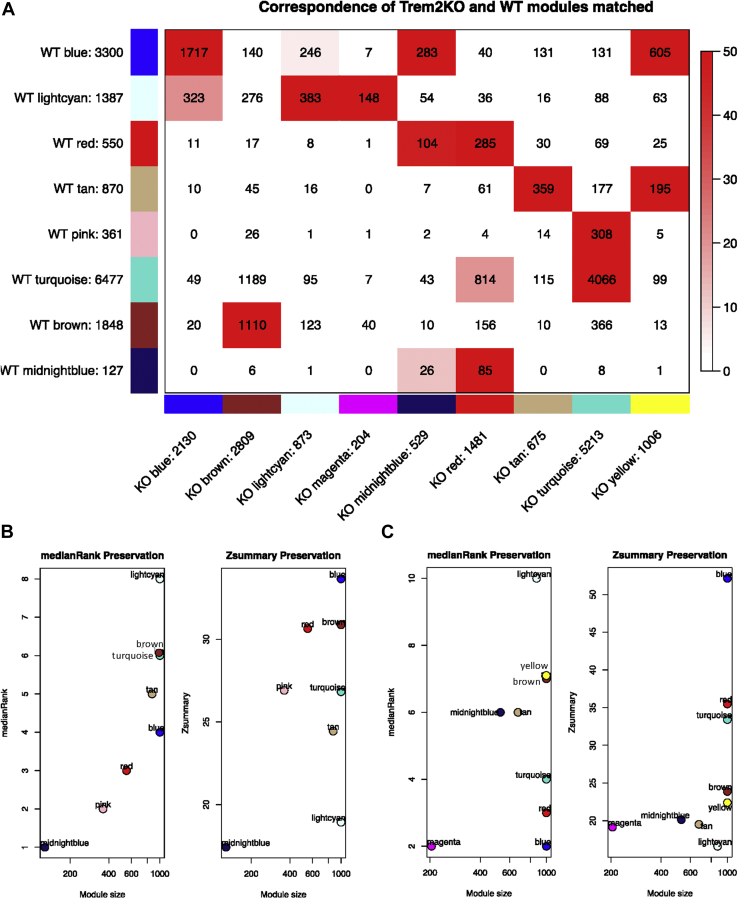
Module preservation between WT and Trem2 KO networks. (A) Correspondence of WT set-specific modules andTrem2 KO-matched modules. Each row of the table corresponds to one WT set-specific module (labeled by color as well as text), and each column corresponds to one KO module. Numbers in the table indicate gene counts in the intersection of the corresponding modules. Coloring of the table encodes $-∖log(p)$, with p being the hypergeometric test *p*-value for the overlap of the 2 modules. The stronger the red color, the more significant the overlap is. The table indicates that most WT set-specific modules have a KO counterpart. (B) Preservation of WT modules in KO network. The left panel shows the composite statistic median rank versus module size. The higher the median rank the less preserved is the module relative to other modules. Since median rank is based on the observed preservation statistics (as opposed to Z statistics or *p*-values), it is independent on module size. The right panel shows the composite statistic Z summary. If Z summary >10 there is strong evidence that the module is preserved (Langfelder et al., 2011). If Z summary ∖textless 2, there is no evidence that the module preserved. Note that Z summary shows a strong dependence on module size. (C) Preservation of KO modules in WT network. The same as (B) but in this case, we assess the preservation of the modules obtained in the KO network to see how preserved they are compared to the ones obtained in the WT network. Abbreviations: KO, knockout; Trem2, triggering receptor expressed in myeloid cells 2; WT, wild type. (For interpretation of the references to color in this figure legend, the reader is referred to the Web version of this article.)

Gene ontology and pathway analysis were used to assign biological significance to each module (see S9 Table). In the majority of cases, WT and KO modules were enriched for similar terms. In both WT and KO, the blue module was enriched for functions related to synaptic transmission and neurotransmitter secretion. Similarly, the brown module was enriched for mRNA transport and processing functions in both networks. The tan module was enriched for functions related to translation, protein targeting to membrane, and mRNA catabolism. The turquoise module was strongly associated with ncRNA, mitochondrial-related functions, and house-keeping functions. The red module was associated with RNA splicing and cell cycle-related functions. Conversely, the midnight blue module showed different functions in the WT and KO networks. In the WT, the module was associated with deubiquitination, and in the KO, most of its associated functions were related to synaptic transmission.

We used brain cell-type markers (Zhang et al., 2014) as a proxy to test cell-type enrichment for each module (see Methods and Figs 3, 4). The WT and KO gene expression modules have similar cell type profiles (Supplementary File 3). The results of the enrichment for ontology terms support those of the cell type enrichment analysis, for example, the blue module is enriched for neuron cell markers and for neuronal functions like synaptic transmission. The modules that had a clearer cell type identity were the mentioned blue module with a neuronal identity, the light cyan module with endothelial identity, and the tan module with a microglial identity.

**Fig. 3:**
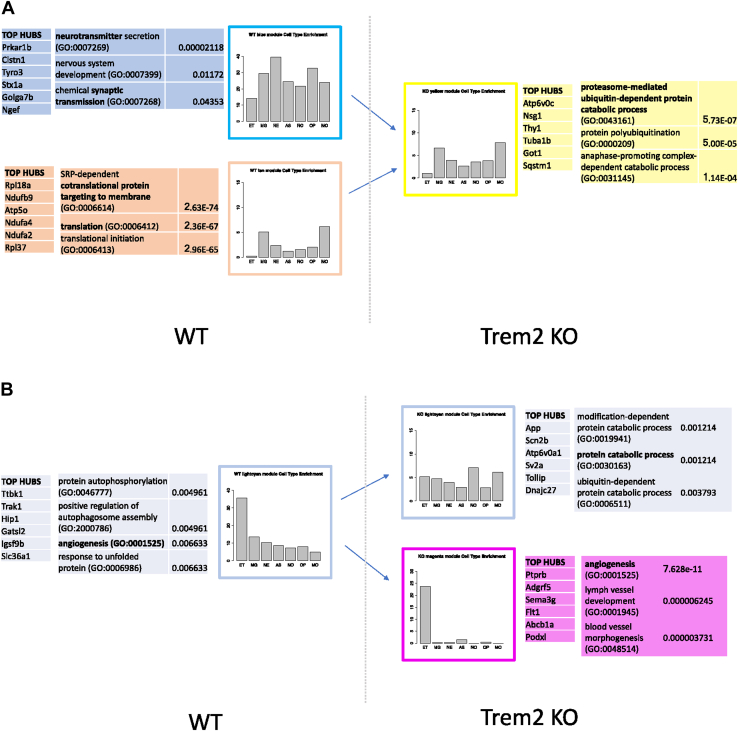
Summary of KO emerging modules top hubs and cell type and ontology enrichment. For each module considered, the list of the genes with the strongest correlation within its module, top hubs, is shown together with a list of ontology terms representative of the module function enrichment with its adjusted *p*-value (see Methods). The cell type identity of the network modules is inferred using gene markers enrichment. Each panel displays the proportion of markers for each cell type present in the module. The counts of the number of markers per cell type was divided by the number of markers present for that given cell type to take into account a possible bias (see Methods for further details). The method allows us to approximate the proportion of each cell type that conform a module. For example, the WT, the blue module is the module with the highest proportion of neuron markers, although it has also a high proportion of other cell-type markers, and the light cyan is enriched for endothelial cell markers. The cell types considered are astrocytes (AS), endothelial cells (ET), microglia (MG), myelinating oligodendrocytes (MO), newly formed oligodendrocytes (NO), oligodendrocyte precursors cells (OP), and neurons (NE). (A) Emergence of KO yellow module by an increase in expression correlation of parts of the WT blue and tan modules. (B) Emergence of KO magenta module by the disruption of the WT light cyan module. Abbreviations: KO, knockout; WT, wild type. (For interpretation of the references to color in this figure legend, the reader is referred to the Web version of this article.)

**Fig. 4:**
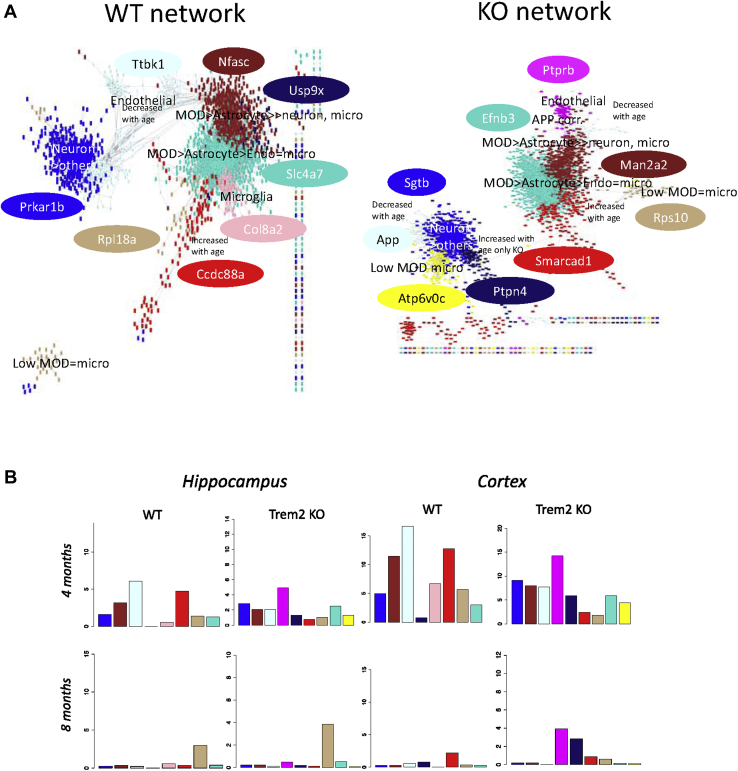
Disruption of the modules interconnectivity. (A) Network view of the gene correlations higher than 0.5 in the WT (left panel) and the KO (right panel). Gene colors represent the module where they have been assigned. Some genes appear as not connected to a module they are assigned to because their correlation to other members of the module is lower than 0.5. Modules are labeled according to their enrichment of cell-type markers. The light cyan module, enriched for endothelial cell markers, is closely connected with the blue module, enriched for neuron cell markers, and in turn connects it to the modules enriched in glia markers in the WT. In the KO, this connection is weakened when the majority of endothelia cell marker genes become members of a newly formed magenta module that is no longer strongly correlated with the blue module. The most correlated gene within each module, the top hub, is shown in an ellipse filled with the color of the module it belongs to. The top hub of the light cyan in the WT is Ttbk1, Tau Tubulin Kinase 1, which regulates phosphorylation of tau, and in the KO its place is taken by App, the gene that codes for the amyloid precursor, both proteins central to the Alzheimer's pathology. The blue module expression association with age is decreased in the KO network but not in the WT (2 tailed *t*-test with Welch modification, pval = 0.0036) and the midnight blue module expression is increase with age in the KO (2 tailed *t*-test with Welch modification, pval = 0.017) but not in the WT. (B) Differential expressed genes per module across time and tissue. In each of the 4 panels, the percentage of geneswithin each module that are DE respect the total number of genes in the module is represented for that tissue and time point. The light cyan module is the module with the higher proportion of DE genes at 4 months in both tissues in the WT. The magenta module, which can be considered a light cyan spinoff because the majority of its genes have a counterpart in that module (see Fig. 2A), is in turn the module with the higher proportion of DE genes in the KO. Differences in expression affect different modules in different tissues at 8 months, the tan module being the most affected in the hippocampus while the changes in the cortex are predominantly affecting the magenta module as it is also the case at 4 months. Abbreviations: App, amyloid precursor protein; DE, differential expression; KO, knockout; WT, wild type. (For interpretation of the references to color in this figure legend, the reader is referred to the Web version of this article.)

#### 3.5.1 KO-specific coexpression modules emerge notwithstanding broad conservation between WT and Trem2 KO coexpression networks

After identifying the modules in the 2 networks, we wanted to compare how well preserved they were. Given the cell type and functional assignments done previously, we could potentially identify interesting functional or cell-type perturbations between the 2 by looking at the differences between the network modules. Fig. 2A highlights the direct comparison of the WT and KO coexpression networks. It represents the number of genes for each module in each of the coexpression networks and the number of those genes that overlap with the modules in the other network. To formally assess the preservation of the WT modules in the KO network and vice versa, we calculated their Z summary preservation scores and median rank preservation values (Fig. 2B, C) (Langfelder et al., 2011) (see Methods section).

Most WT modules have a KO counterpart, with the exception of the WT pink module. Similarly, all the KO coexpression modules had a WT counterpart, except the KO magenta and yellow modules.

The WT light cyan module was ranked as the least preserved module. 

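The 737 listed members of WT light cyan had a mean pairwise correlation of 0.589 in WT and 0.360 in KO, a difference of 0.229, larger than in any other of the 100 assignments of genotype (permutation test, two-sided p = 0.01, the smallest they can give; the assignments had an SD of 0.0789). With cortex and hippocampus samples whose numbers differ by 32 assigned together, an alternative chosen after seeing the data, 2 of 100 assignments gave a difference as large. The members come from the WT network, which favours WT. When they were picked anew in every assignment, the median difference of the other assignments was 0.0803. For WT blue the mean correlation was 0.373 in WT and 0.336 in KO, and for WT brown 0.695 and 0.612. With expression centred within each age and tissue before the correlation, WT light cyan had 0.208 in WT and 0.192 in KO (two-sided permutation p = 0.79). The modules defined in the KO stayed higher in KO after centring. KO light cyan had 0.305 in WT and 0.419 in KO, KO magenta 0.171 and 0.311, and KO yellow 0.395 and 0.486. Their members come from the KO network, which favours KO, and these differences were not tested.

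**Figure D4:**
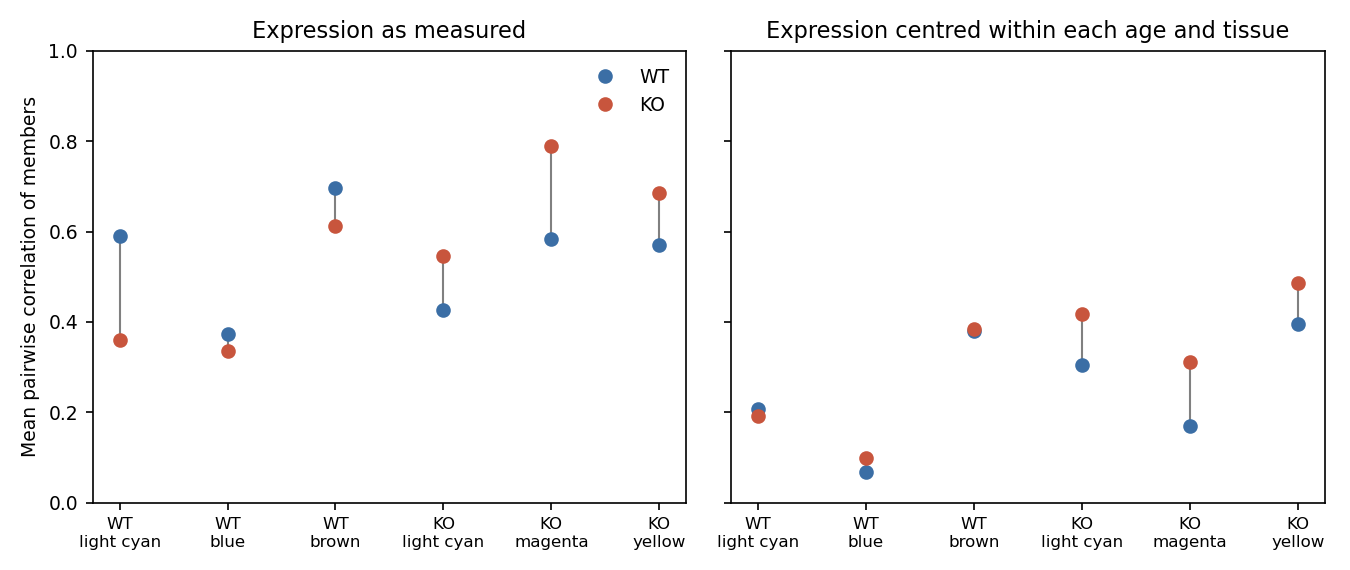
Mean pairwise biweight midcorrelation of the listed members of each module over the 32 WT and the 32 KO samples, with expression as measured (left) and centred within each age and tissue (right). For WT light cyan the WT and KO points are 0.589 and 0.360 as measured, and 0.208 and 0.192 after centring.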

The WT tan module had one of the lowest Z summary scores and rankings, as does its KO counterpart. The tan module was of particular interest because it contained Trem2 and its signaling partner Tyrobp and, consistently with Trem2 being expressed in microglia, was assigned a microglial identity using cell type markers.

The KO magenta, midnight blue, yellow, and brown had relatively lower Z summary values but we could not consider any module as not “preserved” because they all had Z summary scores higher than 10 (Horvath, 2011).

Z summary scores were influenced by module size, which can explain the apparent contradiction of the midnight blue module being at the same time the best ranked for preservation and the 1 with the lower Z summary score. This module is markedly different between the WT and KO, partially because the color assignment of the KO midnight blue module is based on 26 overlapping genes (only 5% of the 529 genes in the module) with the WT midnight blue module.

To further study the module preservation between the 2 networks, we used MM values. The modules with the lowest correlations in MM between the WT and KO were the light cyan and tan modules (see Supplementary Files 7 and 8), the same ones that had overall lowest preservation scores. 

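Membership of each transcript in its module was computed in WT and in KO and correlated across the members. Members of a module are not independent replicates, so this describes the lists only. The correlation across genes was 0.432 for WT light cyan, 0.830 for WT blue and 0.712 for WT brown. For the modules defined in the KO it was 0.396 for KO light cyan, 0.480 for KO yellow and 0.131 for KO magenta. The median membership in WT light cyan was 0.778 in WT and 0.650 in KO.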

MM effectively measures how strong is the connection of a gene with the module it has been assigned to, calculating the correlation between the gene and the module eigengene. The genes with the highest MM are the most highly connected genes within the module and are referred to as “hubs”. This correlation is calculated not only for the module it has been assigned to but also for the other modules too so it is useful to compare different networks where the genes may have been assigned to different modules (more details in the Methods section). Despite broad conservation, there were modules that could not be matched between the 2 networks. The WT pink module had no KO counterpart, but it had a relatively high Z summary score compared with the rest of the modules(see Fig. 2B) and was one of the modules with the highest MM correlation with the KO network (cor 0.89, *p*-value<0.01; see Supplementary File 8). Interestingly, it was enriched for extracellular matrix organization and exosome-related functions and both endothelial and microglia cell type markers. Furthermore, the pink module top hub gene Col8a2, encodes a protein whose absence has been described to produce progressive alterations in endothelial cell morphology and cell loss (Jun et al., 2012). Npc2, one of the genes causing frontotemporal dementia when mutated (Zech et al., 2013), is also part of this module.

In the KO network, the magenta and yellow modules were not matched to any WT modules and had low Z summary scores. Seventy-two percent of magenta module genes overlap with the light cyan endothelial module, one of the least preserved modules. Nearly 20% of the genes of the yellow module ovelap with the tan module, the other least preserved module, and 60% of them overlap the blue module with neuronal identity. We considered that this deserved further inspection and we will look at them in more detail in the following sections.

#### 3.5.2 The KO yellow module is enriched for proteasome catabolic processes, microglia cell markers, and genes previously implicated in different dementias

The KO yellow module contained genes overlapping mostly with the WT blue and WT tan modules (see Fig. 2A). We looked at the different gene ontology and cell type-enrichment profiles and top hub genes of these modules to further understand the yellow module emergence in the KO (see Fig. 3A).

The WT blue module was enriched for neuron cell markers and terms associated with neuronal cell functions, such as neurotransmitter secretion and synaptic transmission. Its top hub gene, Prkar1b, has been previously linked with neurodegeneration (Wong et al., 2014) and the second one, Clstn1, has been shown to be associated with pathogenic mechanisms of AD (Vagnoni et al., 2012).

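Over the 32 WT samples, the membership of Prkar1b in WT blue was 0.956, rank 35 of the 2242 members, and that of Clstn1 was 0.970, rank 9. The highest were those of Ppme1 (0.984), Tyro3 (0.975) and Sept5 (0.975). In the differential expression tests Prkar1b is represented by ENSMUST00000129851 (chromosome 5 of GRCm38, minus strand, 139050662 to 139130159) and Clstn1 by ENSMUST00000039144 (chromosome 4, plus strand, 149586638 to 149647899).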

The WT tan module was enriched for microglia cell-type markers and for translation-related ontology terms and its top hub gene was the ribosomal protein, Rpl18a.

The KO yellow module that emerged as parts of the WT blue and WT tan module had a cell marker profile very similar to the WT tan module (microglia) but was also enriched for proteasome-, ubiquitin-, and catabolism-related processes.

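Atp6v0c-201 (ENSMUST00000024932) lies on the minus strand of chromosome 17 of GRCm38 from 24163866 to 24169461. It was not among the 88 listed members of KO yellow and was added to them for its membership, which was 0.842 in KO, rank 46 of 89, and 0.758 in WT. The highest membership among the 88 listed members in KO was that of Got1 (0.940), followed by Pithd1 (0.939) and Spryd3 (0.936). In 8 months hippocampus the expression of Atp6v0c-201 was 594.3 ± 35.1 CPM in WT and 644.4 ± 42.0 in KO (SD, n = 8 each), a log2 fold change of 0.12 (standard error 0.04, adjusted p = 0.687) from edgeR's quasi-likelihood test, with all 8 KO samples above the WT mean.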

Interestingly, the KO yellow module top hub gene was Atp6v0c. This gene encodes a component of vacuolar ATPase (V-ATPase), a multisubunit enzyme that is necessary for intracellular processes receptor-mediated endocytosis and synaptic vesicle proton gradient generation (Lee et al., 2010). Atp6v0c has been shown to alter autophagy-lysosome pathway function and metabolism of proteins that accumulate in neurodegenerative disease (Mangieri et al., 2014) and has been described as a promising target for therapeutic development (Higashida et al., 2017). Other genes previously associated with different forms of dementia form part of this module. Mapt, the gene that encodes the tau protein, which has been associated with numerous types of neurodegenerative disorders (Spillantini and Goedert, 2013), becomes strongly associated with the module. 

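The membership of Mapt in KO yellow was 0.868 over the 32 KO samples, rank 34 of the 88 listed members. Its correlation with the eigengene of the same 88 transcripts was 0.916 over the 32 WT samples, rank 6. In WT blue its membership in WT was 0.806, rank 704 of 2242.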

Pink1, a gene that causes PD when mutated, is also strongly associated, as it is Sqtsm1, a gene involved in sporadic amyotrophic lateral sclerosis pathology (Fecto, 2011).

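Sqstm1 had a membership in KO yellow of 0.931 in KO, rank 5 of 88, and 0.913 in WT, rank 8. Pink1 was not among the listed members. Added to them, it had 0.901 in KO, rank 13 of 89, and 0.840 in WT, rank 32. In WT blue, the memberships of Sqstm1 and Pink1 in WT were 0.812 and 0.868.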

Altogether, the characteristics of the yellow module relate to known mechanisms involved in the pathology of different types of dementias.

#### 3.5.3 The KO magenta module is enriched for endothelial cell markers and functions

The KO magenta module emerged from the disruption of the WT light cyan module as can be seen from the module overlap in Fig. 2A. Over 72%, 148 of 204, of the genes in the KO magenta module overlapped with those of the WT light cyan module. As we did before for the yellow module, we looked at the different enrichment profiles and top hub genes of these modules to further understand the module emergence in the KO (see Fig. 3B).

The WT light cyan module was enriched for endothelial cell markers and terms associated with endothelial cell functions, like angiogenesis, and also for other functions related to AD such as phagocytosis and response to unfolded protein. Its top hub gene Ttbk1(tau tubulin kinase 1), whose encoded protein is a neuron-specific serine/threonine and tyrosine kinase that regulates phosphorylation of tau, has been implicated in both the pathology of amyotrophic lateral sclerosis (Liachko et al., 2014) and AD (Vázquez-Higuera et al., 2011).

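Over the WT samples, Ttbk1 (Ttbk1-201, ENSMUST00000047034; chromosome 17 of GRCm38, minus strand, 46442448 to 46487675) had the highest membership of the 737 members of WT light cyan, 0.966 with a jackknife standard error of 0.0145 over the 32 samples. Castor2 followed with 0.965 and Hip1 with 0.959.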

When the light cyan module broke up its KO counterpart became enriched for ubiquitin- and catabolism-related processes. The WT hub gene Ttbk1, lost its hub status in the KO module, where the top hub became App, the amyloid precursor gene. It is also worth mentioning that in the KO, one of the top hub genes, the third one, (see Fig. 3B) is Atp6v0a1, which is one of the components of the vacuolar ATPase together with Atp6v0c, the top hub of the yellow module.

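The membership of Ttbk1 in WT light cyan fell to 0.822 over the KO samples, rank 98 of 737. The difference of 0.144 between WT and KO was as large, in either direction, in 2 of the 100 assignments of genotype (permutation test, two-sided p = 0.02), and in 7 of 100 when cortex and hippocampus samples whose numbers differ by 32 were assigned together, an alternative chosen after seeing the data. Ttbk1 was the top member in WT, which favours WT, and the assignments kept it fixed instead of picking a top member anew. Within the groups of 8 samples per genotype, its membership was higher in KO in 4 months cortex (0.878 against 0.297) and 4 months hippocampus (0.823 against 0.708), the reverse of the overall difference, and lower in KO in 8 months cortex (0.278 against 0.825) and 8 months hippocampus (0.751 against 0.974). In the eigengene of the KO light cyan members, Ttbk1 had 0.711 in KO, rank 282 of 513. App (App-201, ENSMUST00000005406; chromosome 16 of GRCm38, minus strand, 84954443 to 85173758) had the highest membership in KO light cyan over the KO samples, 0.950 with a jackknife standard error of 0.0291, and 0.820 over the WT samples, rank 28. This difference of 0.130 was as large in 7 of the 100 assignments (two-sided permutation p = 0.07), and with Pearson correlation in place of the biweight midcorrelation it was 0.0028 (0.944 in WT and 0.947 in KO). Within the same groups, the membership of App was higher in KO in 4 months cortex (0.975 against 0.888) and 4 months hippocampus (0.930 against 0.871) and lower in KO in 8 months cortex (0.759 against 0.790) and 8 months hippocampus (0.483 against 0.910).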

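Atp6v0a1 had a membership in KO light cyan of 0.920 over the KO samples, rank 3 of 513, after App and Tomm20 (0.935). The supplementary tables list a processed transcript of it (ENSMUST00000151554; chromosome 11 of GRCm38, plus strand, 101009452 to 101021410). In WT light cyan its membership over the WT samples was 0.818, rank 248 of 737.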

The module was not enriched for endothelial cell-type markers anymore but shifted toward an oligodendrocyte identity. This was caused by the vast majority of endothelial cell markers moving to the new magenta module, which was significantly enriched for genes with blood vessel development function. 

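Ptprb (Ptprb-201, ENSMUST00000092167; chromosome 10 of GRCm38, plus strand, 116301372 to 116389535) had the highest membership of the 54 listed members of KO magenta over the KO samples, 0.972, ahead of Notch3 (0.969) and Slc6a6 (0.963). Over the WT samples its membership in WT light cyan was 0.704, rank 564 of 737. Its expression in 8 months cortex was 26.3 ± 6.22 CPM in WT and 20.7 ± 2.35 in KO (SD, n = 8 each), a log2 fold change of -0.36 (standard error 0.12, adjusted p = 0.920) from edgeR's quasi-likelihood test, with all 8 KO samples below the WT mean.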

The magenta module top hub, Ptprb, is also reportedly involved in the establishment of endothelial cell polarity and lumen formation (Hayashi et al., 2013). 

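Flt1 ranked 17 of the 54 listed members of KO magenta, with a membership of 0.920 over the KO samples. In WT light cyan it ranked 382 of 737 over the WT samples, with 0.773.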

Interestingly, Flt1 (also known as vascular endothelial growth factor receptor 1) was another top hub in the magenta module. Flt1 has been described to have a role in motor neuron degeneration (Poesen et al., 2008). 

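Within each age and tissue, over 8 WT and 8 KO samples, the mean pairwise correlation of the WT light cyan members differed between WT and KO by 0.0169 in 4 months cortex, -0.0106 in 8 months cortex, -0.0603 in 4 months hippocampus and 0.101 in 8 months hippocampus, against 0.229 over all ages and tissues. The group means of the module's eigengene, scaled to an SD of 1 over all samples, were 1.78 ± 0.439 in WT and 0.603 ± 0.461 in KO in 4 months cortex, 0.121 ± 1.28 and -0.0421 ± 0.324 in 4 months hippocampus, -0.131 ± 0.244 and -0.552 ± 0.317 in 8 months cortex, and -0.684 ± 0.383 and -1.10 ± 0.450 in 8 months hippocampus (SD, n = 8 each). With each of the 64 samples left out in turn, the difference in coexpression stayed between 0.203 and 0.260.

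**Figure D5:**
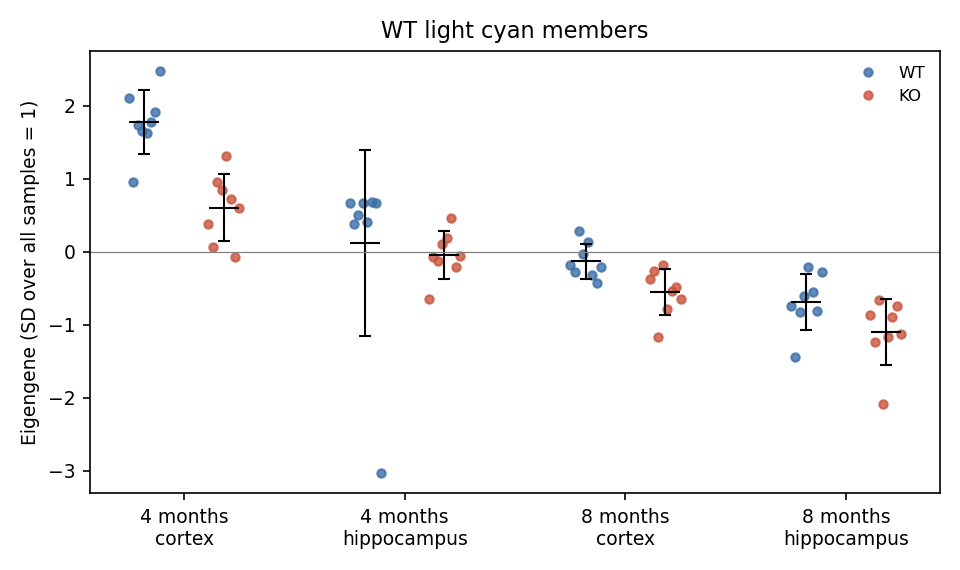
Eigengene of the 737 listed WT light cyan members in each sample (in SD over all 64 samples), by age, tissue and genotype, with 8 samples per group; horizontal marks are group means and error bars are SD. In 4 months cortex the WT mean is 1.78 and the KO mean 0.603, and 1 WT sample of 4 months hippocampus lies at -3.03.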

Most importantly, the disruption of the light cyan module in the KO network suggested that endothelial cells become dyscoordinated in the absence of Trem2, the overexpression of Treml1, or when both effects are combined.

#### 3.5.4 Dyscoordination of the endothelial module weakens neuron module and glia module coexpression

To help us visualize better the differences between the WT and KO networks, we plotted the coexpression networks with genes colored by their module assignment, including only correlations stronger than 0.5 (see Fig. 4A). In this way, we could see how the disruption of the endothelial module in the KO network weakens the connection of the whole network in general and in particular the connections between the neuronal subnetwork and the modules with glial identity.

In the WT, the light cyan module (enriched for endothelial cell functions and markers) was connected on one end with the blue module (enriched for neuron functions and cell markers) and on the other end, the light cyan endothelial module connected with other modules enriched for glia markers and functions. In particular, the WT endothelial subnetwork was connected with the brown module, which is mainly enriched for myelinating oligodendrocytes and astrocytes. In the KO, these connections were weakened by the endothelial module disruption. 

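The mean correlation between WT light cyan and WT blue members was 0.237 in WT and 0.185 in KO. This difference of 0.0517 was as large, in either direction, in 32 of the 100 assignments of genotype (two-sided permutation p = 0.32), so a weaker connection in KO was not shown with these members. With the 338 blue transcripts of Supplementary Table 6 in place of the genes of Supplementary Table 9, it was 0.534 in WT and 0.353 in KO (two-sided permutation p = 0.05). After centring within each age and tissue, the connection was 0.0581 in WT and 0.0779 in KO. From the disruption of the light cyan module in the KO network, the paper proposes that endothelial cells lose their coordination when Trem2 is absent, when Treml1 is raised or when both occur.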

The KO light cyan module counterpart remained strongly connected to the neuron module and App became its top hub gene. 

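The 54 listed KO magenta members had a mean correlation with the WT blue members of 0.0384 in KO and 0.0813 in WT, and the difference of 0.0428 was as large in 52 of the 100 assignments of genotype (two-sided permutation p = 0.52). With the blue transcripts of Supplementary Table 6 it was 0.197 in KO and 0.328 in WT, a difference of 0.132 (two-sided permutation p = 0.14). The mean correlation of the magenta members with the WT brown members was 0.624 in KO and 0.582 in WT, a difference of -0.0424 that was as large in 48 of the 100 assignments (two-sided permutation p = 0.48). Among themselves, the magenta members had a mean correlation of 0.788 in KO and 0.584 in WT.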

The KO-specific magenta module, which has the biggest proportion of endothelial gene markers lost to the light cyan module in the KO, lost the strong connection to the neuron module but remained correlated with the brown module.

Interestingly, the new KO yellow module, enriched for proteasome functions and genes previously associated with different types of dementias, was also strongly correlated to the neuron module.

We can also see in Fig. 4A how the midnight blue module is markedly different between the WT and KO and is strongly associated with the blue neuronal module in the KO. The KO midnight blue module was enriched for neuron markers but also for the gamma-aminobutyric acid signaling pathway (see S9 Table). While the blue module expression decreases with age in the KO (*t*-test with Welch correction, *p* = 0.004), the expression of the midnight blue increases (*t*-test with Welch correction, *p* = 0.02) (see Supplementary File 4). 

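The mean WT blue eigengene of the KO samples changed by -0.137 SD from 4 to 8 months (permutation test of age within each tissue, two-sided p = 0.332, 32 samples), and that of the WT samples by -0.0233 SD (p = 0.866, the same permutation test). In KO cortex it was 1.01 ± 0.469 at 4 months and 0.818 ± 0.511 at 8 months, and in KO hippocampus -0.876 ± 0.258 and -0.955 ± 0.163 (SD, n = 8 each), so the change was smaller than the spread between samples. With the blue transcripts that Supplementary Table 6 lists, the change was -0.548 SD in KO (p = 1e-05, the smallest that 100000 permutations can give) and -0.528 SD in WT (permutation p = 0.00055). With log2 CPM in place of TPM, the change in KO was 0.251 SD, in the opposite direction (permutation p = 0.0296).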

Interestingly, gamma-aminobutyric acid signaling has been described to be increased in 5xFAD Alzheimer's mouse models and its reduction has been described to rescue the impairment of long-term potentiation and memory deficit (Wu et al., 2014).

Mapping the differentially expressed genes to the modules obtained in the previous section, we were able to visualize which modules are affected at different ages in different tissues (see Fig. 4B). At 4 months, most of the changes in expression in both hippocampus and cortex affected the light cyan module in the WT or the magenta module, product of the WT light cyan disruption, if we look at the KO network. This points to the endothelial module disruption being an early event. 

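Of the 737 listed members of WT light cyan, 21 (2.85%) belonged to genes differentially expressed in 4 months cortex and 5 (0.68%) to genes differentially expressed in 4 months hippocampus. With DESeq2 these shares were 12.4% and 6.11%, and with technical libraries as separate samples 26.1% and 14.1%. Of the 54 listed KO magenta members, none belonged to a differentially expressed gene at 4 months in either tissue (0 of 54). With DESeq2 4 (7.41%) did in cortex and 2 (3.70%) in hippocampus, and with technical libraries as separate samples 11 (20.4%) and 8 (14.8%).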

The light cyan module is enriched for response to unfolded protein gene ontology terms in the WT and for ubiquitination in the KO. This is consistent with what we found in the enrichment analysis for genes being differentially expressed at 4 months (described in Table 1). At 4 months, the rest of the modules were broadly affected to a similar extent in both tissues. 

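In 4 months cortex, 10 of the 2242 WT blue members (0.45%) and 4 of the 140 WT brown members (2.86%) belonged to differentially expressed genes, as did 1 of the 513 KO light cyan members (0.19%) and none of the 88 KO yellow members. No member of these 4 modules did in 4 months hippocampus with edgeR. With DESeq2 the shares there were 1.38%, 0%, 2.73% and 1.14% for WT blue, WT brown, KO light cyan and KO yellow. With technical libraries as separate samples they were 3.75%, 5.0%, 5.65% and 2.27%. In 4 months cortex, in the same order, DESeq2 gave 3.08%, 9.29%, 1.75% and 0%. Separate libraries gave 9.37%, 21.4%, 6.82% and 4.55% there. The genes of a module vary together, so these shares carry no test. From the changes at 4 months in the light cyan and magenta modules, the paper proposes that the disruption of the endothelial module comes early.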

Notable exceptions are the WT-specific pink module affected specifically in the cortex at 4 months and the yellow KO module that shows larger differences at 4 months in the cortex, although not as dramatically as the pink module.

At 8 months, there was a very different picture with changes in expression affecting different modules in different tissues. The tan module is the more affected in the hippocampus. Again, consistent with the enrichment analysis performed previously for the differentially expressed genes, we find enrichment for macroautophagy in both the tan module and list of differential expressed genes at 8m in the hippocampus. The magenta endothelial module is the most affected in the cortex. This again agrees with the enrichment for “cellular response to vascular endothelial growth factor stimulus” specifically in the list of differentially expressed genes at 8 months cortex.

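None of the 54 listed KO magenta members belonged to the 2 genes differentially expressed in 8 months cortex. With technical libraries as separate samples the share was 3.7%.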

Overall, we found that the absence of Trem2, or potentially the overexpression of Treml1 or the combined effect of both, in microglia produces a ripple effect that provokes the disruption of a subnetwork of genes enriched for endothelial cell gene markers and functions at an early time point, aged 4 months, with the effect being stronger in the cortex at this early time point. At a later stage, aged 8 months, cortex and hippocampus are affected differently with the subnetwork of genes with microglial identity being more perturbed in the hippocampus. These are time- and tissue-specific effects that evolve with age.

## 4 Discussion

Many risk genes contributing to dementia appear to have pleiotropic effects. Rare loss of function variants in the TREM2 gene can cause Nasu-Hakola disease when both alleles are affected (Paloneva et al., 2000) or increase the risk to develop AD, PD, or frontotemporal dementia in heterozygous carriers (Guerreiro et al., 2013b, Jonsson et al., 2013). Further study of the complex molecular consequences of the absence of TREM2 could have a big impact on our understanding of AD pathogenesis from a systems level view (De Strooper and Karran, 2016). We generated RNA-Seq data to profile the hippocampus and cortex at aged 4 and 8 months to explore the temporal and spatial consequences of Trem2 absence. Differentially expressed genes were enriched for functions related to AD and other forms of dementia. Furthermore, WGCNA analysis coupled with enrichment for cell-type markers highlighted the disruption of a coexpression module with a strong endothelial identity. The absence of Trem2 in microglia appears to generate a ripple effect that causes the disruption of an alignment between endothelial cells and microglia affecting the coordination of neurons and glia. Interestingly, this suggests a new role for Trem2 beyond its known functions as a microglial receptor and signaling hub, linking the immune response with vascular consequences as potential underlying causes of AD.

Our study involved expression profiling of 8 Trem2 KO and 8 WT mice using RNA-Seq. We sampled the hippocampus and cortex at 4 months and 8 months of age. This allowed us to model the disease progression across tissue and time and enables results to be compared with previous expression profiling of transgenic mice that develop amyloid or tau pathology (Matarin et al., 2015). 

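In WT, the log2 fold change of Trem2-201 from 4 to 8 months was 0.50 in cortex (standard error 0.12, adjusted p = 0.0125 from edgeR's quasi-likelihood test over 50259 transcripts) and 0.50 in hippocampus (standard error 0.14, adjusted p = 0.107 over 51589 transcripts), 8 samples against 8 in each tissue. In cortex DESeq2 gave an adjusted p of 0.00101. At 8 months the WT samples ranged from 6.24 to 9.54 CPM in cortex and from 5.17 to 8.11 in hippocampus, and at 4 months from 4.31 to 6.60 and from 3.78 to 6.32. A difference in sequencing between the ages was not tested apart from age.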

Surprisingly, the level of expression of Trem2 in the WT mice increases from 4 months to 8 months in both tissues, at least for the most highly expressed isoform. The differences may be attributed to the use of RNA-Seq, which let us consider each isoform independently. In fact, of the 2 protein-coding isoforms included in Ensembl, we only detect significant differential expression between 4 months and 8 months for Trem2-201. 

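In WT, from 4 to 8 months, ENSMUST00000113237 changed by -0.13 (standard error 0.25, adjusted p = 0.821) in cortex and -0.18 (0.32, adjusted p = 0.891) in hippocampus on the log2 scale, and ENSMUST00000132340 by -0.06 (0.15, adjusted p = 0.878) and 0.02 (0.11, adjusted p = 0.964), each smaller than its standard error in edgeR's quasi-likelihood test. Across the transcriptome, 2094 genes passed an adjusted p of 0.01 between the ages in WT cortex and 99 in WT hippocampus.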

As previously noted, microglia exclusively express TREM2 in the brain (Ulrich et al., 2017), and the increased levels of expression may reflect an increase in microglia density with age (Conde and Streit, 2006). Other differential effects between 4 and 8 months were also found. Nearly 1300 genes had significant differential expression at 4 months, which was reduced to only 79 genes by 8 months. Interestingly, the number of DE genes was greater in the hippocampus than in the cortex at 8 months suggesting a shift in dominance in Trem2 activity between brain regions. These alterations follow a regional distribution that is consistent with that of Nasu-Hakola, whose pathology affects center in the cortical region earlier in life than AD, which has a much later onset and centers at least initially in the hippocampus (Ridha et al., 2004).

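At 8 months, edgeR found 3 differentially expressed genes in hippocampus and 2 in cortex. The order of the tissues depended on the setting: DESeq2 gave 22 genes in hippocampus and 8 in cortex, while separate technical libraries gave 28 in hippocampus and 35 in cortex.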

Surprisingly, the Treml1 gene appears to be upregulated across all times and tissues. This may be because Trem2 normally inhibits Treml1 expression or, alternatively, is an artifact of knockdown as has been previously suggested (Kang et al., 2018). Nevertheless, it is one of the few effects that are consistent across ages and tissues. Furthermore, the upregulation of Treml1 is the largest effect we see. Therefore, our results should be interpreted as either the consequences of knockdown of Trem2, increase in Treml1, or both together. This is an important finding that should be taken into account on all studies using the same Trem2 KO mice used in our study. To completely disentangle if the effects, especially in the endothelial or other nonmicroglial cell types, can be interpreted as an effect of Trem2, the distribution of expression and effects of overexpressing Treml1 should be established. There is further justified interest in the study of *TREML1* expression as it has been recently described that its upregulation may have a protective effect in AD with high levels of both TREM2 and TREML1 associated with decreased disease risk (Carrasquillo et al., 2016). Interestingly, the authors of the study propose, as we do here, a possible link between neuroinflammation and vascular homeostasis as related mediators of neuronal protection and injury in AD that involves both *TREML1* and *TREM2*.

Our WGCNA coexpression analysis coupled with cell brain cell-type markers (Zhang et al., 2014) used as a proxy of cell-type enrichment helped us to identify modules with both functional and cell type identities. We found a module, blue, enriched for synaptic transmission ontology terms had the highest enrichment for neuronal markers. We also identified a module that contained Trem2 and Tyrobp and was mostly enriched for microglia and myelinating oligodendrocytes. The module containing Trem2 and Tyrobp in our study is larger and has only modest gene overlap compared to what was found in previous brain coexpression network analyses (Forabosco et al., 2013, Zhang et al., 2013). Differences are to be expected. Previous studies involved the analysis of postmortem human control and/or AD brain tissue, and in both cases, expression was profiled using microarray data. Nevertheless, some of the key genes such as Fcer1g and Ly86 identified in the AD immune module (Zhang et al., 2013) and Cxcr1 are present in the Tyrobp module in our study or, as is the case of Cxcr1, in the phagocytic yellow module that is specific to the KO network.

This emerging KO yellow module, which draws its genes from the module with neuronal identity and the module containing Trem2 and Tyrobp, was enriched in catabolic, proteasome, and degradation associated functions. Interestingly, its top hub is Atp6v0c, a gene that encodes a component of vacuolar ATPase, a multisubunit enzyme that is necessary for intracellular processes receptor-mediated endocytosis and synaptic vesicle proton gradient generation (Lee et al., 2010), and has been described to alter autophagy-lysosome pathway function and metabolism of proteins that accumulate in neurodegenerative disease (Mangieri et al., 2014) and has been proposed as a possible target gene for therapy (Higashida et al., 2017). Furthermore, a number of genes that have previously associated with dementia form part of this module. Mapt, the gene encoding for the tau protein associated with different types of neurodegenerative disorders (Spillantini and Goedert, 2013), Pink1, a gene that can cause PD when mutated, and Sqtsm1, a gene involved in sporadic amyotrophic lateral sclerosis pathology (Fecto, 2011), are all part of this module suggesting that all these neurodegenerative pathologies may share an underlying molecular mechanism in which Trem2 plays a central role.

The WT light cyan module (enriched for phosphorylation regulation, angiogenesis and protein processes, and junction-related cellular compartments) was disrupted in the KO, showing the lowest preservation and breaking up to form the magenta module as a consequence. The KO-specific magenta module was enriched in angiogenesis, similarly to the WT light cyan module with whom it shares most of its genes, but it was not enriched for phosphorylation regulation. The top hub gene in the WT light cyan module was Ttbk1 (tau tubulin kinase 1) but in the disrupted KO module App, the App becomes the top hub status, while the top hub in the magenta module is Ptprb, which plays an important role in blood vessel remodeling and angiogenesis. This disruption suggests that Trem2 provides a link between endothelial cells and neurons that appears essential to the survival of neurons. When the coordination between the 2 falters, App drives a subnetwork of genes involved in catabolic processes that is closely associated with the neuronal subnetwork. As pointed out before, it is also possible that Treml1, or both Trem2 and Treml1 acting together, may have a role in the effects we see. This finding also points to a role of Trem2 in the mechanisms behind the increased risk of dementia caused by vascular damage (Mantzavinos and Alexiou, 2017) and could also help explain the brain blood vessel damage described in cases of Nasu-Hakola disease (Kalimo et al., 1994).

The changes affecting the module with endothelial identity described previously occurred mainly at 4 months in both tissues, but the effect was strongest in the cortex. These findings are consistent with human studies on AD where early changes are described in the prefrontal cortex region, for example, changes in monoamine oxidase A and B (Kennedy et al., 2003) and these correlate with Braak stage (Braak and Braak, 1997). At 8 months, the changes are different from 4 months. A more phagocytosis-dominated module is altered in the hippocampus perhaps coinciding with the emergence of AD pathologies such as plaque deposition. 

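C1qb-201 (ENSMUST00000046384; chromosome 4 of GRCm38, minus strand, 136880129 to 136886187) had 34.3 ± 6.54 CPM in WT and 27.4 ± 2.37 in KO (SD, n = 8 each) in 4 months hippocampus, a log2 fold change of -0.33 (standard error 0.10, adjusted p = 0.317) from edgeR's quasi-likelihood test, with 8 of 8 KO samples below the WT mean. In 8 months hippocampus it was 0.12 (standard error 0.07, adjusted p = 0.764). C1qa-201 (ENSMUST00000046285; chromosome 4, minus strand, 136895917 to 136898803) had 30.5 ± 3.49 CPM in WT and 26.0 ± 3.87 in KO in 4 months cortex, a log2 fold change of -0.23 (standard error 0.09, adjusted p = 0.366), and 31.8 ± 3.84 and 31.9 ± 3.28 in 8 months cortex. Of these, C1qb-201 in 4 months hippocampus passed the threshold with technical libraries as separate samples (adjusted p = 0.00484). The genotype by age interactions were 0.45 (standard error 0.13, adjusted p = 0.164) for C1qb-201 in hippocampus and 0.22 (0.12, adjusted p = 0.757) for C1qa-201 in cortex, so a difference between the ages was not shown.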

Somewhat surprisingly, a number of complement genes are differentially expressed at 4 months in this module, C1qb in the hippocampus and C1qa in the cortex, but not at 8 months, where they lose their previous association with the module having neuron identity. The complement system becomes activated in response to the presence of amyloid and is therefore a pathological hallmark of AD (Lui et al., 2016).

To conclude, we have found that the timing and magnitude of the effects described in the Trem2 KO mice is different for different brain regions. Overall, there were more changes in the cortex in younger mice capturing what is observed in Nasu-Hakola disease, which is characterized by frontotemporal dementia and blood vessel dysfunction (Kondo et al., 2002), while the hippocampus in older mice had more changes mirroring (R. Guerreiro et al., 2013b, Jonsson et al., 2013)the vulnerability of the hippocampus in later onset AD (Mastrangelo and Bowers, 2008, Matarin et al., 2015). WGCNA analysis and brain cell-type marker integration revealed links between several molecular processes previously described to play a part in AD pathology. In our Trem2 KO mice, a central role for amyloid processing emerged, as did changes in phagocytosis and altered vascularity. This may reflect a more complex interplay between an absence of TREM2 and its effects in different tissue and time and underlines the importance of considering the impact of disease and risk genes on the whole brain network when exploring cause, effect, and developing treatments. It will be important to see if these findings can be replicated in people carrying the R47H-risk variant associated with increased risk for AD (Guerreiro et al., 2013b, Jonsson et al., 2013).

# Supplementary material for: Loss of Trem2 in microglia leads to widespread disruption of cell coexpression networks in mouse brain
**Source:** Neurobiol Aging. 2018 Sep;69:151–66. doi: 10.1016/j.neurobiolaging.2018.04.019

Supplementary file 1:

- **PCA plot showing samples clustering by age and by tissue**

- **4 months cortex WT vs KO comparison: MAplot, qqplot , variance and volcano plots**

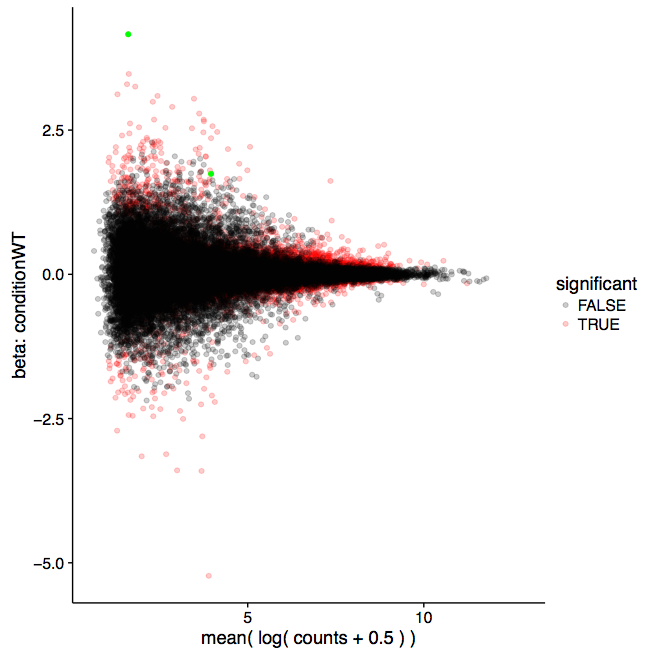

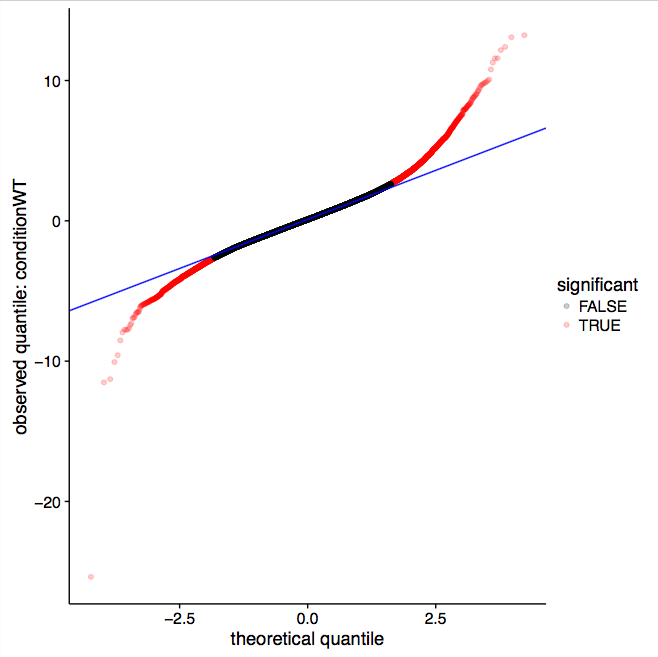

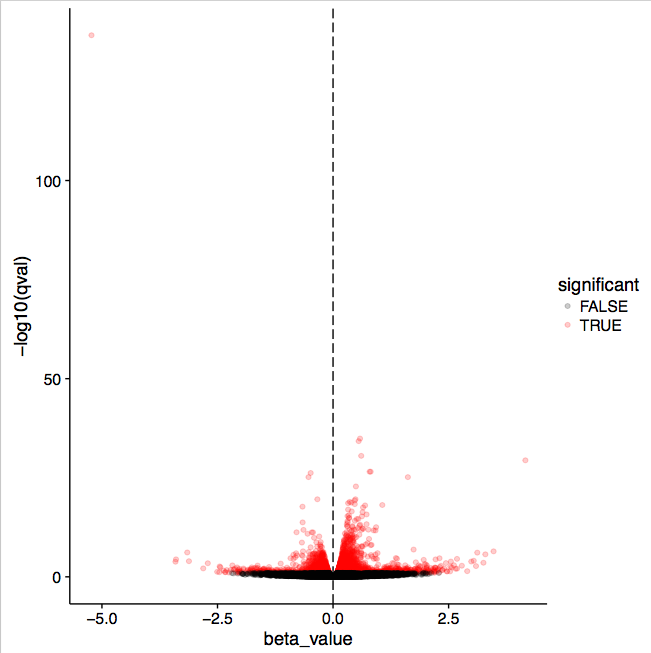

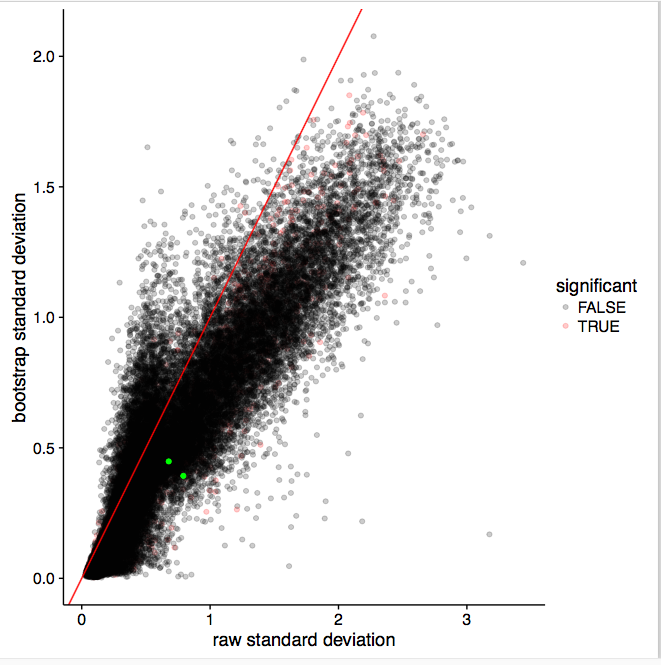

- **4 months hippocampus WT vs KO comparison: MAplot, qqplot , variance and volcano plots**

**
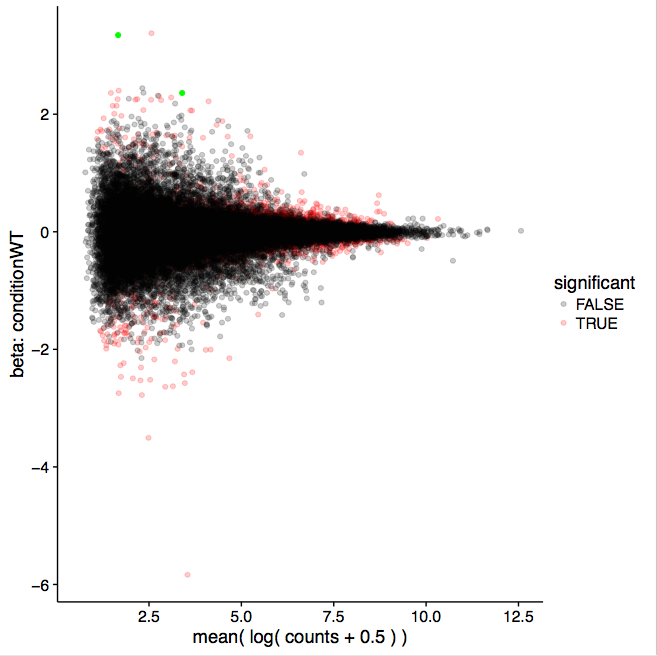

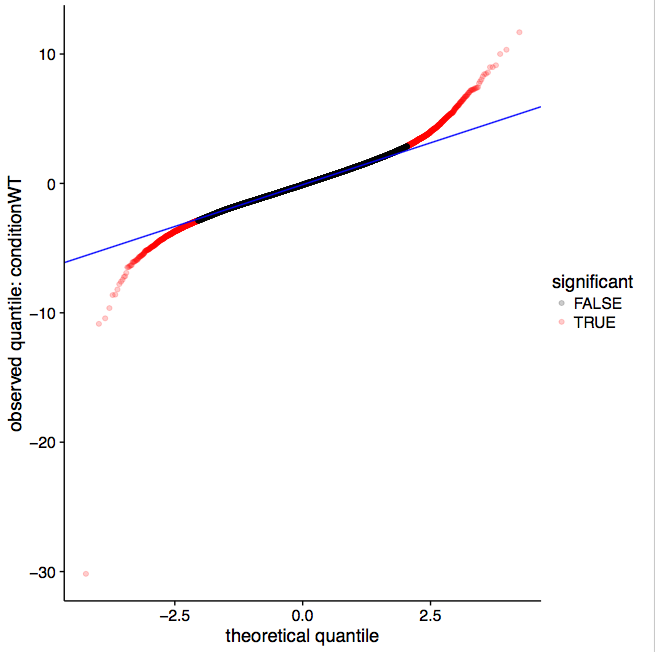

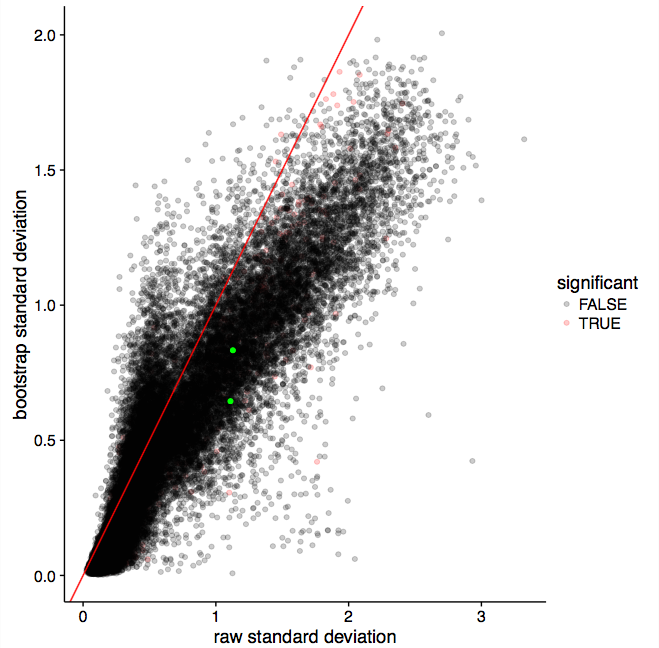

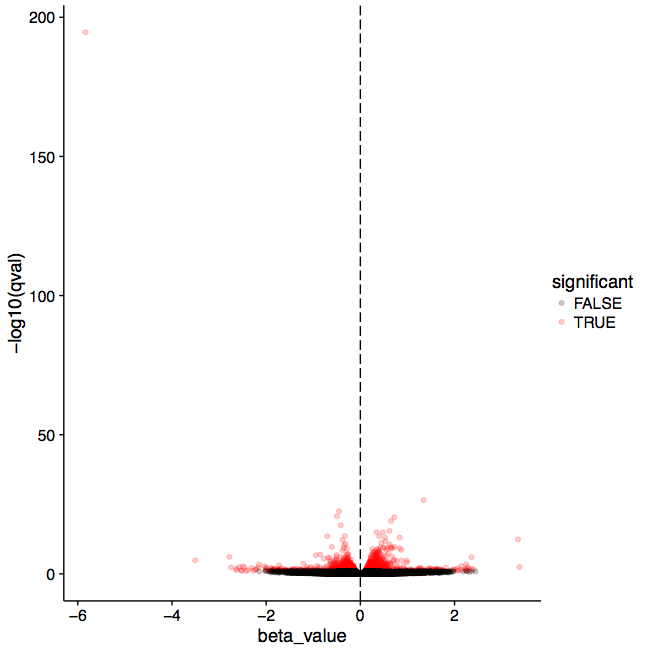
**

- **8 months cortex WT vs KO comparison: MAplot, qqplot , variance and volcano plots**

**
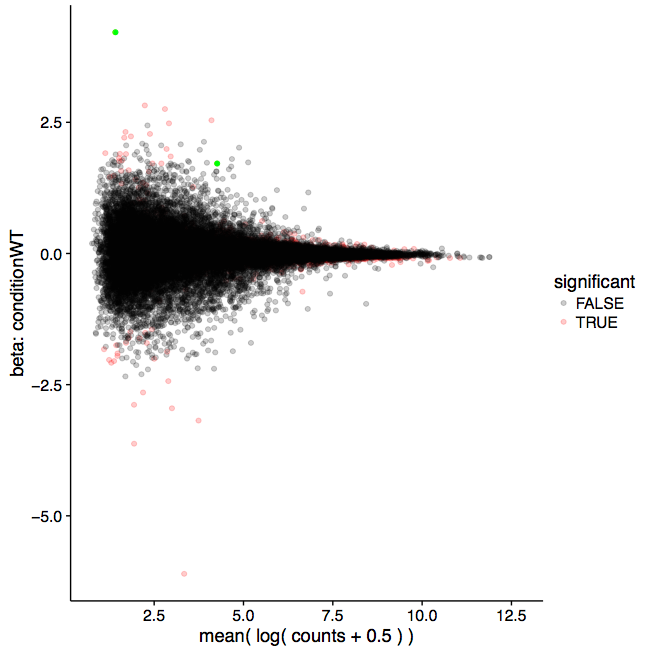

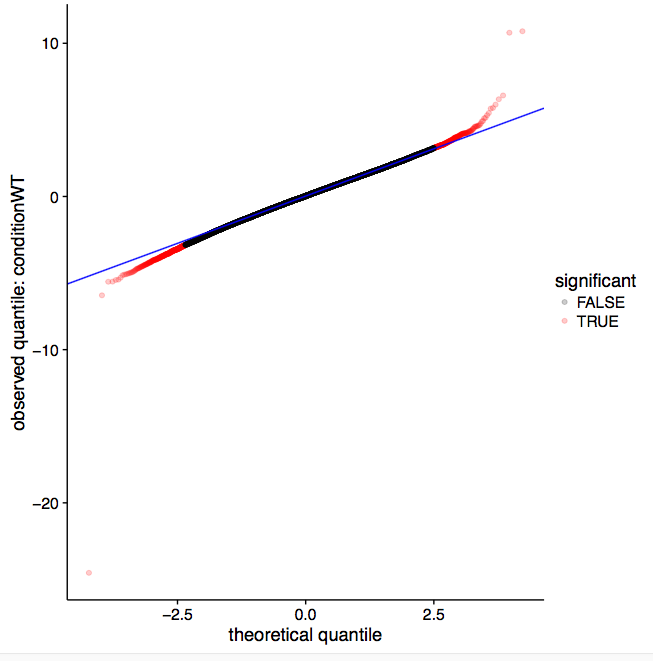

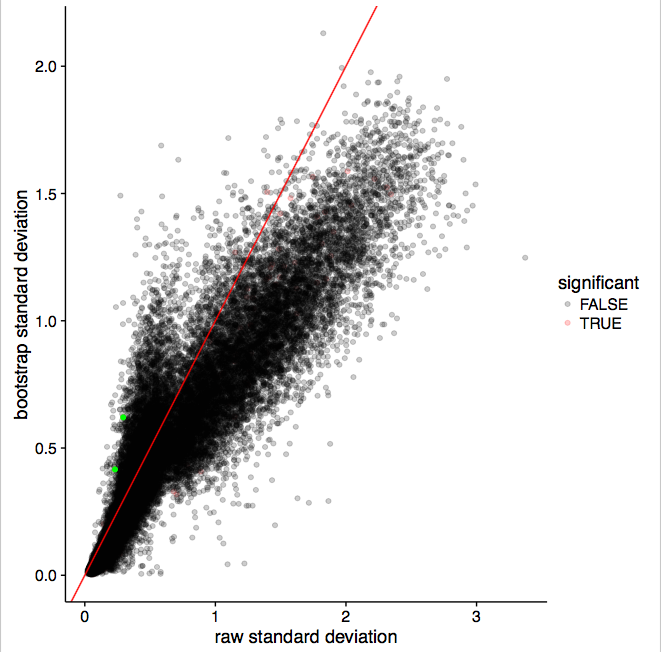

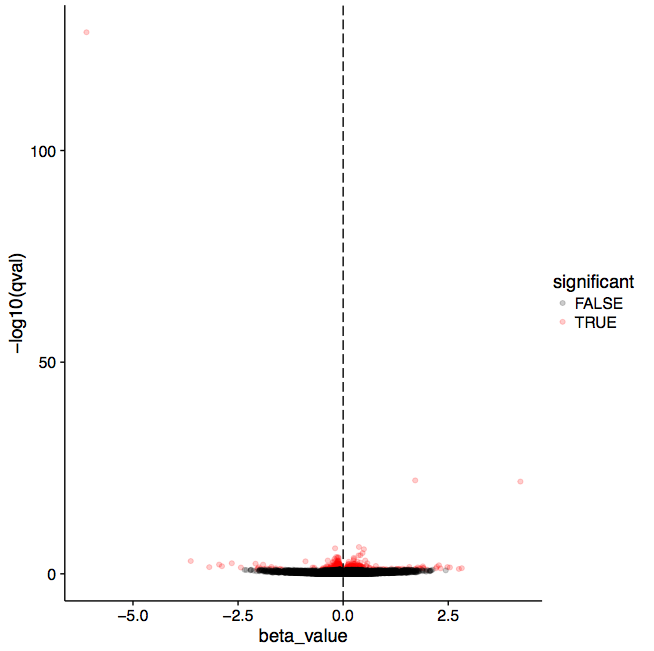
**

- **8 months hippocampus WT vs KO comparison: MAplot, qqplot , variance and volcano plots**

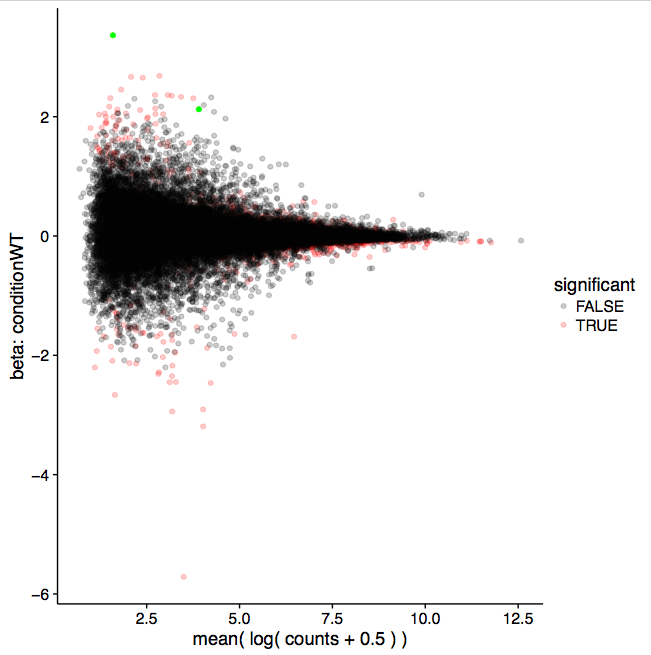

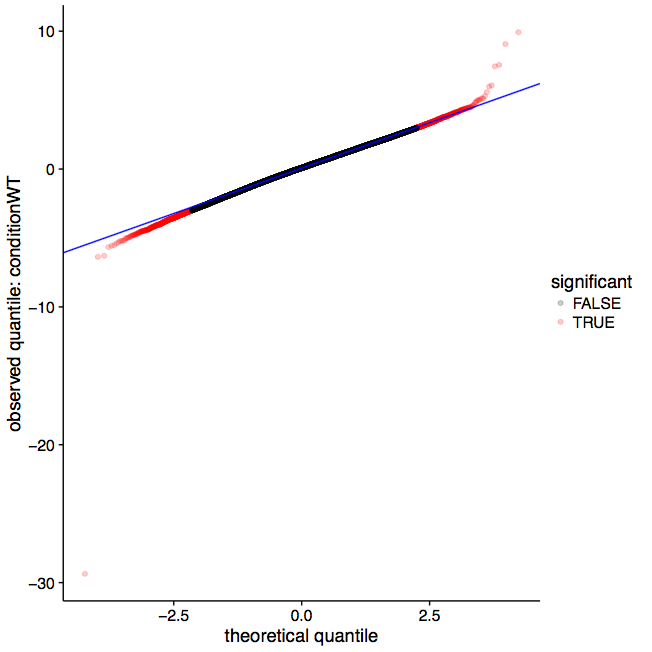

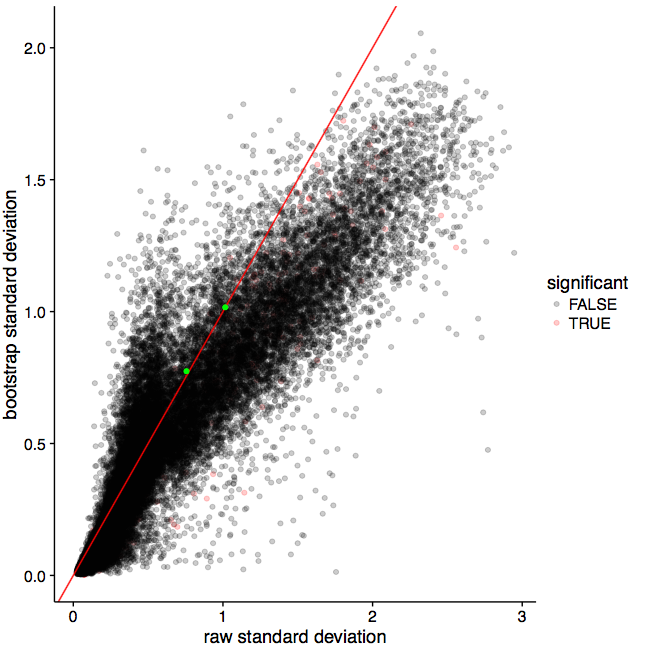

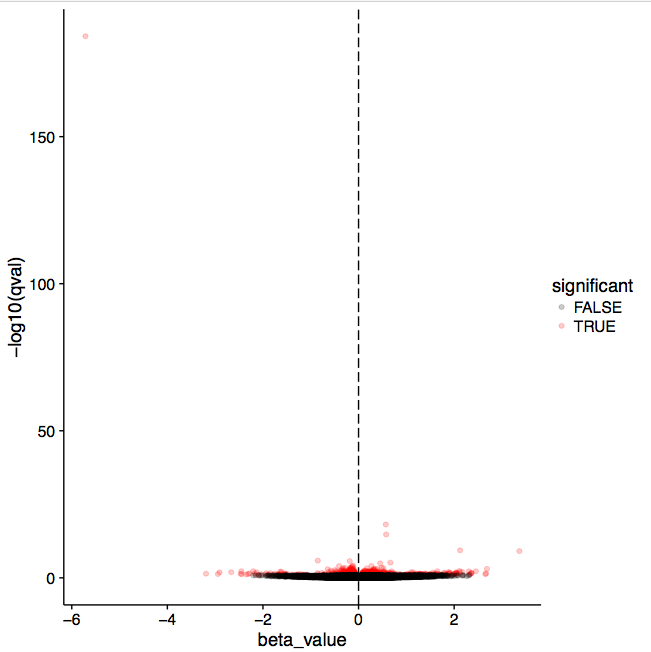

**Supplement:** S1 File V2

# Supplementary material for: Loss of Trem2 in microglia leads to widespread disruption of cell coexpression networks in mouse brain
**Source:** Neurobiol Aging. 2018 Sep;69:151–66. doi: 10.1016/j.neurobiolaging.2018.04.019
**Supplement:** S2 File V2

WT network samples clustering and scale free topology fit

KO network samples clustering and scale free topology fit

# Supplementary material for: Loss of Trem2 in microglia leads to widespread disruption of cell coexpression networks in mouse brain
**Source:** Neurobiol Aging. 2018 Sep;69:151–66. doi: 10.1016/j.neurobiolaging.2018.04.019
**Supplement:** S4 File V2

**WT modules change with age**

**KO matched modules change with age**

# Supplementary material for: Loss of Trem2 in microglia leads to widespread disruption of cell coexpression networks in mouse brain
**Source:** Neurobiol Aging. 2018 Sep;69:151–66. doi: 10.1016/j.neurobiolaging.2018.04.019

Venn diagram of differential expression gene overlap. The supplementary file 6 can be visualized uploading it to <http://www.interactivenn.net> and details about the overlapping genes can be obtained by clicking on every overlapping section of the diagram

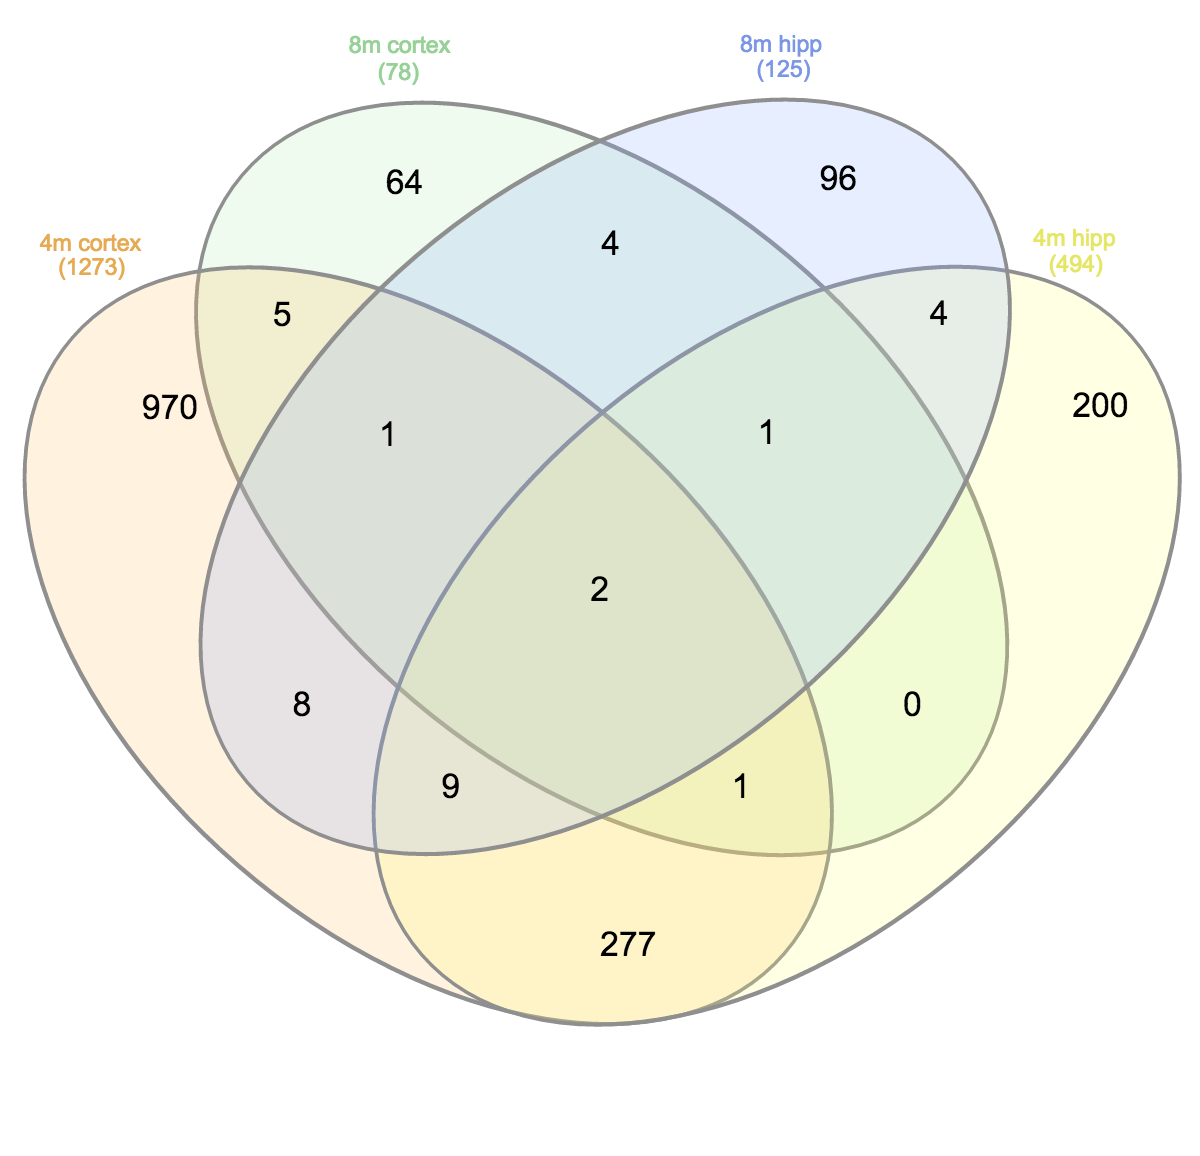

**Supplement:** S5 File

# Supplementary material for: Loss of Trem2 in microglia leads to widespread disruption of cell coexpression networks in mouse brain
**Source:** Neurobiol Aging. 2018 Sep;69:151–66. doi: 10.1016/j.neurobiolaging.2018.04.019

**blue cor=0.93,  $p < 1e-200$**

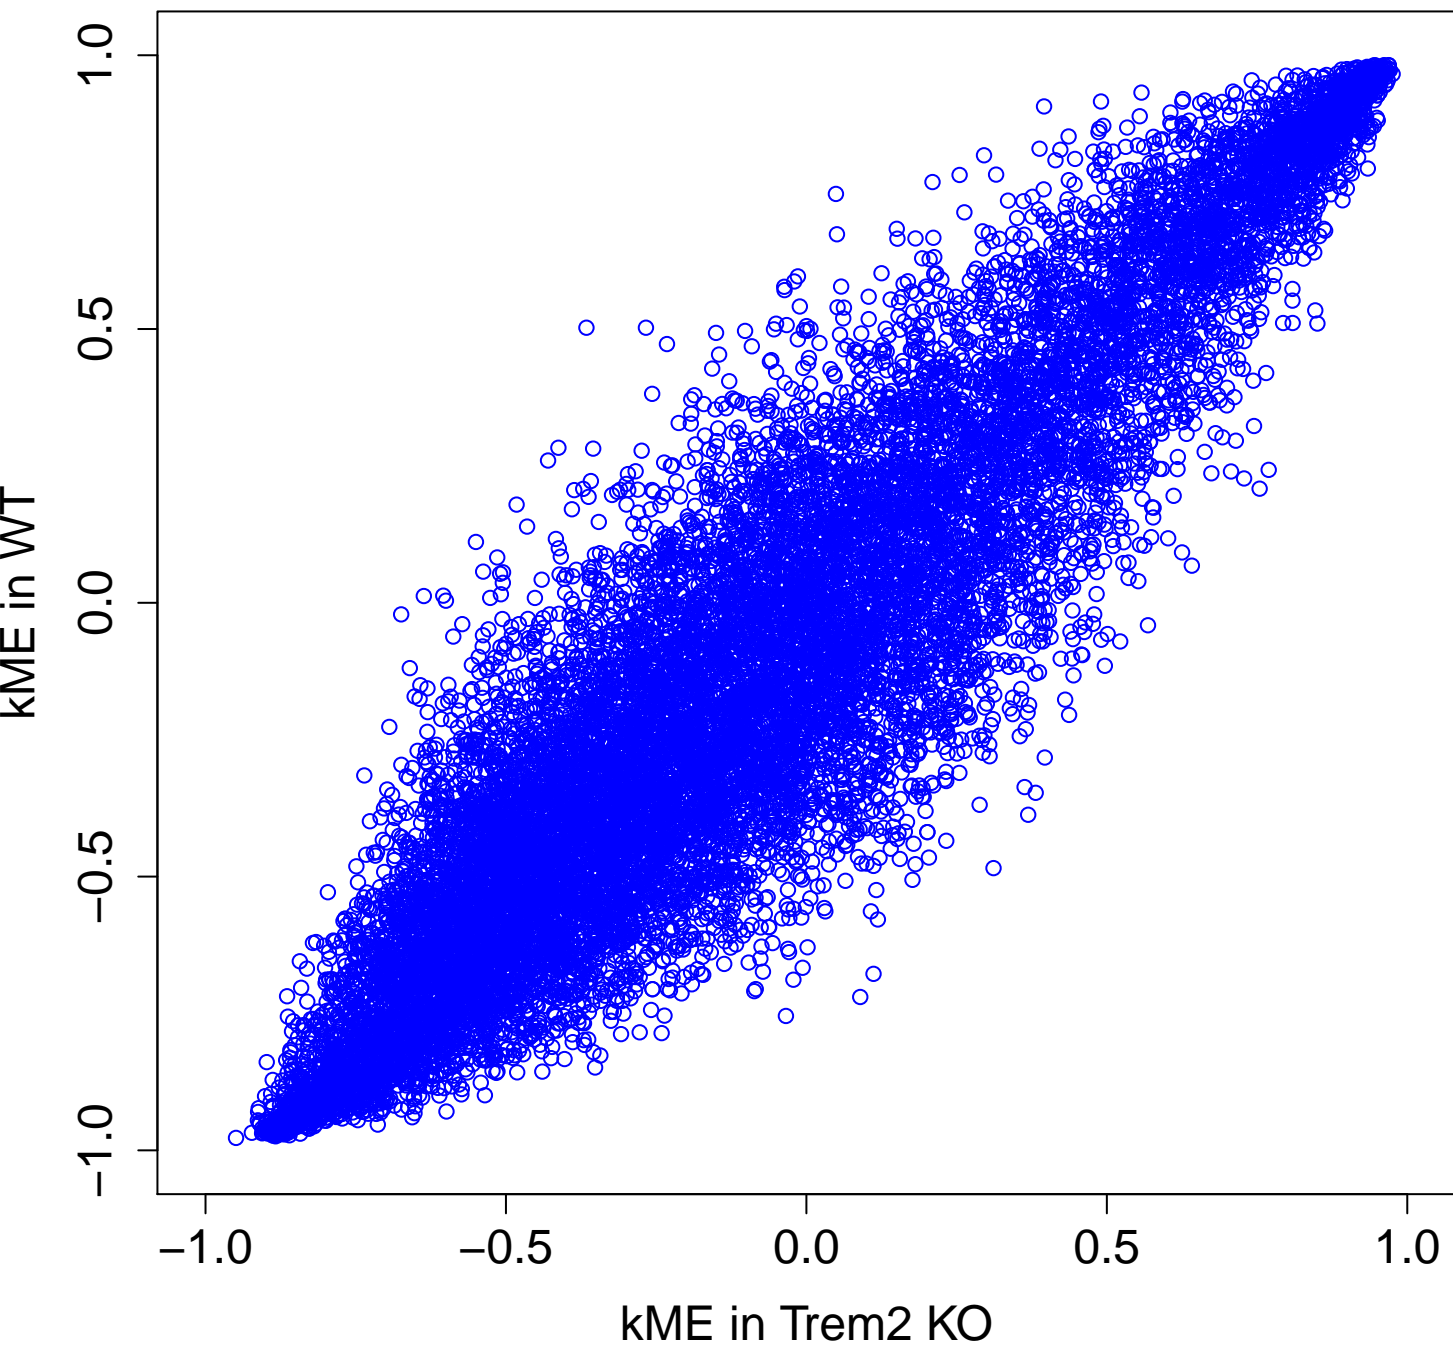

**lightcyan cor=0.73,  $p < 1e-200$**

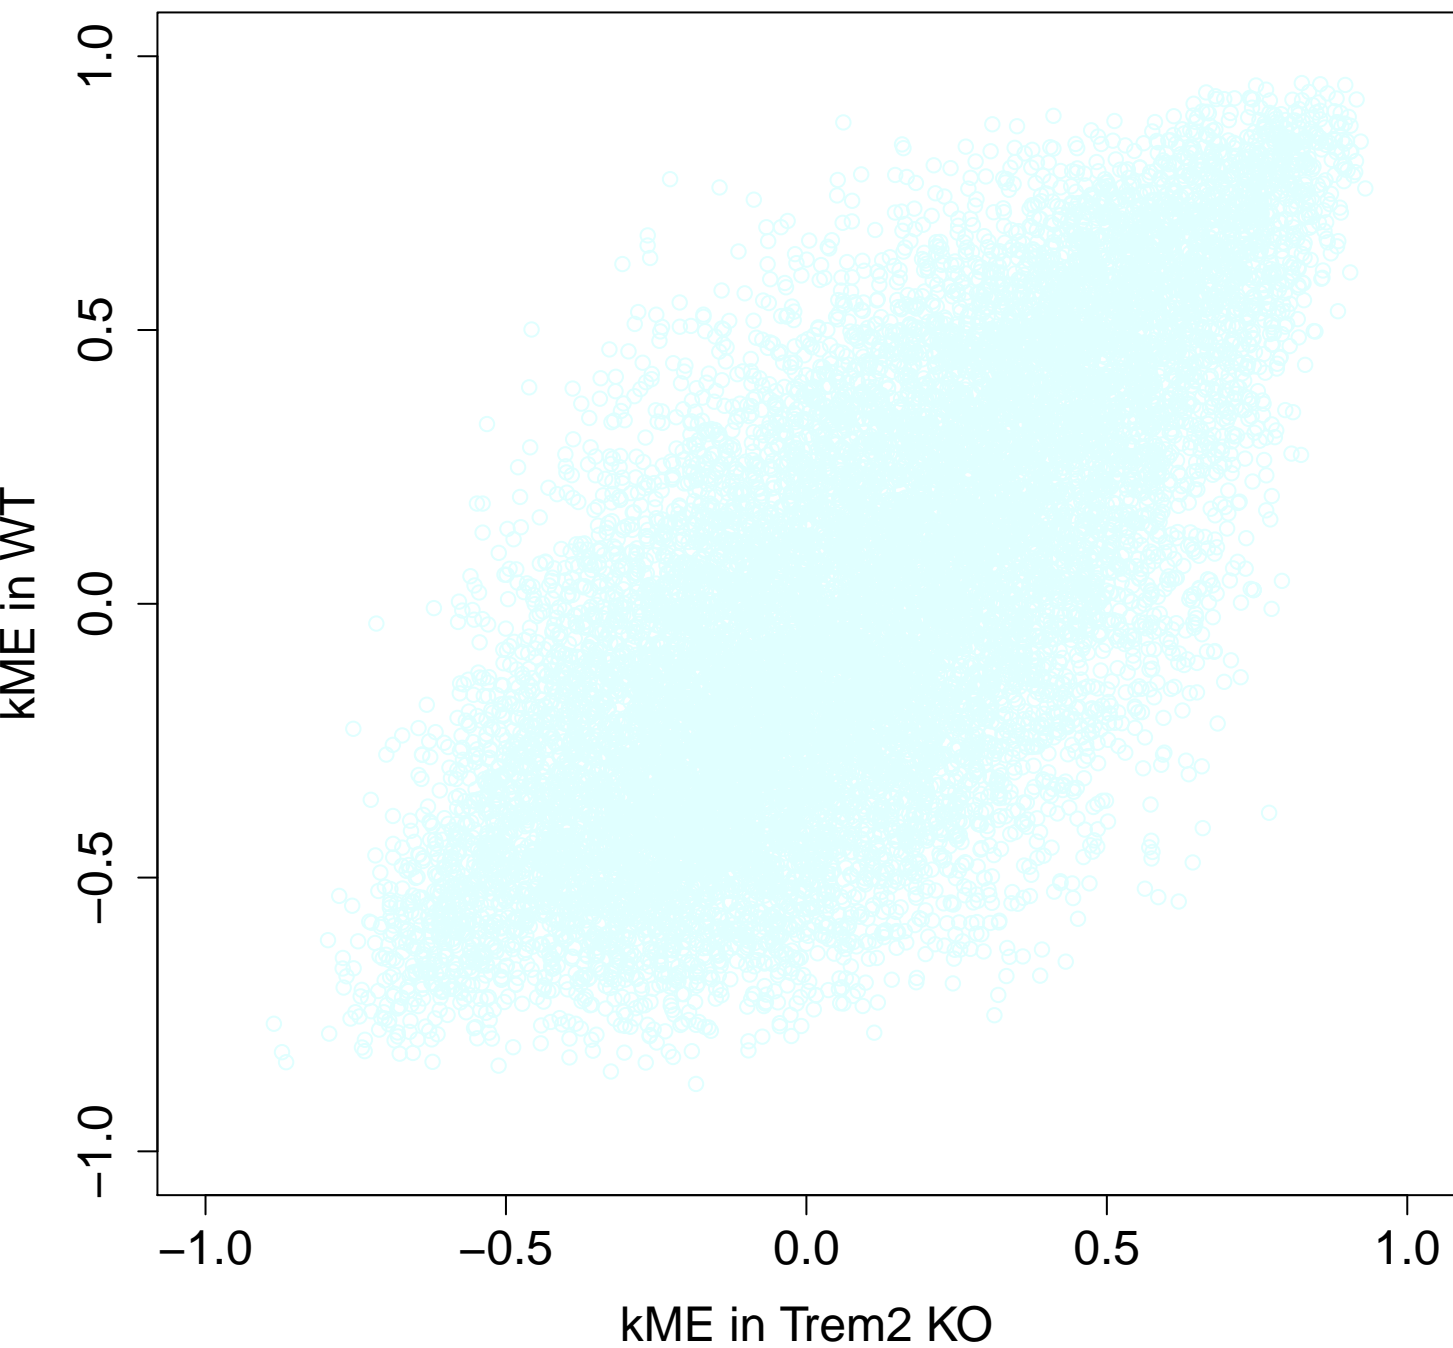

**red cor=0.74,  $p < 1e-200$**

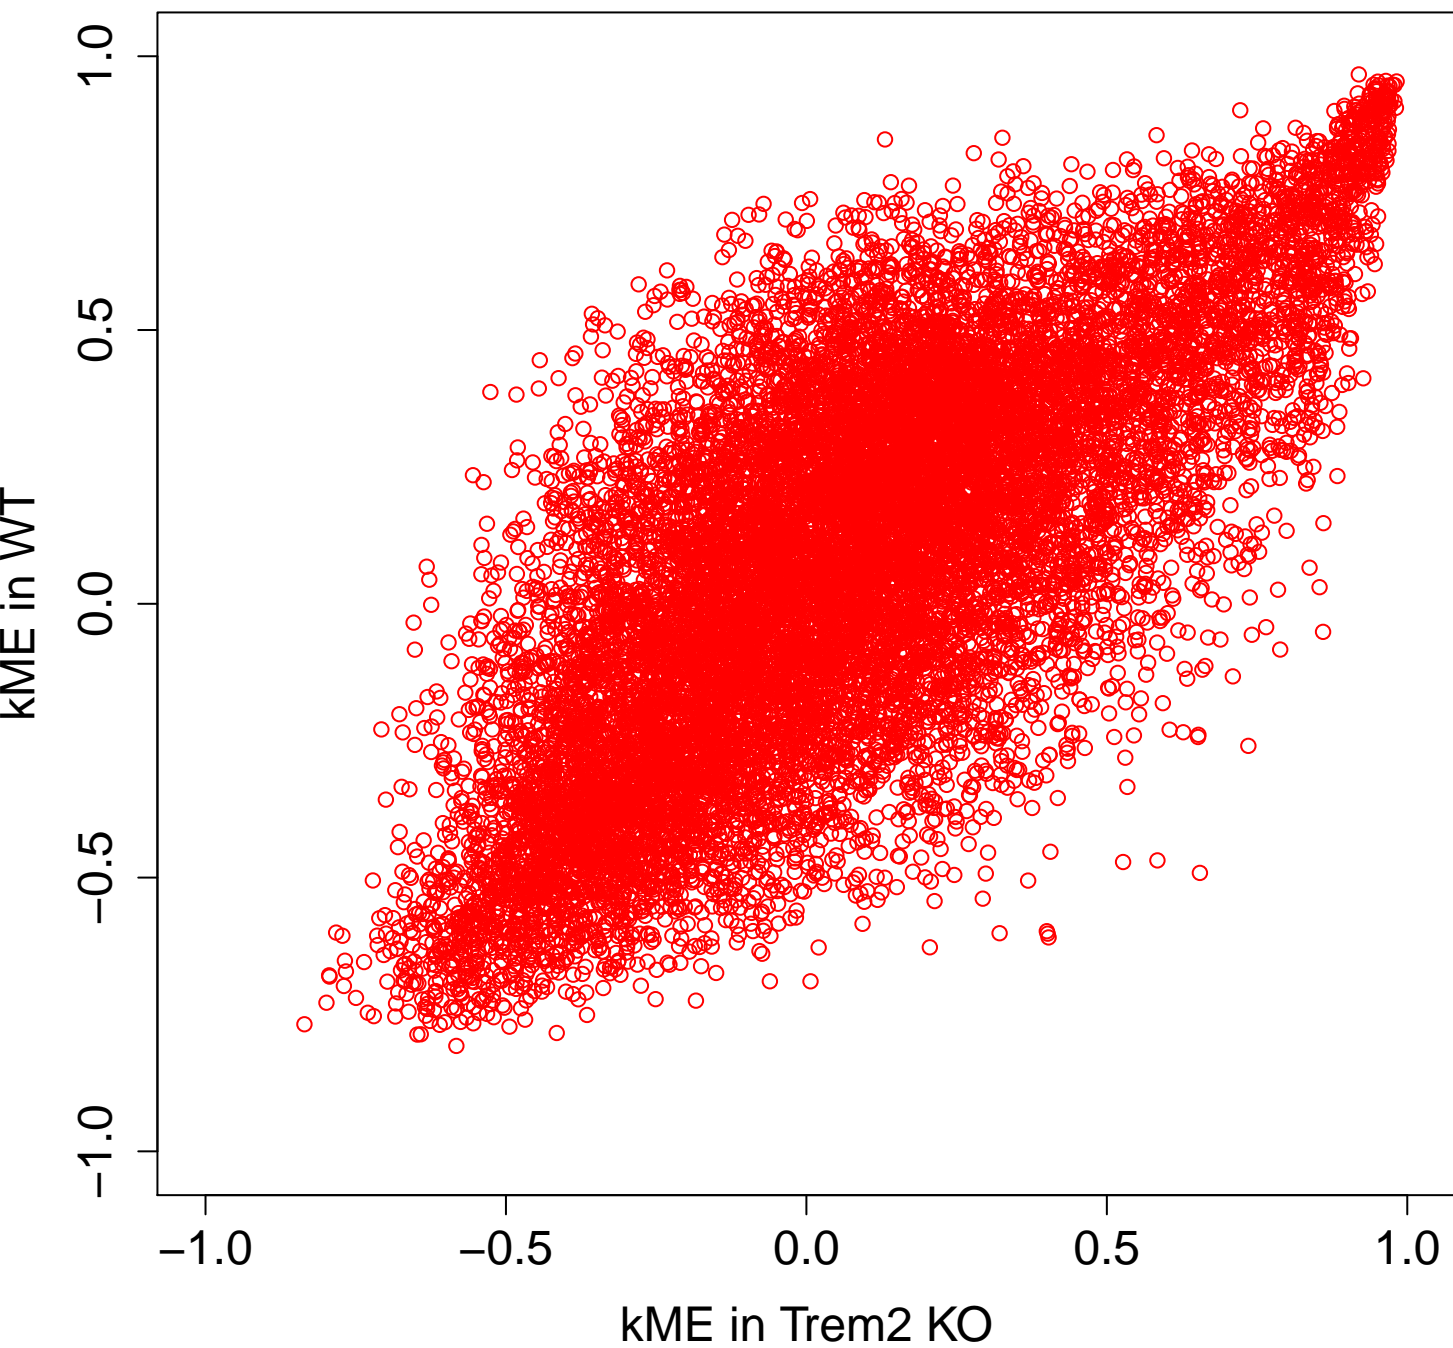

**tan cor=0.62,  $p < 1e-200$**

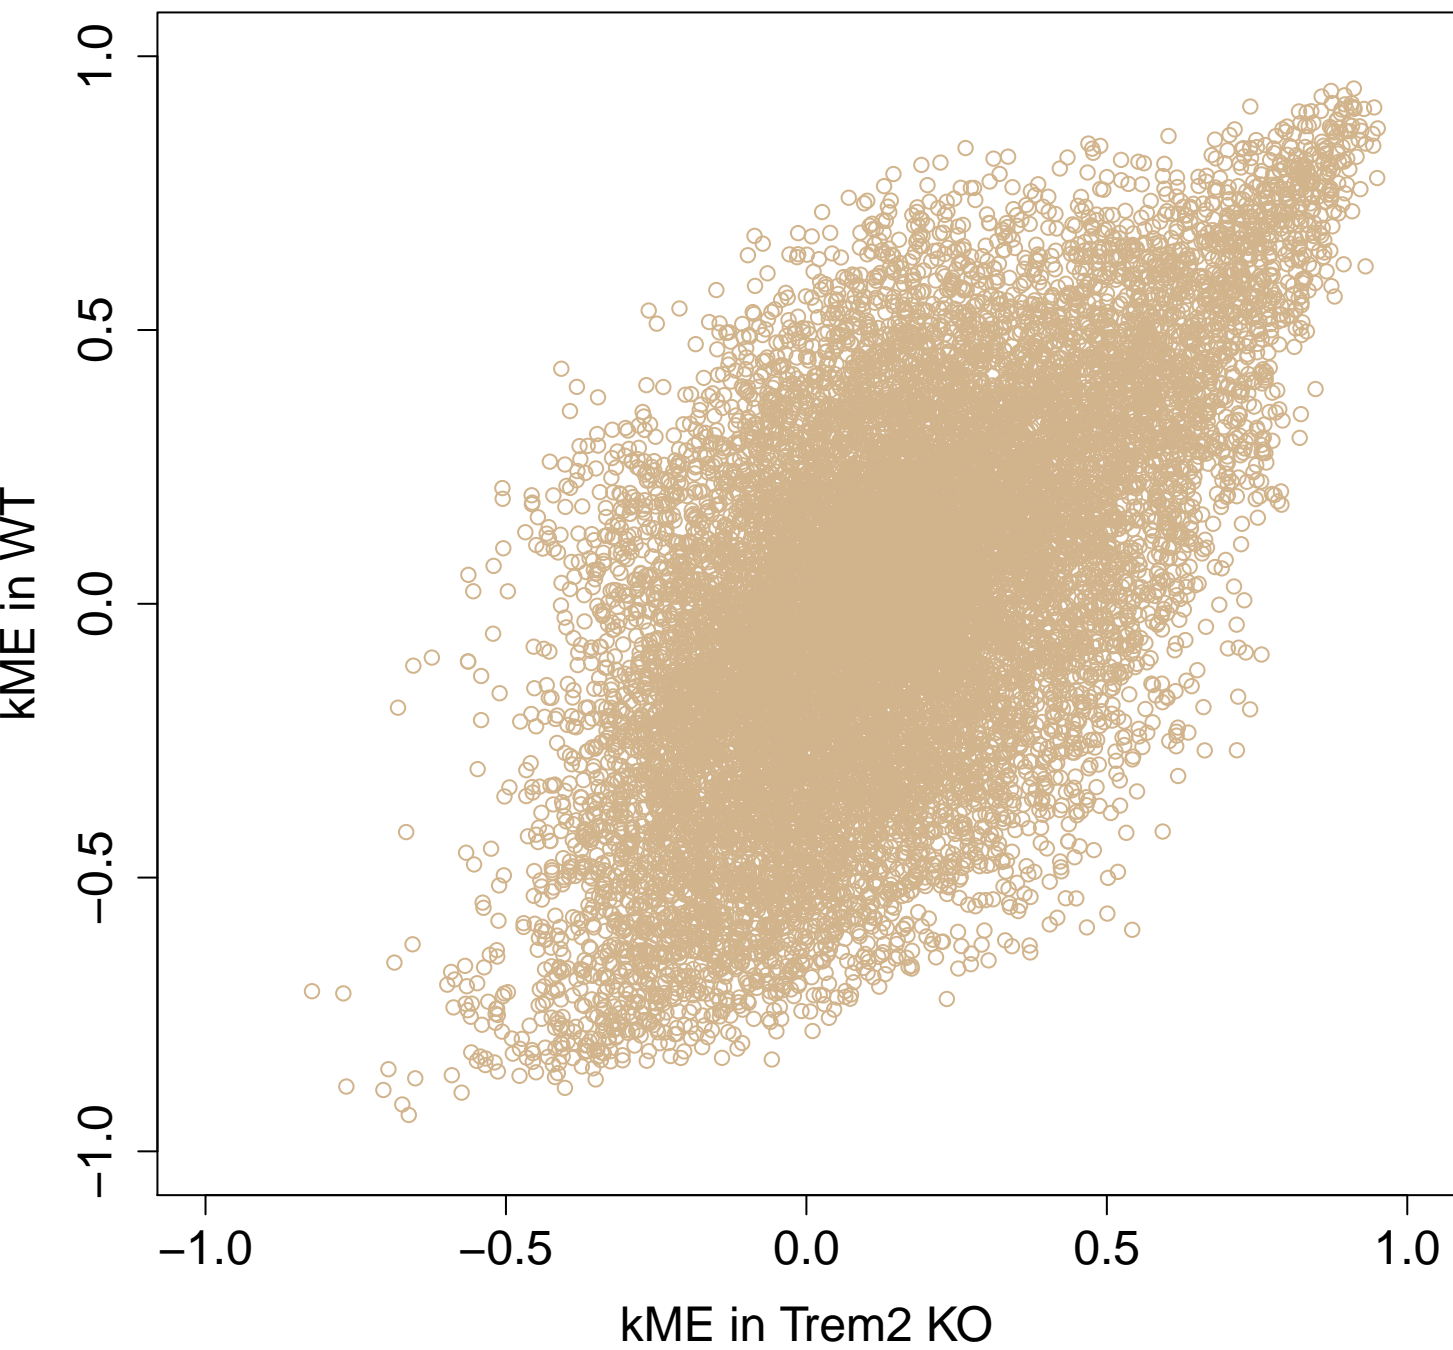

**pink cor=0.89,  $p < 1e-200$**

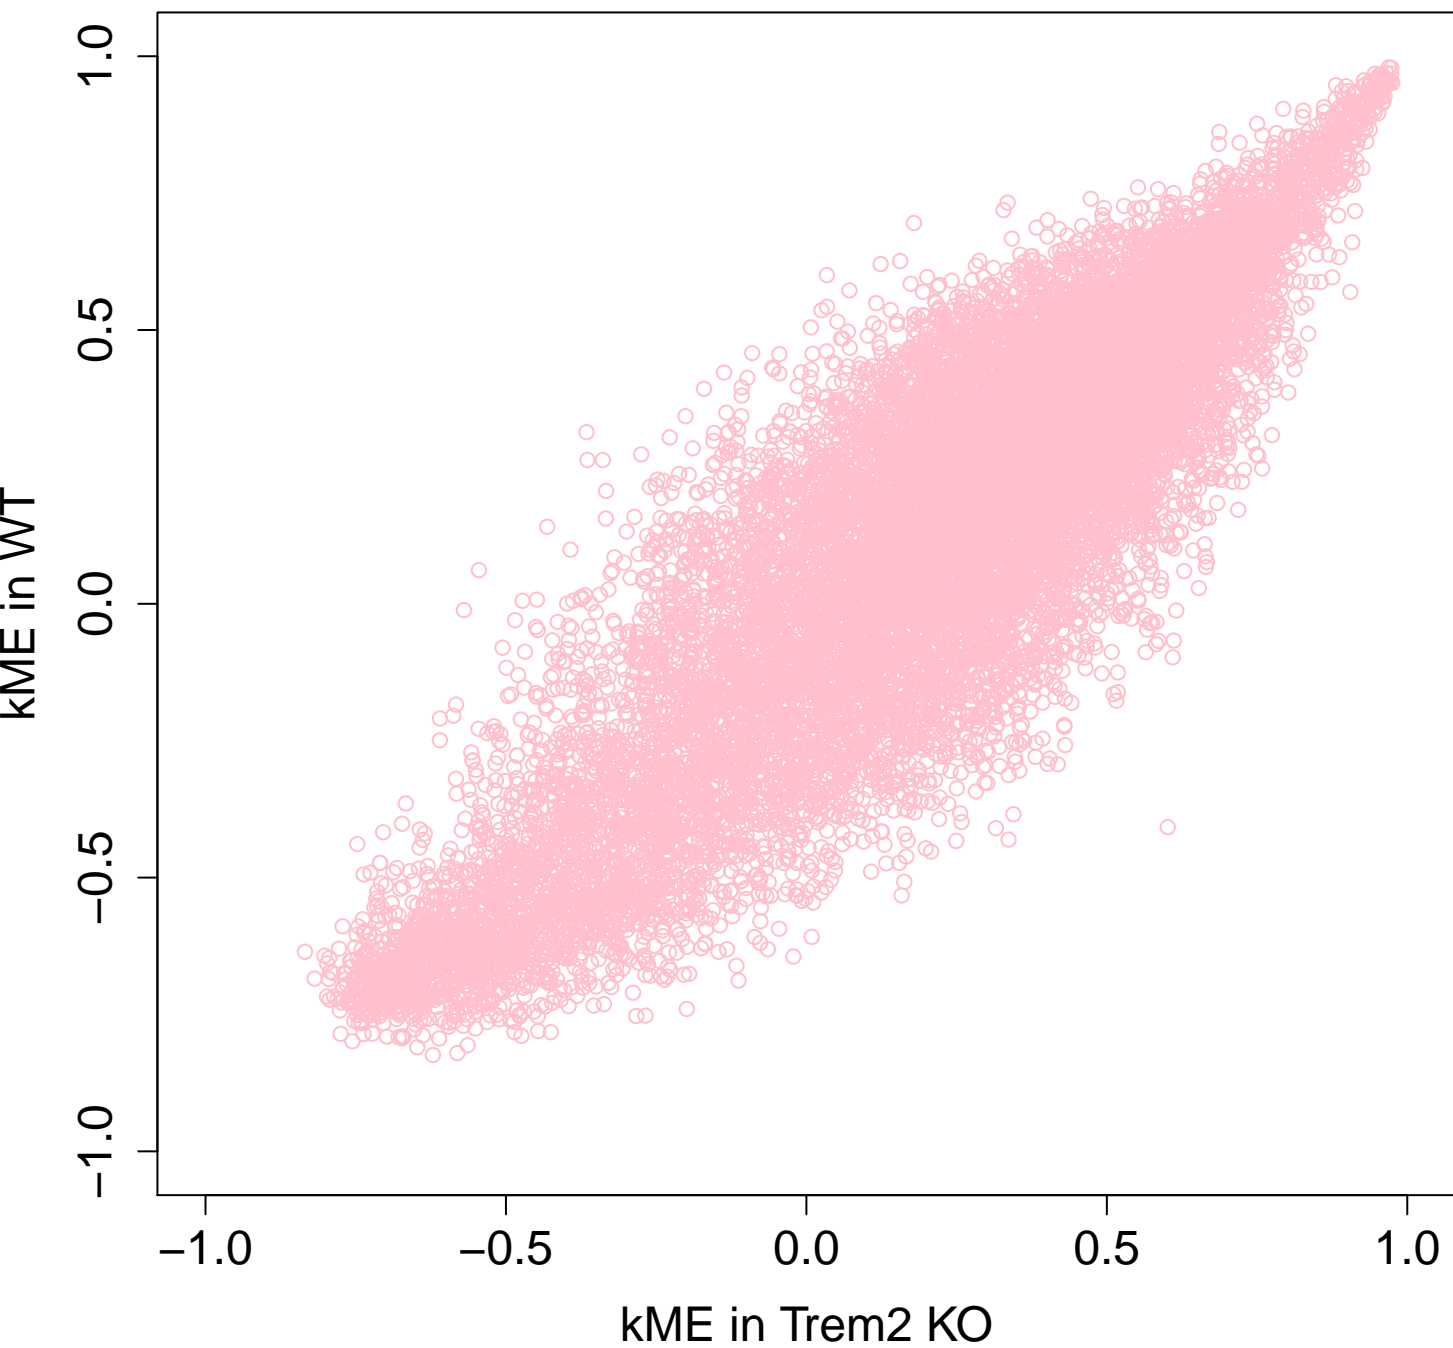

**turquoise cor=0.94, p<1e-200**

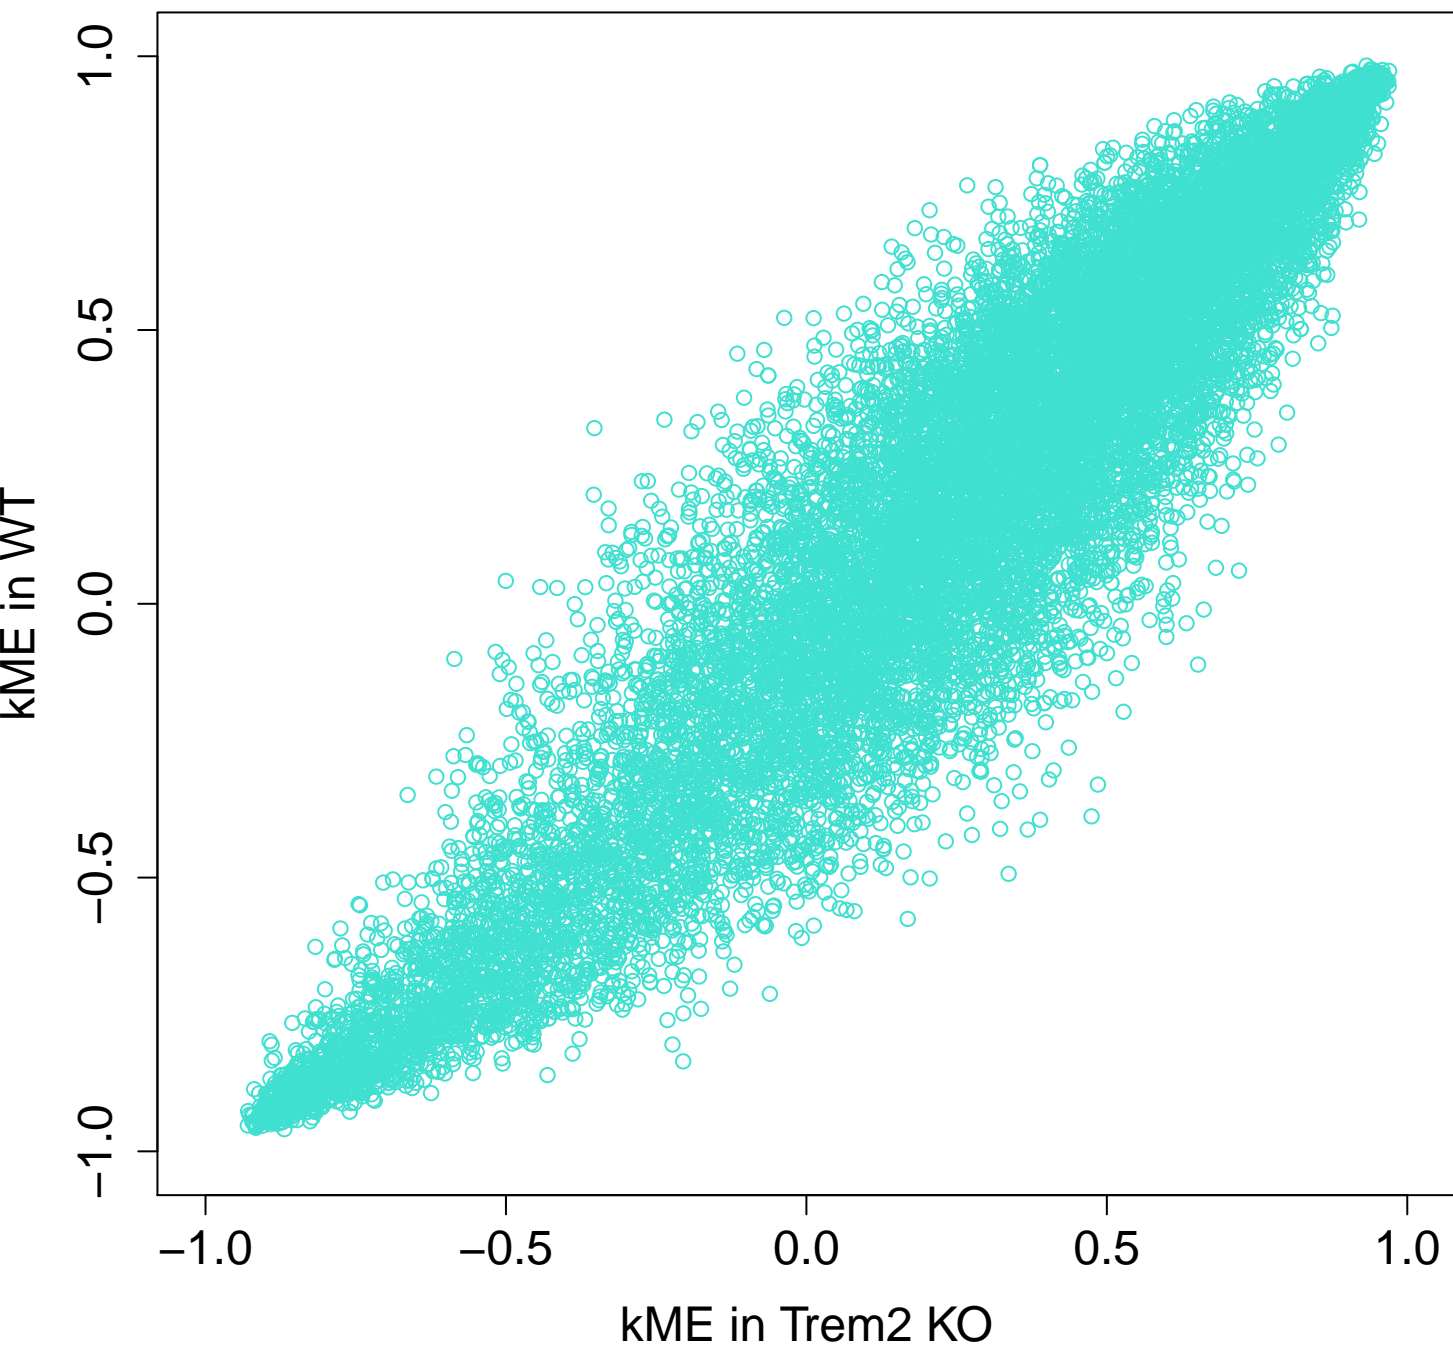

**brown cor=0.82,  $p < 1e-200$**

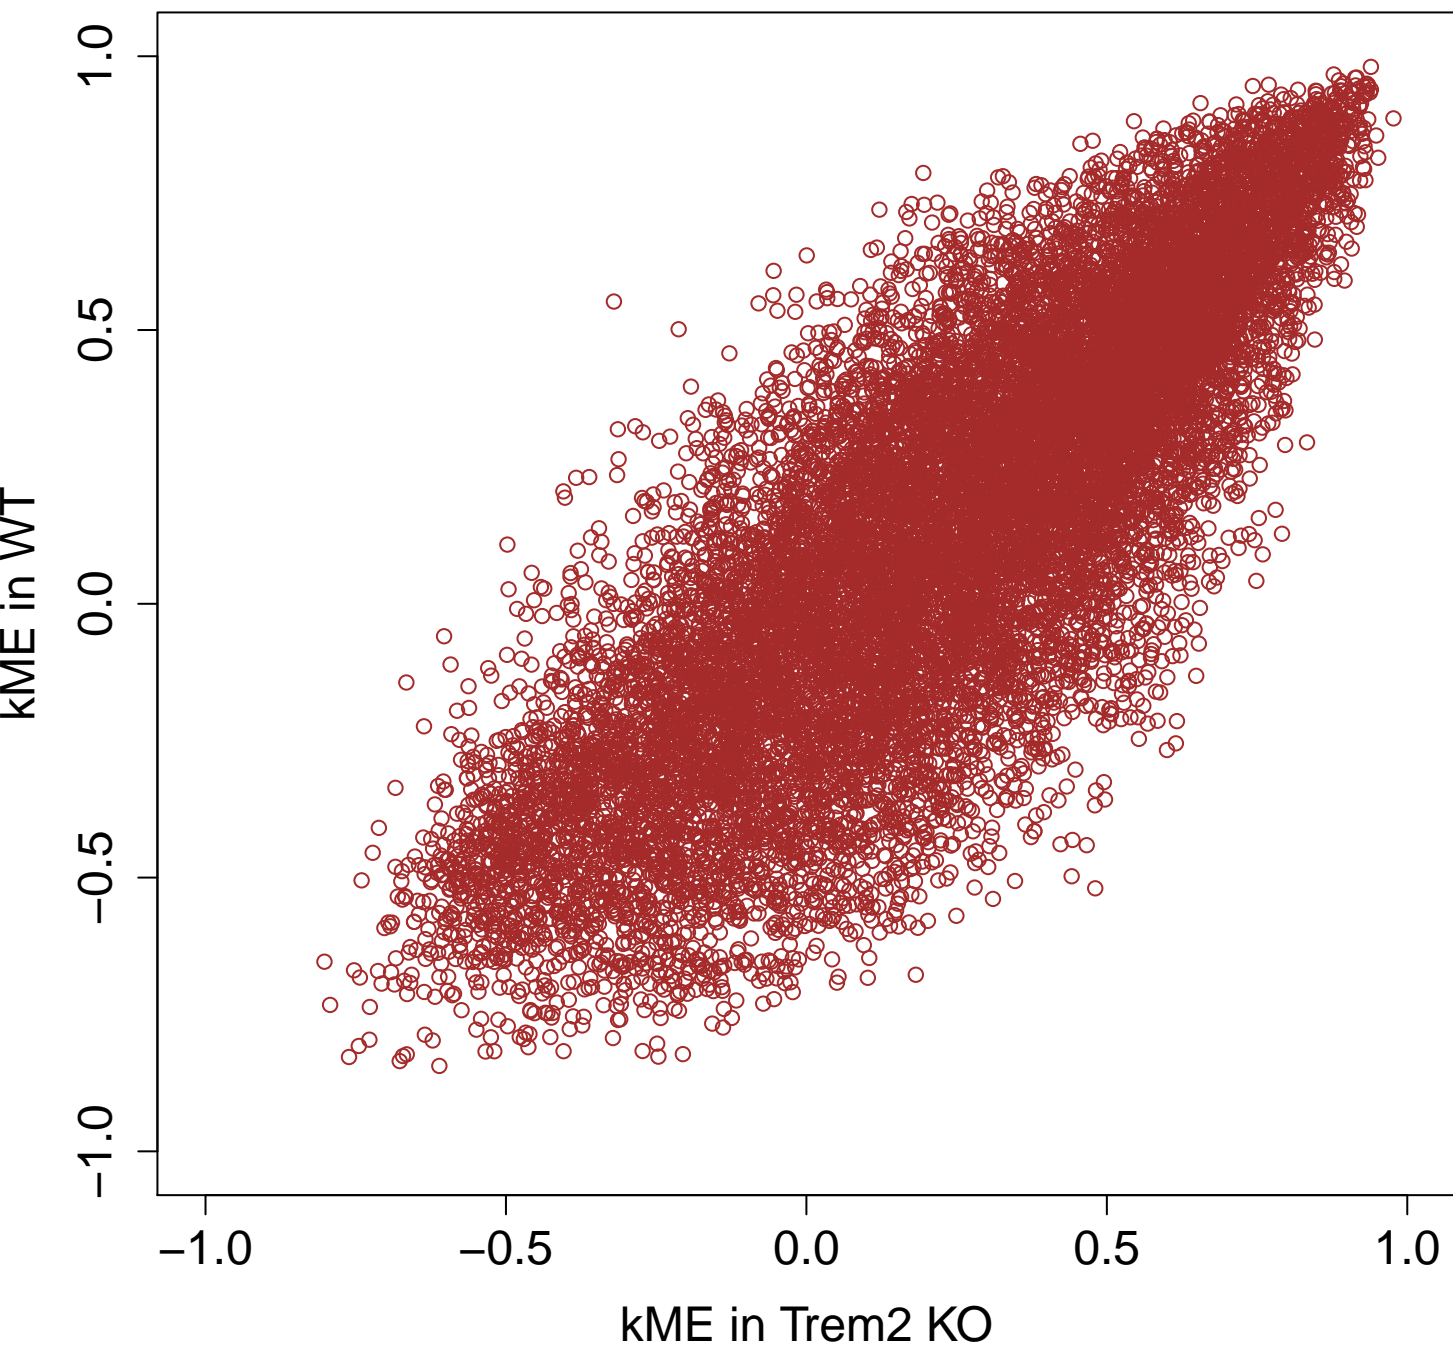

**midnightblue cor=0.76, p<1e-200**

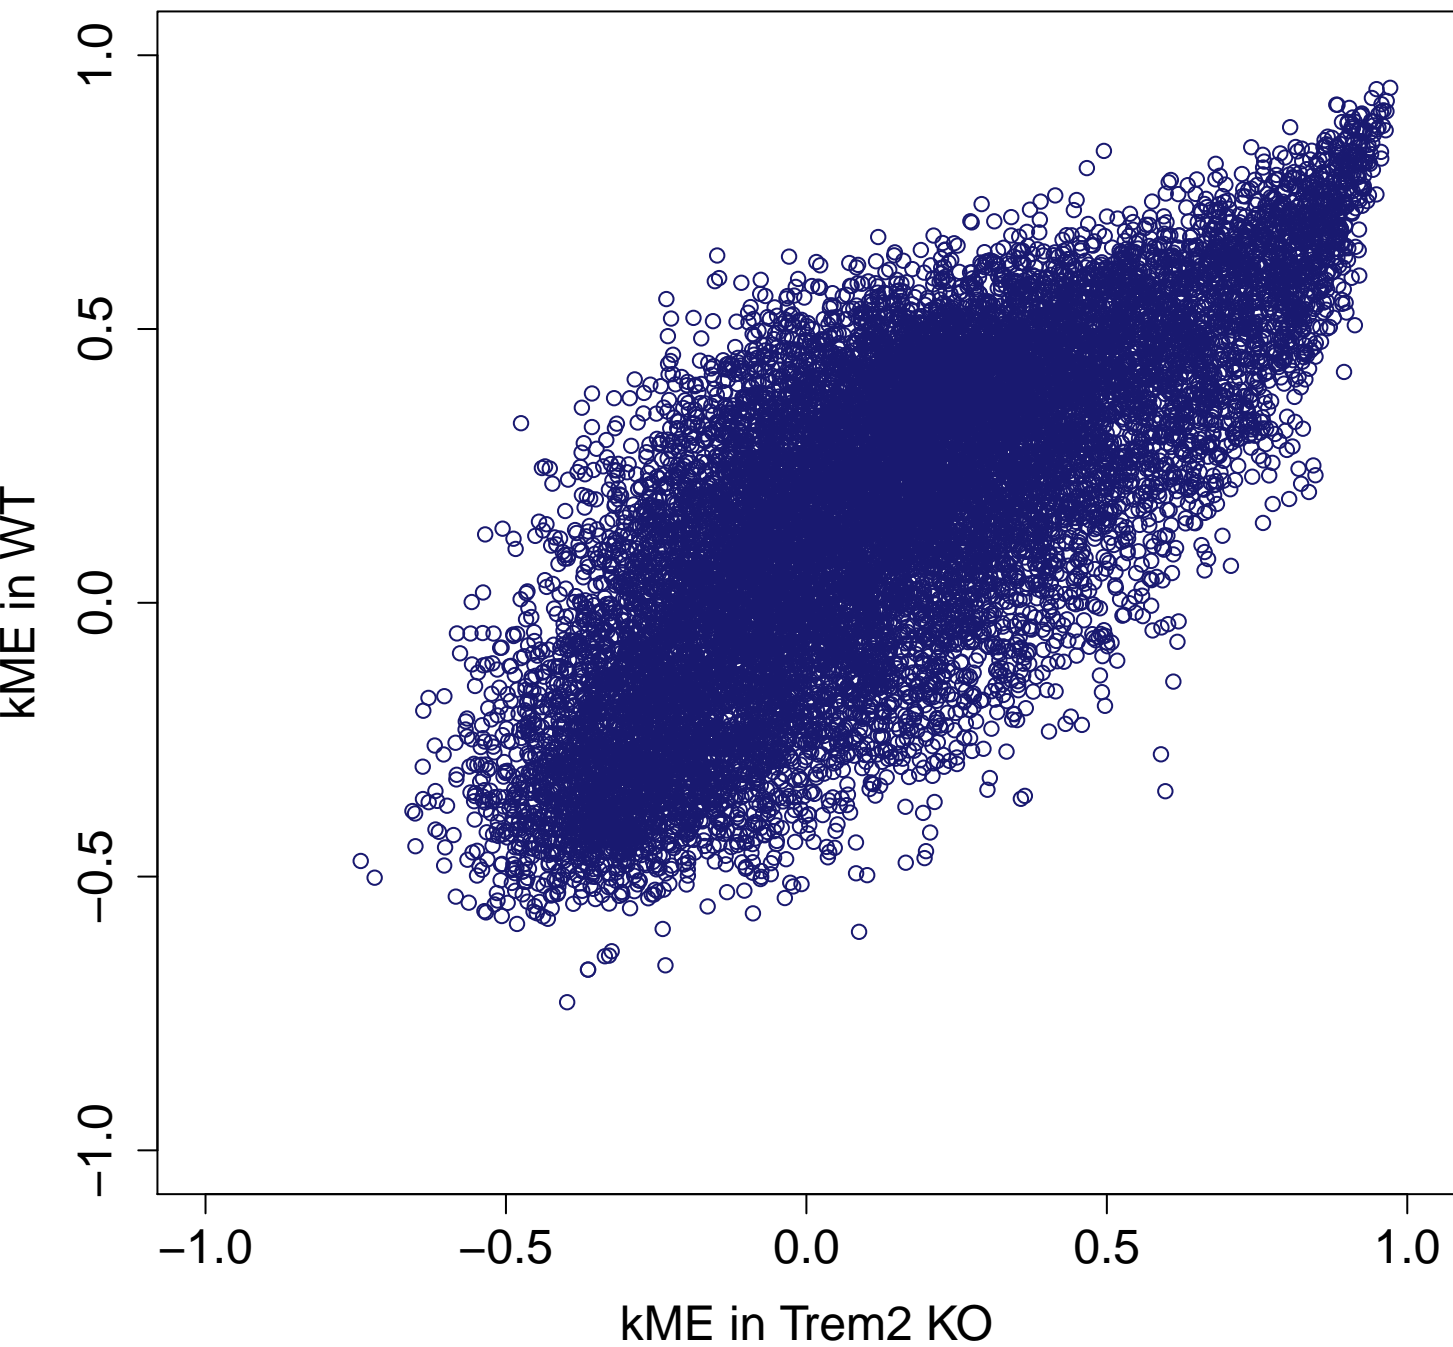

**Supplement:** Supplementary File 7

# Supplementary material for: Loss of Trem2 in microglia leads to widespread disruption of cell coexpression networks in mouse brain
**Source:** Neurobiol Aging. 2018 Sep;69:151–66. doi: 10.1016/j.neurobiolaging.2018.04.019

**blue cor=0.86,  $p < 1e-200$**

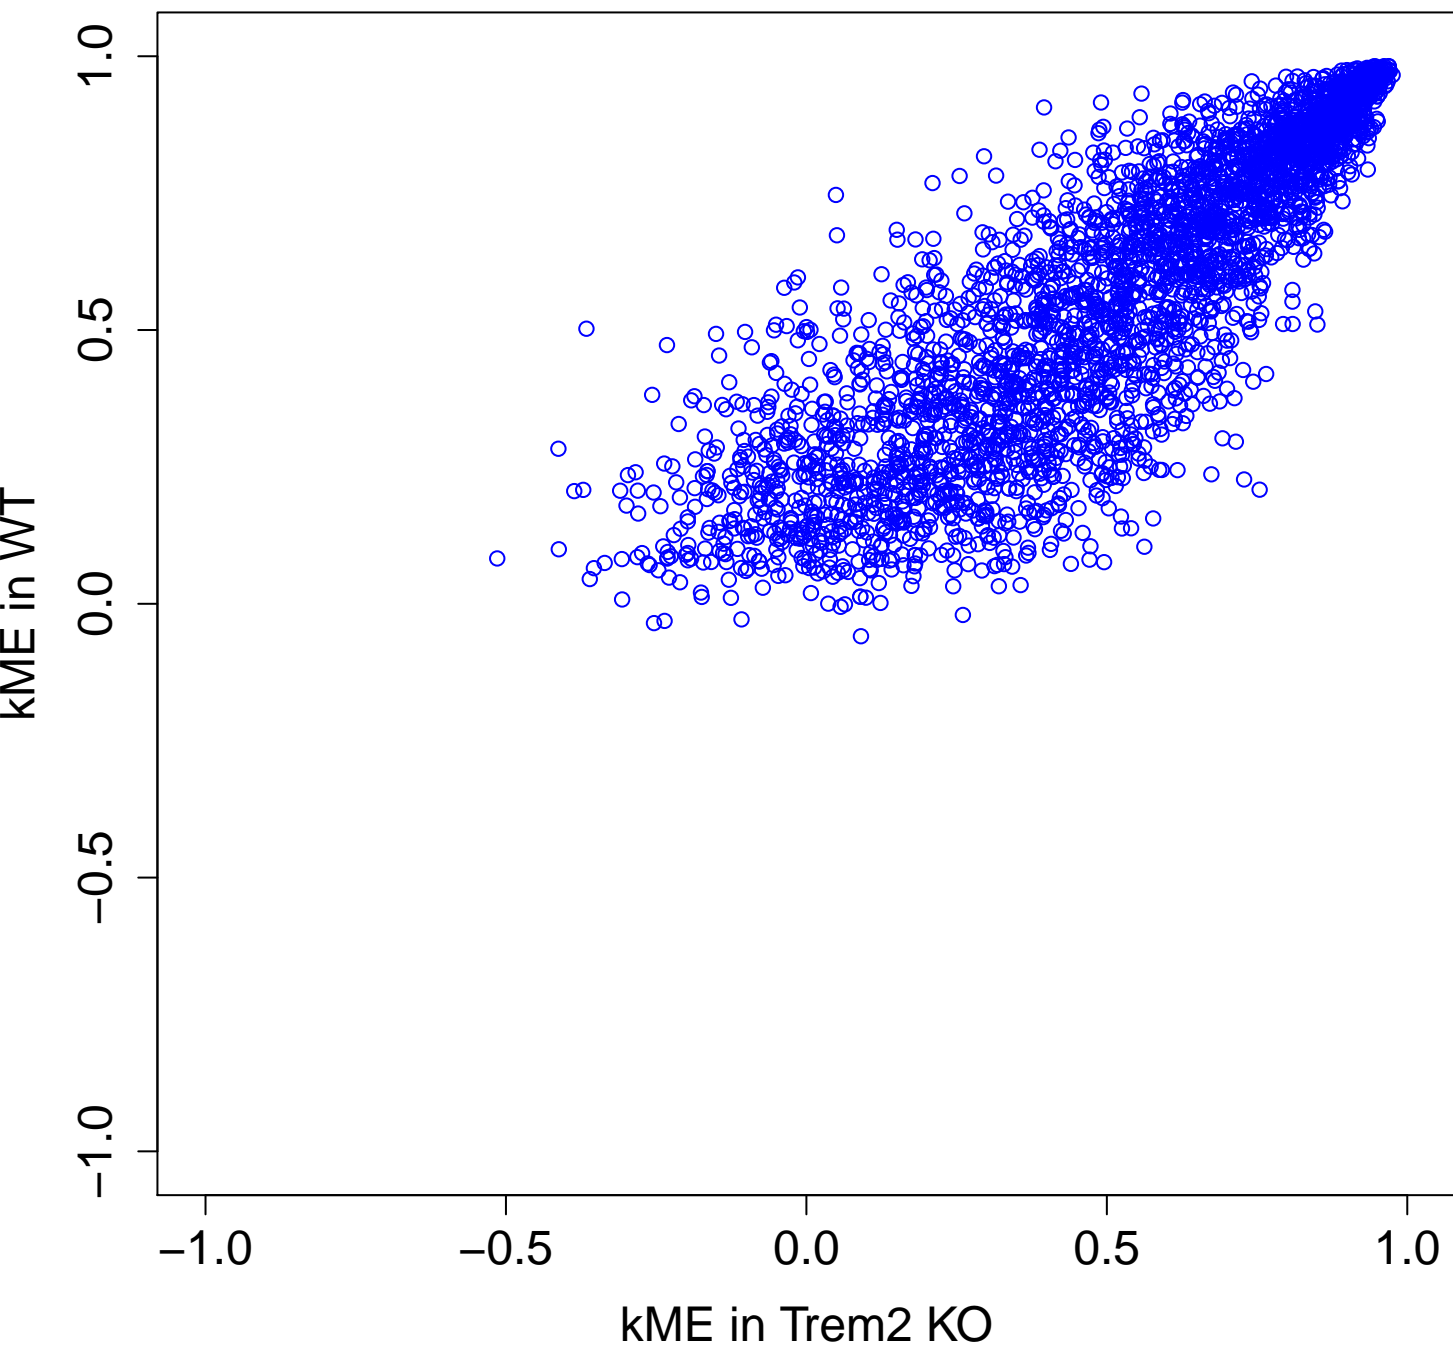

**lightcyan cor=0.6, p=2.1e-136**

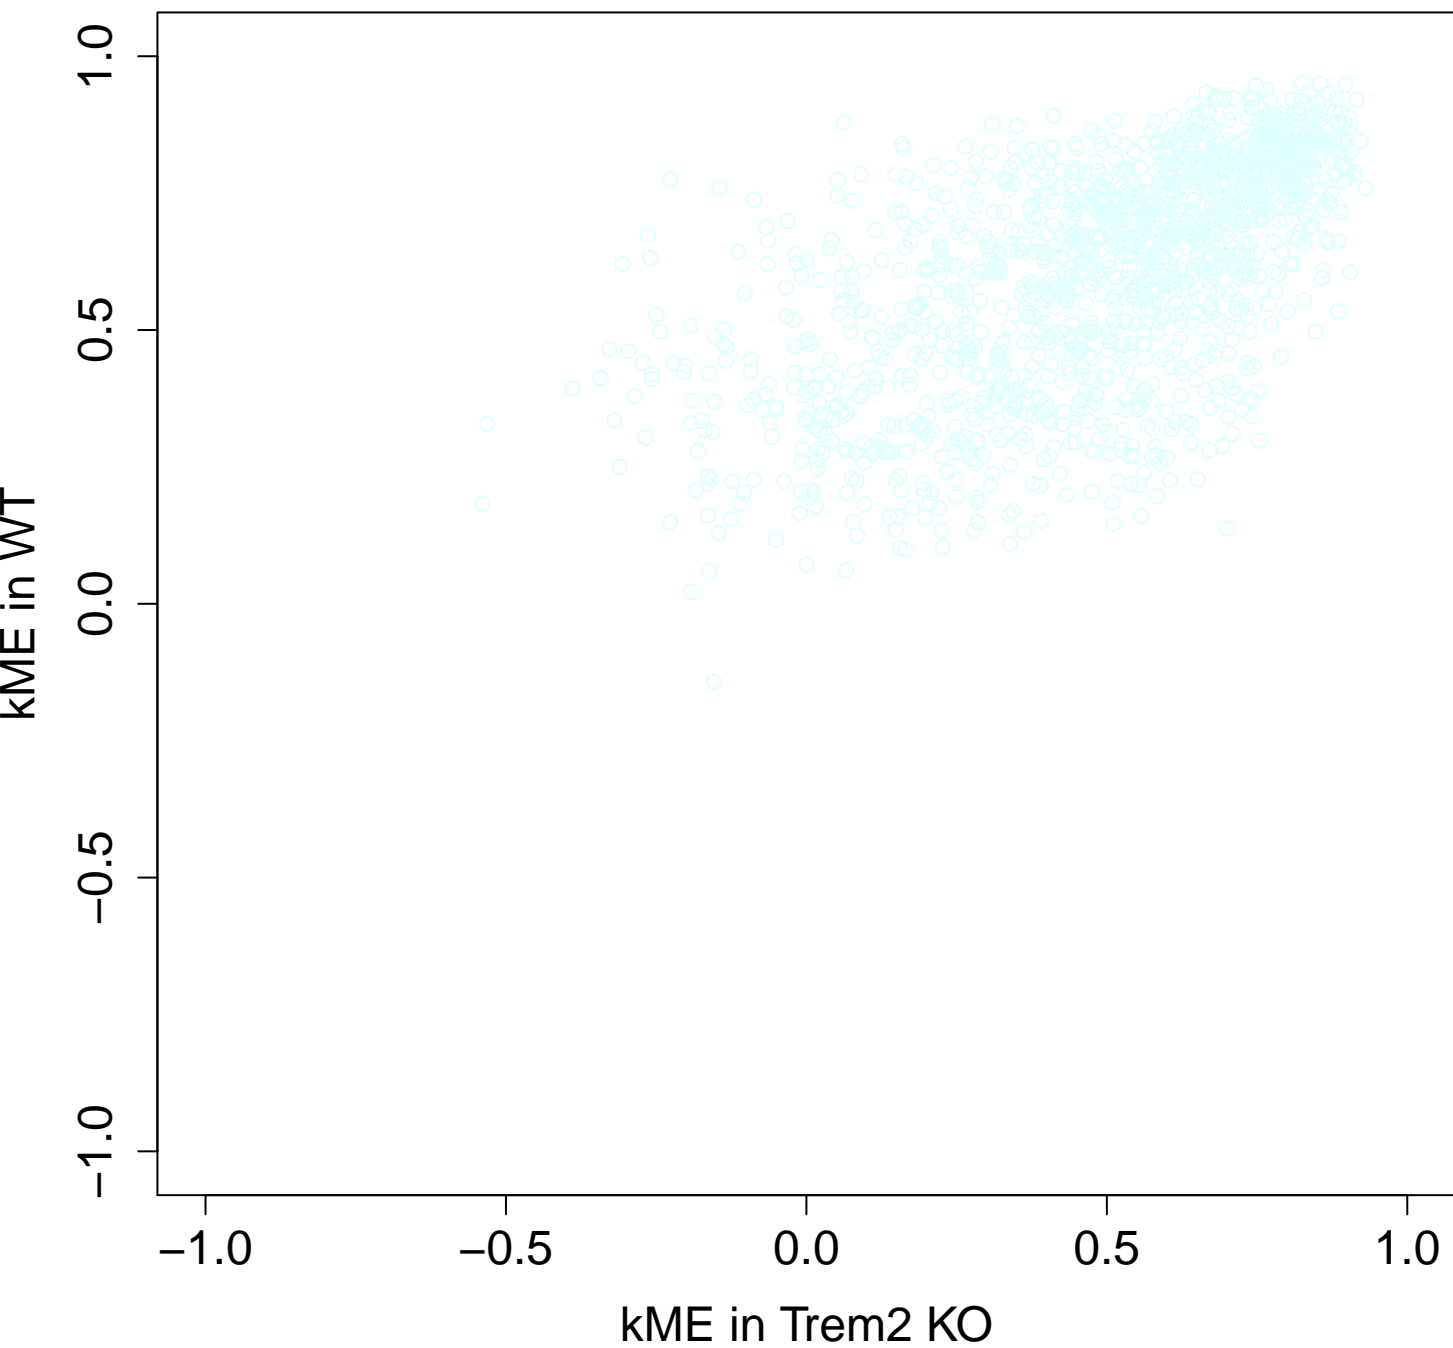

red cor=0.74, p=1.9e-96

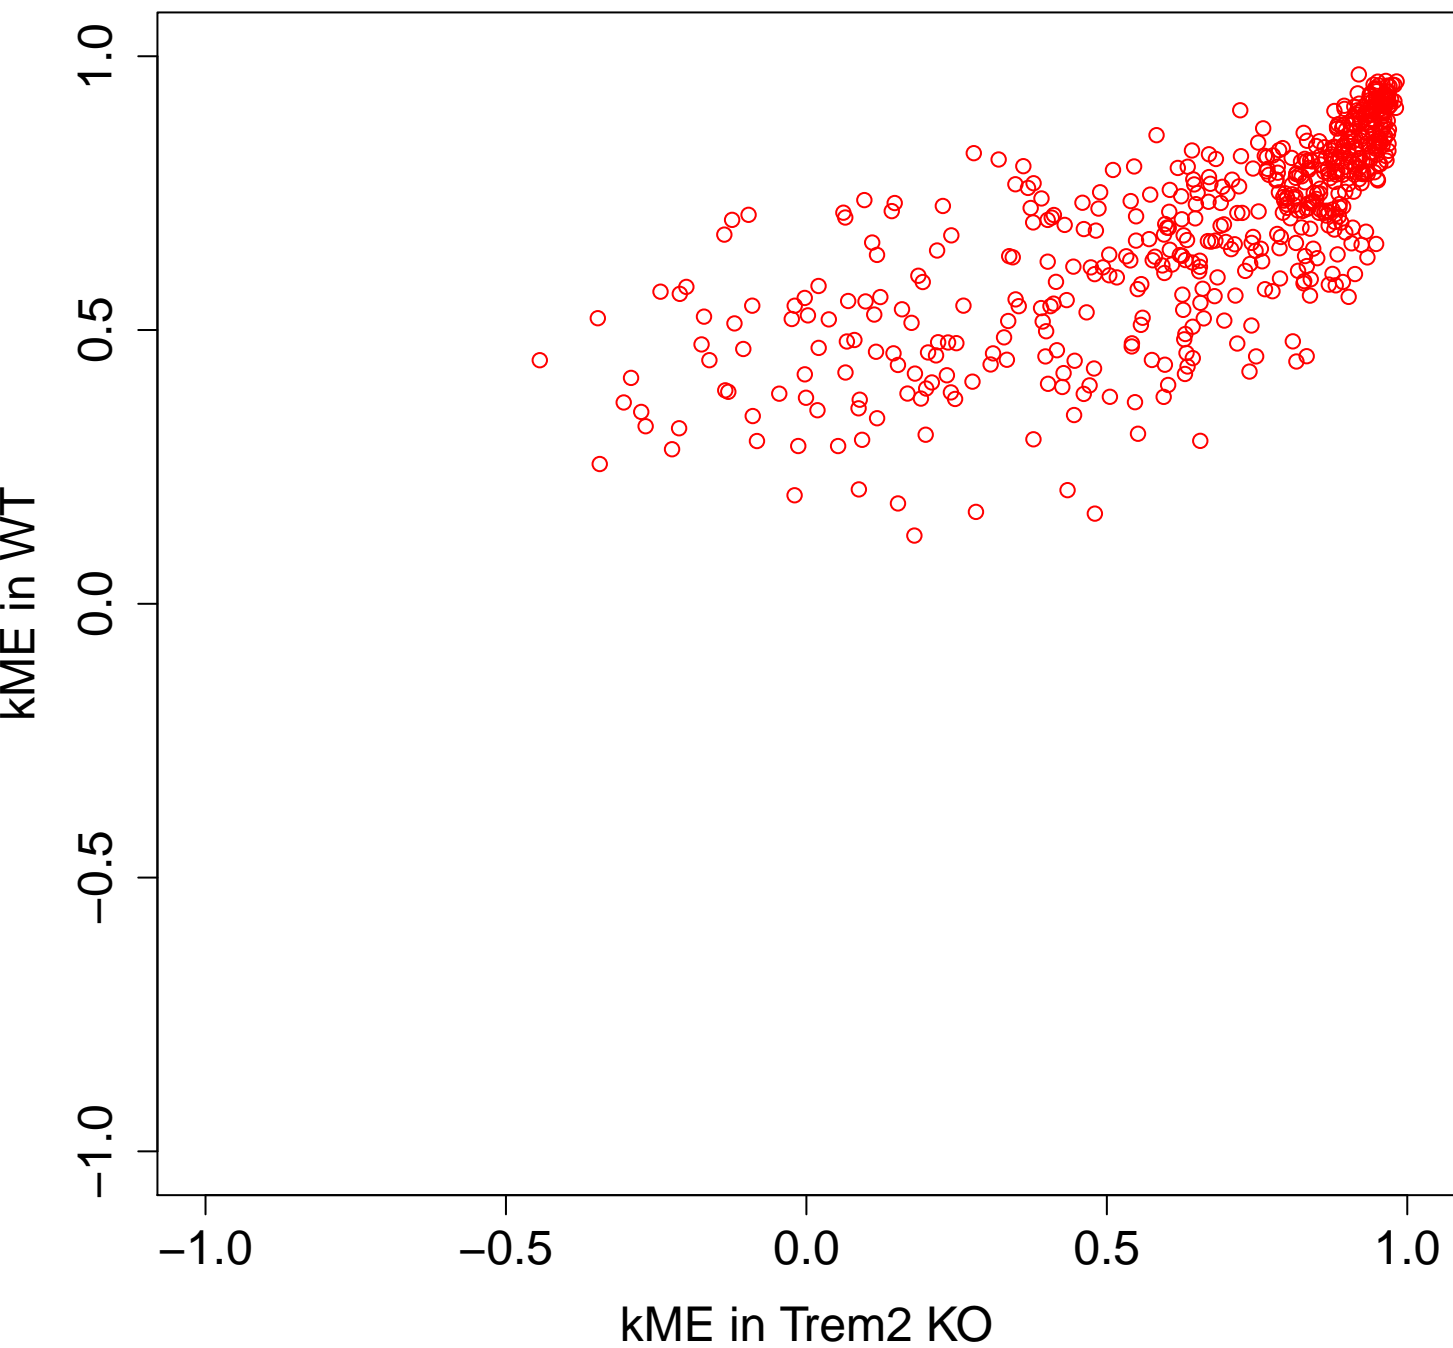

**tan cor=0.62, p=1.6e-93**

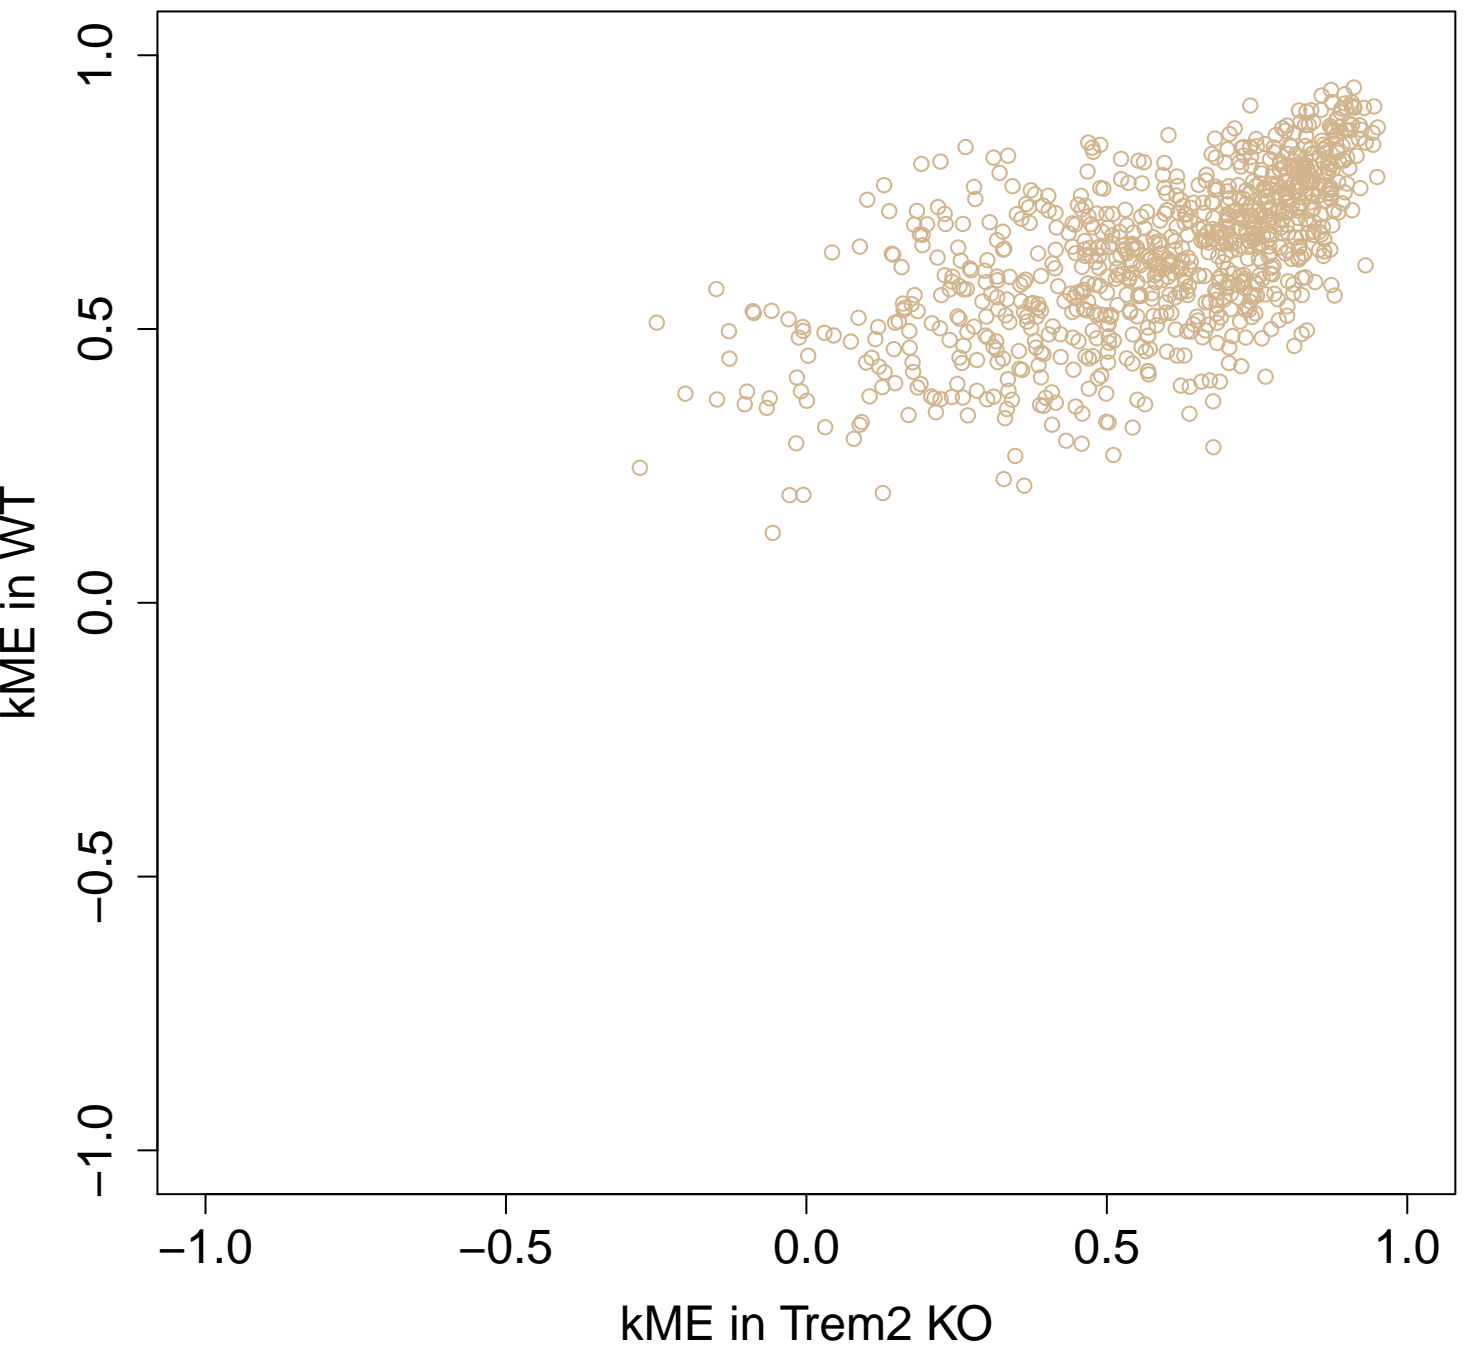

**pink cor=0.89, p=1.7e-124**

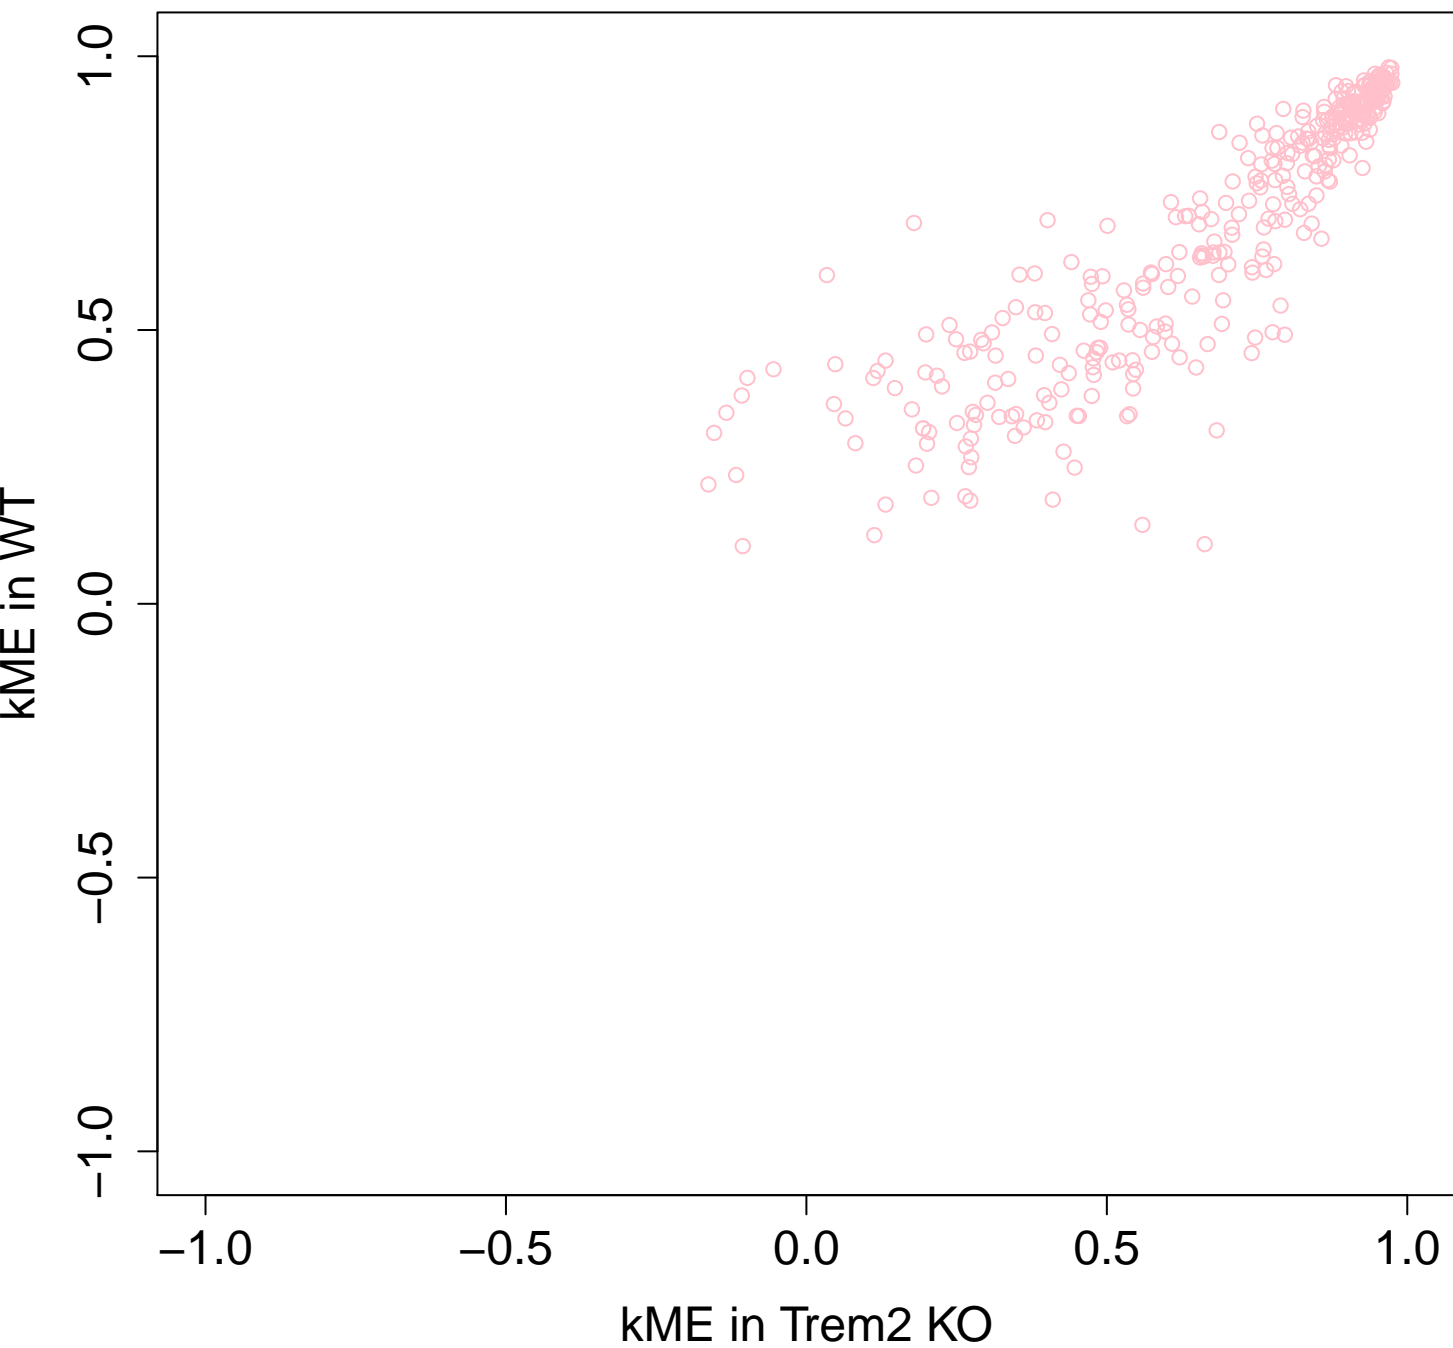

**turquoise cor=0.83,  $p < 1e-200$**

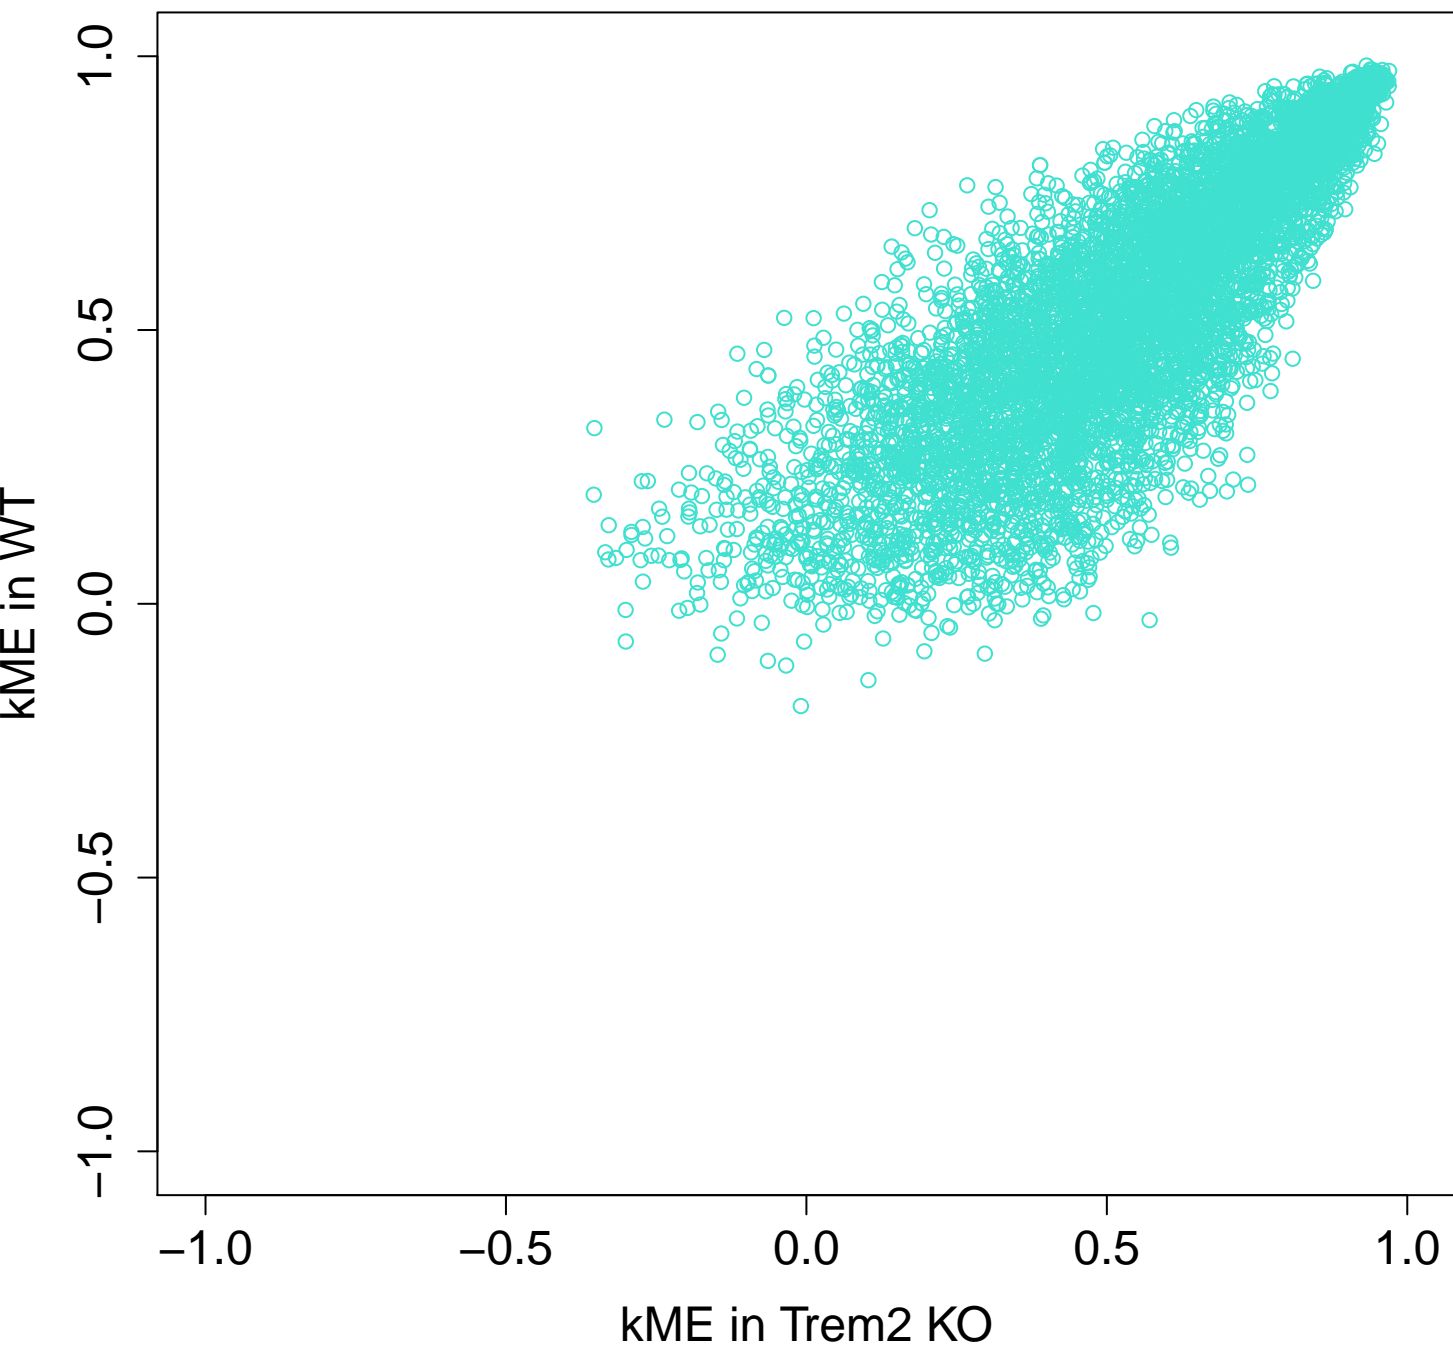

**brown cor=0.74,  $p < 1e-200$**

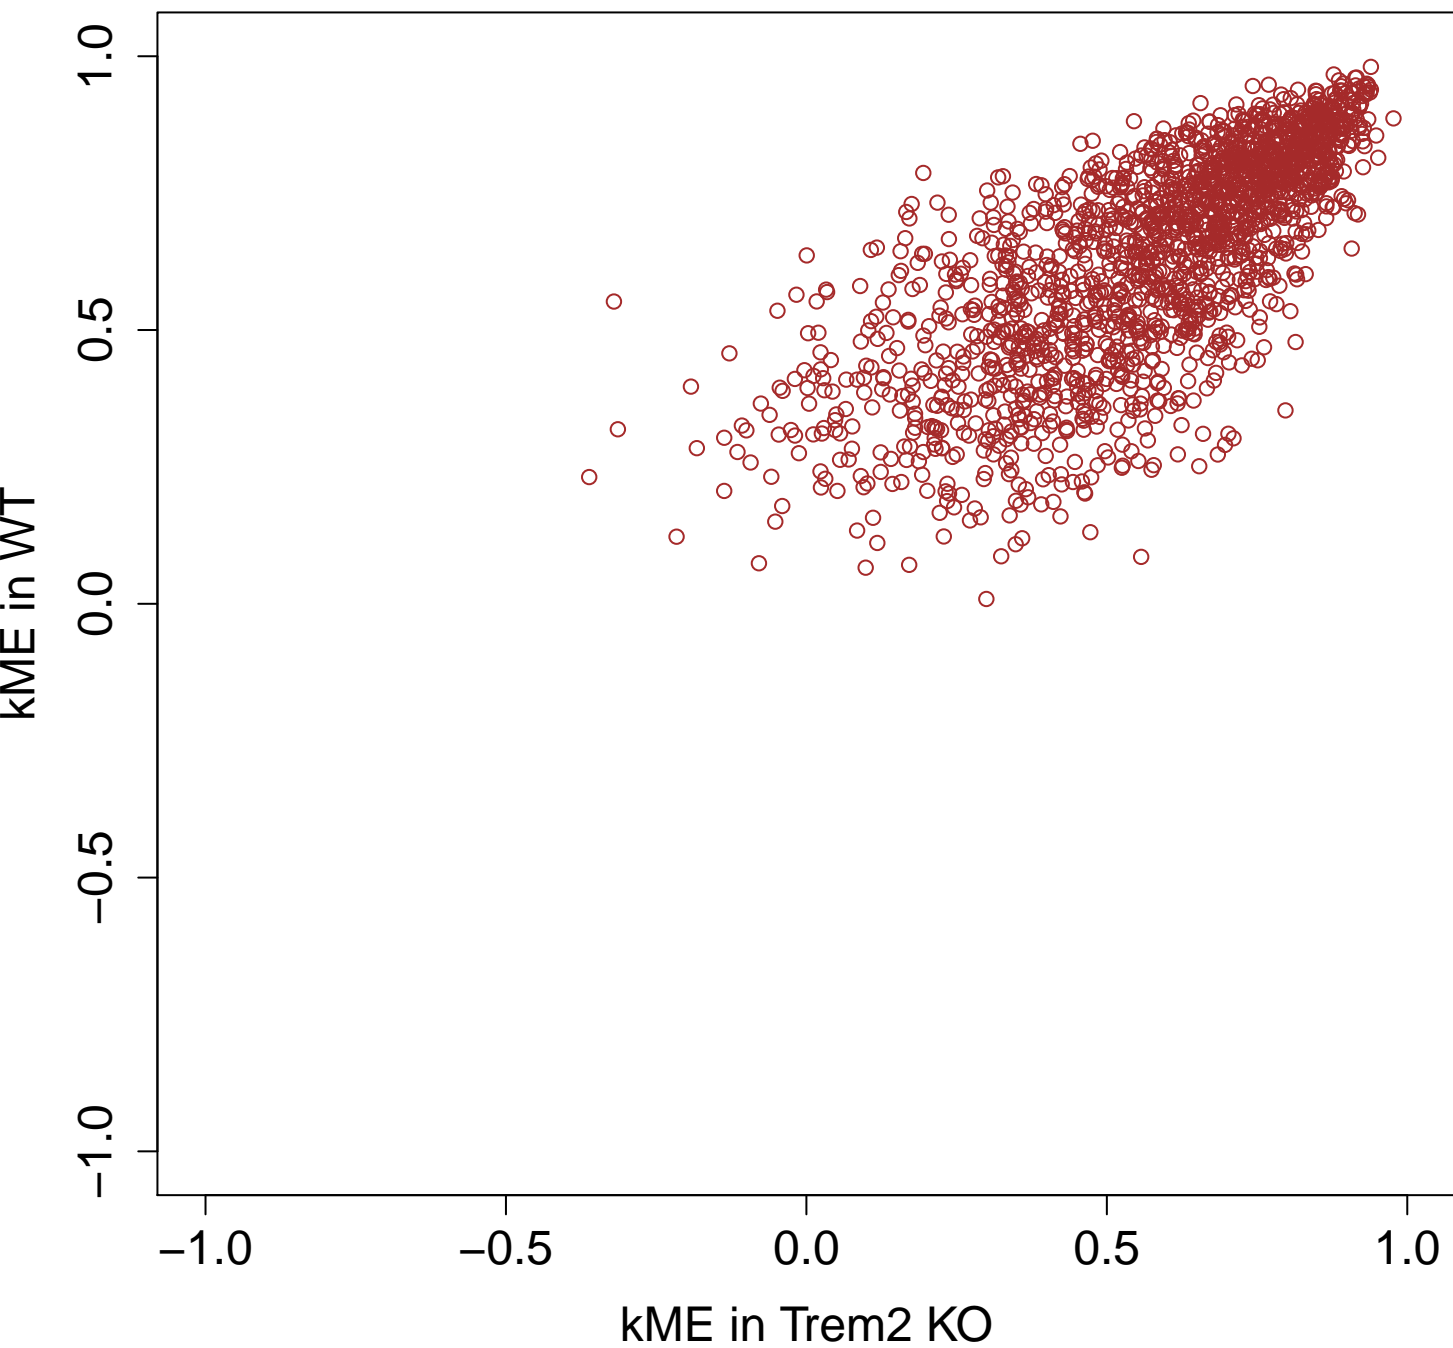

midnightblue cor=0.76, p=3.8e-25

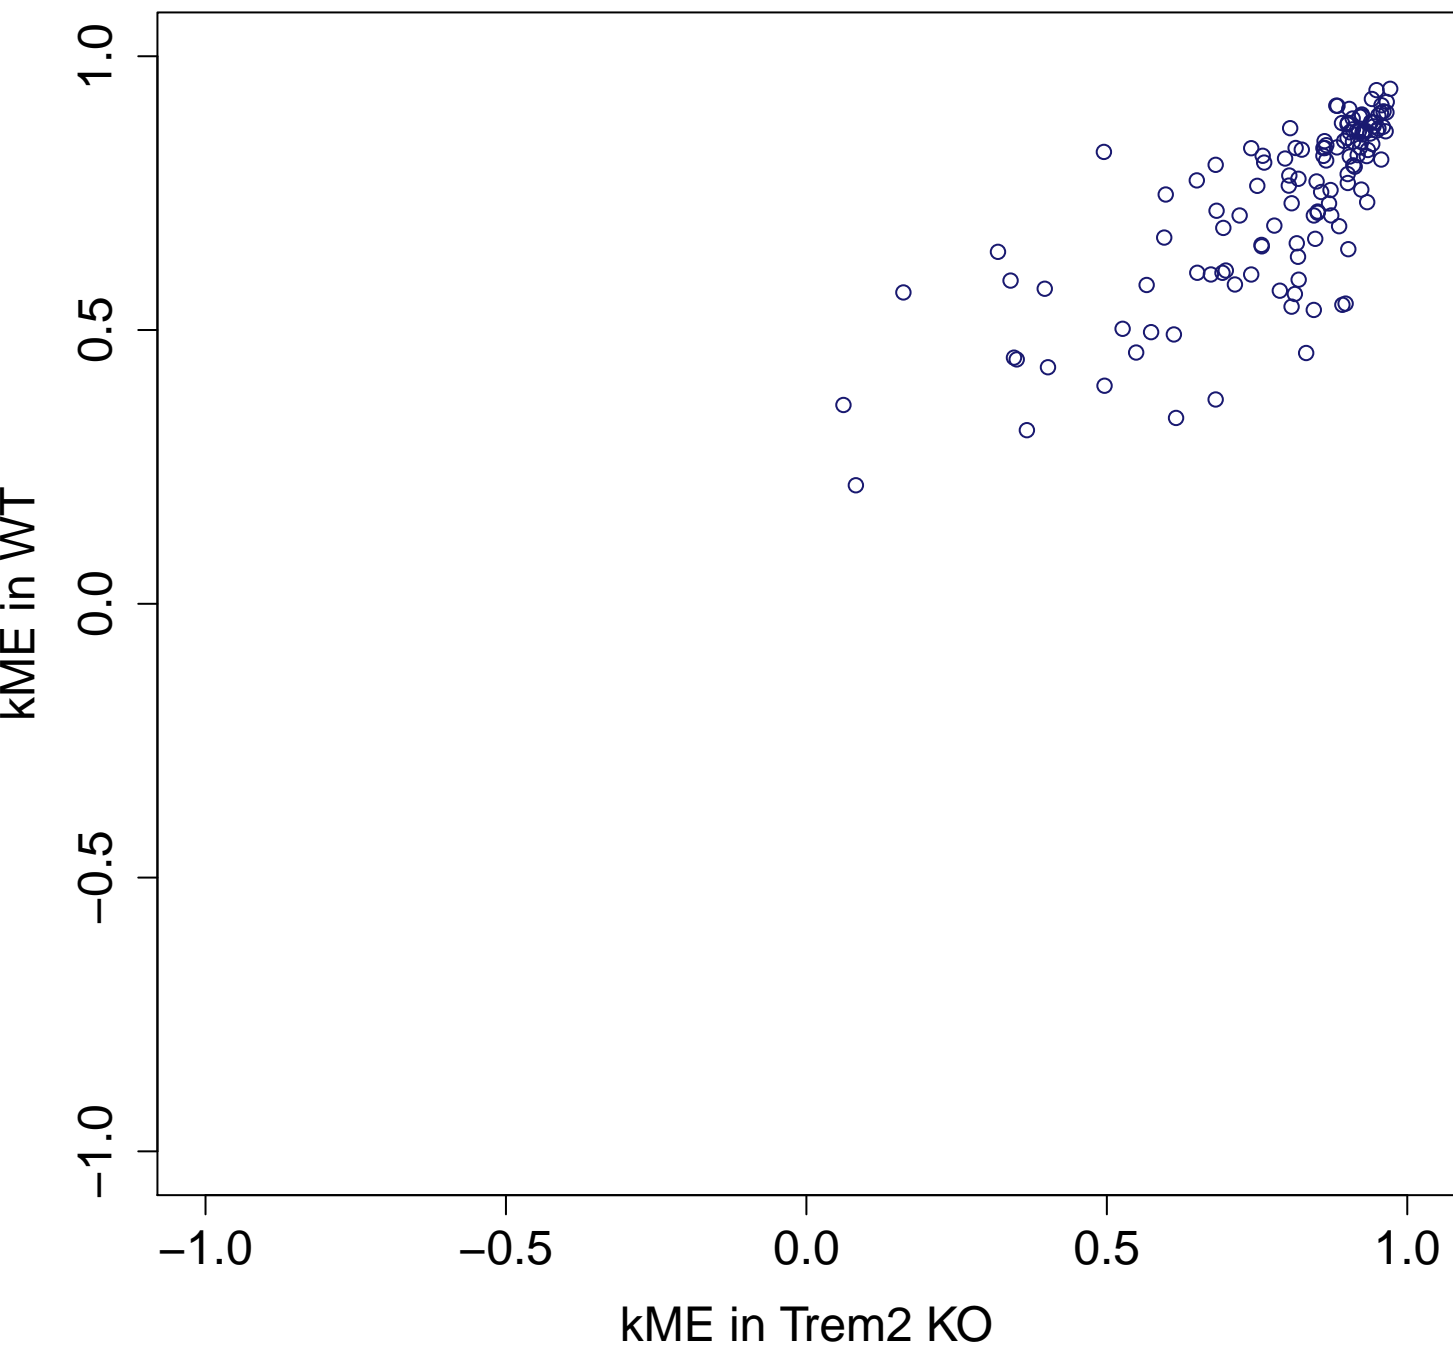

**Supplement:** Supplementary File 8

How the deposited data were processed for this re-analysis (not part of the article)

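RNA from the cortex and the hippocampus of male WT and Trem2 KO mice aged 4 or 8 months was sequenced. There were 8 samples for each combination of genotype, age and tissue, 64 in all, with 2 technical libraries per sample and 128 libraries in total. Genotype, age and tissue of each library were taken from its deposited label. Both libraries of a sample carry the same sample number. According to the paper both tissues were taken from each mouse. No label names the mouse, so the tissues were treated as independent. The pairing of cortex and hippocampus samples used as a replicate block in alternatives comes from their sample numbers, which differ by 32 in every group.

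The authors assigned paired-end reads to transcripts of GRCm38 with kallisto and deposited its output for each library. The estimated counts that the authors deposited are the numbers of read pairs assigned to each transcript. They are fractional where pairs were split between transcripts, they are not scaled for library size, and the technical libraries are not pooled. The TPM values that the authors deposited are the same assignments corrected by kallisto for effective transcript length and scaled to a fixed total in each library. Each library holds 88198 transcripts, with no filter on low values. The authors' differential expression tests used sleuth and their networks used WGCNA. Those steps are not part of the deposited values.

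Transcripts were paired with genes through the GENCODE M21 annotation of GRCm38, another release than the one the paper names. It held 86031 of the transcripts, which carry 99.02% of the counts. The supplementary tables named 48 more, and 2119 were tested without a gene name. Coordinates are those of this annotation.

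Differential expression was tested in R 4.3.3 with edgeR 4.0.16, by its quasi-likelihood test with TMM normalization, on estimated counts summed over the technical libraries of a sample and rounded. Transcripts with at least 5 estimated counts in at least 47% of the samples of a comparison were tested, the default minimum of sleuth, since the paper's text names no other. P-values were adjusted by the Benjamini-Hochberg method within each comparison. A gene was counted once if at least 1 of its transcripts had an adjusted p of 0.01 or less. WT and KO were compared in each of the 4 combinations of age and tissue. Genotype by age interactions were tested within each tissue and genotype by tissue interactions within each age, on 32 samples each, and the ages were compared within WT for Trem2. Tests are two-sided unless another side is given.

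Single transcripts were named by a rule set in advance: every gene that the paper names in its results or discussion as differentially expressed, as driving an enriched term or as a top hub, by the transcript its supplementary tables list. To these were added, in each comparison, the 3 transcripts with the largest change among those past the threshold whose 8 KO samples all lay above or all below the 8 WT samples. CPM values are normalized by TMM and given as mean and SD over samples.

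For the networks, expression was log2(TPM + 1) with TPM averaged over the technical libraries. Modules were not detected anew. Members were the transcripts that Supplementary Tables 6 and 7 list for each module, and for WT blue the genes of Supplementary Table 9, of which 2242 of 2261 were matched to a transcript. Correlations were biweight midcorrelations, computed with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. Differences between WT and KO were compared with 100 assignments of genotype within each age and tissue, the real one included. The change of the blue eigengene with age was tested with 100000 permutations of age within each tissue. Memberships in the midnight blue, tan and pink modules were not used here.

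Scores of gene sets are means over genes of log2(CPM + 1), for genes with a mean of at least 1 CPM. In the score of clock genes, genes of the opposite phase enter with the opposite sign. Sets were written down from general knowledge of their genes before their scores were computed. Some were chosen after the paper's lists of differentially expressed genes had been read, and they were therefore scored again without genes of Supplementary Tables 2 and 3. Scores and library properties were compared between 8 WT and 8 KO samples by exact permutation tests over all 12870 splits, with Benjamini-Hochberg adjustment over the 52 score comparisons. Fisher's exact test was run with scipy 1.17.1 and figures were drawn with matplotlib 3.10.9.

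Estimated counts per sample ranged from 29187333 to 70013620, with a median of 43650030. A transcript without counts was measured down to 3 counts of the total, which is between 0.0428 and 0.103 CPM in KO samples and between 0.0441 and 0.0870 CPM in WT samples. Reads carry no molecular identifiers, so these floors cover counting error only. The uncertainty of splitting reads between transcripts of a gene, which sleuth draws from bootstrap resamples, was not used here.

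Alternatives for the tests were DESeq2 1.42.0 with its own size factors, those size factors in edgeR, edgeR's filterByExpr or no filter, technical libraries as separate samples, the first or the second library only, limma 3.58.1 on ln(normalized count + 0.5) with summed or separate libraries, counts summed by gene, 1 fit over all samples, a threshold of 0.05, and the libraries of Supplementary Table 1 only. For the networks they were Pearson correlation, centring of expression within each age and tissue, a pseudocount of 0.1, log2 CPM with a prior count of 2, separate libraries, and other member lists.

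The procedures were tested on simulated data. Among 50397 simulated transcripts in 16 samples, 200 were changed by a factor of 2. The changed ones were drawn from more abundant transcripts only, and the spread between samples followed edgeR's own dispersion estimates. At the threshold used here, edgeR found 90 of them with 1 false call, DESeq2 found 130 with 16 false calls, and limma found 93 with 1 false call. A module simulated to lose 0.48 of its mean correlation was measured to lose 0.405, a loss reached by 1 of 100 assignments. For a module simulated without a loss, 57 of 100 assignments gave a difference as large. The simulated modules had no age or tissue groups, and genotype was assigned freely. They therefore do not test the procedure for differences that lie between the means of ages and tissues.

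Module detection, module preservation statistics and gene ontology enrichments were not run here, since the member lists are partial and no ontology was used. Overlaps of modules with markers of cell types were not recomputed. Of the libraries, 12 are absent from Supplementary Table 1, all of them first libraries of 4 months cortex samples, from both genotypes. They were used, and 1 alternative leaves them out. It gave 59 differentially expressed genes in 4 months cortex, against 79 with all libraries.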

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

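The tests of the WT sample of 4 months hippocampus and those of library size, clock, temperature and activity genes were chosen only after the result was seen. The tests of GC content, transcript length, intron-retaining transcripts, abundant transcripts, cell types and other groupings of the samples were set before.

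A sample was called far from the others when its gap to the nearest of the 8 samples of its group, divided by the range of the group, exceeded Dixon's 95% critical value. This was met in 20 of 136 groups, where chance gives 1 in 20, or 6.80. Of these cases, 5 came from 1 KO sample of 8 months hippocampus, 4 from 1 WT sample of 4 months hippocampus, 3 from 1 KO sample of 8 months cortex and 2 from 1 WT sample of 8 months cortex, and the other 6 came from 6 different samples.

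The WT sample of 4 months hippocampus lay at -3.03 SD in the eigengene of WT light cyan, where the other 7 samples of its group lay between 0.384 and 0.689. It was also the lowest of its group in KO light cyan (-4.10), KO magenta (-2.10) and WT blue (-2.24). Both of its libraries showed this, at -3.05 and -3.07 SD in light cyan, and the higher of them, -3.05, was below every library of the other 7 samples, so the failure of 1 library was not borne out. Its Treml1 expression was 0 CPM, where 3 counts would have been 0.0702 CPM, which goes against a mislabelled genotype. For total counts, for ependymal and choroid plexus genes, for intron-retaining transcripts and for the slope of expression on GC content, its gap to the nearest of the others was 0, 0, 0.0800 and 0.0410 of the range (0 where it was not at an end of the group), so none of these sets it apart. The 100 most abundant transcripts took 17.5% of its counts, against at most 15.7% in the others, a gap of 0.616 of the range. A shift of counts towards abundant transcripts is therefore a candidate explanation that remains. All samples of its group share genotype, age and tissue, so no biological explanation was tested.

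The KO sample of 8 months hippocampus was the lowest of its group in the eigengenes of WT light cyan (-2.09), KO light cyan (-2.25) and KO magenta (-1.75). It also had the lowest CPM of the Trem2 transcript ENSMUST00000132340 (2.88, with 3.79 to 4.59 in the others) and the highest heat shock score (7.02, with 6.65 to 6.79 in the others). The KO sample of 8 months cortex was the lowest in KO light cyan (-2.16), WT blue (-0.501) and cold-inducible genes (6.37). The WT sample of 8 months cortex was the highest in KO magenta (0.402) and in endothelial genes (4.51, with 3.90 to 4.05 in the others). Explanations for these samples were not tested, and eigengenes of correlated modules are not independent cases.

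The other cases, each of a different sample, were ENSMUST00000113237 in KO, at 0.407 CPM in 4 months cortex, where the other 7 samples had no count, and at 0.947 CPM in 4 months hippocampus, where the others had at most 0.425. Heat shock genes had a score of 7.00 in 1 KO sample of 8 months cortex. Endothelial genes scored 4.76 in 1 KO sample of 4 months hippocampus and 4.45 in 1 WT sample of 8 months hippocampus, and mural genes 4.02 in 1 WT sample of 4 months hippocampus. No explanation was tested for them.

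For some genes the effect of genotype differed between the ages. The genotype by age interaction was significant for 26 genes in cortex and 11 in hippocampus. With genotype assigned anew within each age and tissue, the real one included, 1 of 60 assignments gave as many genes in cortex and 1 of 60 in hippocampus, and the highest number in another assignment was 2 and 0. By transcripts at an unadjusted p under 0.05 the real assignment was less distinct in cortex, where 5 of 60 assignments gave as many and another reached 9824 against 3600. In hippocampus 1 of 60 did. Among the named transcripts the interaction, 8 minus 4 months, was -0.94 for Rbm3 in cortex, 0.53 for Fam107a in hippocampus, and 0.59 in cortex and 0.64 in hippocampus for Hsph1.

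More genes differed between WT and KO at 4 than at 8 months, and technical explanations for this were tested at 4 months, 8 samples against 8, by exact permutation tests. The p-value was 0.785 in cortex and 0.912 in hippocampus for total counts, 0.340 in cortex and 0.835 in hippocampus for the slope of expression on GC content, 0.251 in cortex and 0.507 in hippocampus for the slope on transcript length, 0.798 in cortex and 0.928 in hippocampus for the share of counts in intron-retaining transcripts and 0.155 in cortex and 0.939 in hippocampus for the share in the most abundant transcripts. None of these properties differed between WT and KO at 4 months. The share of counts in mitochondrial transcripts did before adjustment: it was 5.14% in WT and 5.63% in KO in 4 months cortex (exact permutation test, p = 0.0227, adjusted over the 24 comparisons of library properties 0.136), with 8 of 8 KO samples above the WT mean. In 4 months hippocampus it did not (p = 0.951), and it was also higher in KO in 8 months cortex (p = 0.0208, 7 of 8) and 8 months hippocampus (p = 0.0326, 8 of 8). In 8 months cortex 2 other properties differed before adjustment in the exact permutation test. The slope on GC content was lower in KO (p = 0.02005, adjusted 0.136, 8 of 8 below the WT mean). The share in the most abundant transcripts was higher (p = 0.0177, adjusted 0.136, 8 of 8 above). Run numbers overlapped between WT and KO within each age and tissue, and sequencing lanes and dates were not used.

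Gene sets that respond to the state of the animal at collection differed between WT and KO at 4 months. Heat shock genes were lower in KO by a mean log2 difference of -0.428 in cortex (adjusted p = 0.00269, exact permutation test) and -0.465 in hippocampus (adjusted p = 0.00162, exact permutation test), with 8 of 8 KO samples below the WT mean in each. Cold-inducible genes, Cirbp and Rbm3, were higher by 0.699 and 0.603, and the clock score by 0.226 and 0.179, each with 8 of 8 KO samples above the WT mean and adjusted p = 0.00162 in the exact permutation test. At 8 months none of the 3 sets differed (adjusted p between 0.368 and 0.884, exact permutation tests). The WT samples aged 4 months were the ones apart. Their mean heat shock score was 7.204 in cortex and 7.159 in hippocampus, and every other group lay between 6.694 and 6.821. Their mean cold-inducible score was 6.027 and 6.071, and every other group lay between 6.674 and 6.867. The KO samples aged 4 months thus lay near both genotypes at 8 months, though ages were not tested within a genotype. The difference between the ages, 4 minus 8 months, was -0.497 in cortex and -0.533 in hippocampus for heat shock genes and 0.731 and 0.647 for cold-inducible genes, each with adjusted p = 4.50e-05 from the smallest p that 100000 permutations can give. For the clock score it was 0.218 (permutation test, adjusted p = 0.000977) and 0.162 (adjusted p = 0.000396, the same test). The directions at 4 months were the same with TMM, with CPM of all counts and with TPM.

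A candidate explanation is that WT and KO mice aged 4 months differed in time of day, body temperature or handling at collection. To keep the genes in which the pattern was seen out of the test, the scores were computed again without genes of Supplementary Tables 2 and 3. Heat shock genes then still differed in both tissues at 4 months, with 8 of 8 KO samples below the WT mean (difference -0.103 in cortex and -0.237 in hippocampus, larger adjusted p = 0.0251, exact permutation test). At 8 months 7 of 8 KO samples lay above the WT mean in each tissue. The difference was 0.105 in cortex (adjusted p = 0.147, exact permutation test) and 0.0691 in hippocampus (adjusted p = 0.316, the same test). In cortex it was as large as at 4 months and opposite in direction, but did not pass after adjustment. This removal works against finding a difference, since the genes taken out are those called changed. A lack of difference in the genes left therefore does not weigh against time of day or activity. Of 14 clock genes 5 were left, with a difference of 0.134 and 0.0678 (larger adjusted p = 0.368, 7 of 8 KO samples above the WT mean). For cold-inducible genes no gene was left to test, and the larger adjusted p of the full set was 0.00162 (exact permutation test, 8 of 8 KO samples above the WT mean). Activity genes were lower in 7 of 8 KO samples, by -0.387 in cortex (adjusted p = 0.0389, exact permutation test) and -0.358 in hippocampus (adjusted p = 0.0620, the same test), and in the 6 of 20 genes left the larger adjusted p was 0.928 (difference -0.0156 in cortex, 5 of 8 KO samples above the WT mean, and -0.266 in hippocampus, 6 of 8 below). Collection times and temperatures are not among the labels. An effect of genotype on these genes at 4 months cannot be told apart from a difference in time of day, temperature or handling between the groups of mice.

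A different share of cells in the dissected tissue was tested by marker genes at 4 months. The larger adjusted p of the tissues was 0.546 for endothelial, 0.667 for microglial, 0.667 for mural and 0.679 for ependymal and choroid plexus genes (exact permutation tests). The smaller was 0.368 for endothelial, 0.455 for microglial, 0.546 for mural and 0.65 for ependymal and choroid plexus genes. A difference in these cells was therefore not shown at 4 months, though microglial genes in hippocampus lay below the WT mean in 8 of 8 KO samples. Mural genes were lower in KO in 8 months cortex by a mean log2 difference of -0.233 (adjusted p = 0.00577, exact permutation test) and endothelial genes by -0.287 (adjusted p = 0.00606, the same test), each with 8 of 8 KO samples below the WT mean. The difference between the ages, 4 minus 8 months, was 0.296 for mural genes (permutation test, adjusted p = 0.000660), and for endothelial genes it was 0.200 (adjusted p = 0.136, the same test). The explanation of the 8 months difference was not tested, and a different share of vessels in the dissection cannot be told apart from lower expression in the same cells.

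Among transcripts that the paper's text does not discuss, Homer1 (ENSMUST00000102752) had a log2 fold change of -2.20 in 4 months cortex (standard error 0.29, adjusted p = 0.00163 from edgeR) and -1.95 in 4 months hippocampus (standard error 0.22, adjusted p = 0.00108), with 8 of 8 KO samples below every WT sample in both. At 8 months its change was 0.17 in cortex (adjusted p = 0.999) and -0.03 in hippocampus (adjusted p = 0.992). Homer1 belongs to the activity genes above, and neuronal activity before collection cannot be told apart from an effect of genotype on it. A transcript of Gapdh (ENSMUST00000182115) fell by 0.80 in 8 months hippocampus (standard error 0.10, adjusted p = 0.00622 from edgeR), with 8 of 8 KO samples below every WT sample. Whether reads shared with pseudogenes of Gapdh contribute was not tested.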

How the results depend on the processing

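The alternatives, with the tests behind them, were chosen before the data were examined, except that leaving out each sample in turn and the replicate blocks were chosen after seeing the data. A count of genes was taken to be kept when it stayed within 1.5 times its reported value, and a tested value when it kept its direction and its side of the threshold. Of 162 values recomputed for the main comparisons, 91 were kept, 54 moved, 4 no longer passed the threshold, 6 newly passed it and 7 changed direction. Those computed with DESeq2's size factors in edgeR (7 of 7), filterByExpr (9 of 9), the first (7 of 7) or the second library only (7 of 7), the libraries of Supplementary Table 1 (9 of 9), Pearson correlation (6 of 6) and separate libraries in the networks (8 of 8) were kept. A value that passed in neither setting also counts as kept. With Pearson correlation the App membership difference fell from 0.130 (permutation p = 0.07) to 0.0028 (permutation p = 0.96). With cortex and hippocampus samples whose numbers differ by 32 paired in a replicate block, the genotype by tissue interaction gave 0 genes at 4 months and 0 at 8 months, as without the block, with 1772 and 1649 transcripts at an unadjusted p under 0.05. Whether these numbers pair samples of the same mouse was not shown (one-sided p = 0.164 for a higher correlation of their deviations, permutation test). With genotype assigned by these pairs, 2 of 100 assignments gave a light cyan difference as large as the 0.229 found, in either direction, 7 one as large for Ttbk1 (0.144), which then no longer passed 0.05, and 11 for App (0.130), and for the connections of light cyan with blue, magenta with blue and magenta with brown it was 32, 57 and 55. As many shared genes at 4 months were found in 1 of 100 splits by pairs, the real one included. The tests within a tissue have no pairs.

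The numbers of differentially expressed genes, 79 and 17 at 4 months in cortex and hippocampus and 2 and 3 at 8 months, with 10 shared at 4 months, depended most on the technical libraries. As separate samples they gave, in this order, 1463, 708, 35 and 28 genes with 349 shared, and with limma 1659, 718, 51 and 47 with 364 shared. DESeq2 gave 588, 250, 8 and 22 with 103 shared. The balance of directions also depended on the tool. In 4 months cortex edgeR found 16 genes higher and 63 lower in KO, and DESeq2 265 higher and 325 lower. In 4 months hippocampus edgeR found 10 higher and 7 lower, and DESeq2 108 higher and 144 lower. Limma on summed libraries gave 4 genes in 8 months cortex. Counts summed by gene gave 494 and 80 genes at 4 months with 46 shared. A fit of all samples at once gave 558 and 195 at 4 months with 112 shared, and 4 in 8 months cortex. At an adjusted p of 0.05 there were 345 and 49 genes at 4 months with 27 shared, and 7 in 8 months hippocampus. Without a filter, 52 remained in 4 months cortex. In every one of these settings the count at 4 months exceeded the count at 8 months in the same tissue. The effect of separate libraries was tested and is given under the other observations, and the cause of the other changes was not tested.

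Genotype by age interactions (26 genes in cortex and 11 in hippocampus) numbered 188 and 131 with DESeq2, 790 and 764 with separate libraries, 205 and 64 by gene, and 150 and 96 at an adjusted p of 0.05. For genotype by tissue interactions (0 genes at either age, with 1872 and 1574 transcripts at an unadjusted p under 0.05) the numbers at 4 and 8 months were 3 and 2 with DESeq2 and 48 and 3 with separate libraries, and 1 at 4 months by gene. The rise of Trem2-201 with age in WT cortex passed the threshold with DESeq2 (0.49, adjusted p = 0.00101), with separate libraries (0.49, adjusted p = 6.04e-05) and for counts summed over the gene (0.19, adjusted p = 0.00317), and in WT hippocampus with separate libraries (0.50, adjusted p = 0.00407).

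In the networks, centring expression within each age and tissue changed 5 of the 6 results: the light cyan difference became 0.0162 (permutation p = 0.790), the App difference -0.0907 (0.540), the Ttbk1 difference 0.0856 (0.410), the connection of light cyan with blue -0.0197 (0.730) and that of magenta with blue -0.0422 (0.550), of which App and both connections changed direction. With log2 CPM in place of TPM, the light cyan difference fell from 0.229 to 0.136 (permutation p = 0.0300), that of App from 0.130 to 0.00230 (0.90) and that of Ttbk1 from 0.144 to 0.0365 (0.540), while light cyan with blue (-0.0188, 0.700), magenta with brown (0.0418, 0.650) and the change of blue with age in KO (0.251, 0.0296) and in WT (0.0540, 0.654) changed direction. With members of a listed membership of at least 0.8, the Ttbk1 difference was 0.113 (permutation p = 0.05). The blue transcripts of Supplementary Table 6 brought the change with age past the threshold in KO (-0.548, permutation p = 1e-05, the smallest possible) and WT (-0.528, 0.00055). The cause was not tested.

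The share of light cyan members in differentially expressed genes at 4 months, 2.85% in cortex and 0.680% in hippocampus, was 12.4% and 6.11% with DESeq2, 26.1% and 14.1% with separate libraries, 29.7% and 13.2% with limma on them, and 9.36% and 1.63% at an adjusted p of 0.05. The share of magenta members in 8 months cortex was 3.7% with separate libraries and 3.7% with limma on them. The first principal component held 14.0% of the variance with a pseudocount of 0.1, 16.4% without a filter and 10.9% with log2 CPM.

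For the 28 transcripts whose change is reported, 160 of 198 values were kept. 36 newly passed the threshold, 26 with separate libraries, 9 with DESeq2 and 1 with limma. With limma Hsph1 in 4 months cortex no longer passed, and C1qa-201 in 8 months cortex, whose change was -0.00, changed direction to 0.0008.

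With each of the 16 samples of a comparison left out in turn, the count ranged from 30 to 151 genes in 4 months cortex, 9 to 39 in 4 months hippocampus, 2 to 4 in 8 months cortex and 2 to 3 in 8 months hippocampus. With each of the 64 samples left out of the networks, the ranges were 0.203 to 0.260 for light cyan, 0.0962 to 0.151 for App, 0.0826 to 0.170 for Ttbk1, 0.0269 to 0.0783 for light cyan with blue, 0.0141 to 0.0750 for magenta with blue and -0.0657 to -0.0165 for magenta with brown. None of these network values changed direction. Depth limits the Trem2 transcript ENSMUST00000148545, which had too few counts to be tested.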

Differences from the paper's values

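All tests compared with the paper's values were set before the data were examined, and none was chosen after seeing the result.

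The number of differentially expressed genes was 79 in 4 months cortex against the paper's 1274. With technical libraries as separate samples it was 1463, and with limma on separate libraries 1659, both within 1.5 times the paper's value, and the other alternatives did not come within it. In 4 months hippocampus there were 17 genes against the paper's 495, with 708 and 718 under the same alternatives, again the only ones within 1.5 times. For 8 months cortex the count was 2 against the paper's 79, and for 8 months hippocampus 3 against the paper's 126. None of the alternatives closed these gaps, and the nearest counts were 51 and 47 with limma on separate libraries. Genes shared by the tissues at 4 months numbered 10 against the paper's 277, with 349 for separate libraries and 364 for limma on them, and no other alternative came within 1.5 times. The ratio of the cortex counts at 4 and 8 months was 39.5 against the paper's 16, with 19.7 for the first library only and 22.0 for limma on summed libraries, the alternatives that came within 1.5 times.

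The p-value for the change of the blue eigengene with age in KO was 0.332 in a permutation test of 32 samples against the paper's 0.004 from a test with Welch's correction. None of the alternatives came within 1.5 times that value. The blue transcripts of Supplementary Table 6 gave a fall with a smaller p than the paper's (change -0.548, p = 1e-05), and in WT a fall as well (-0.528, p = 0.00055).

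The supplementary tables list natural-log coefficients, whose printed sign is opposite to that of KO against WT as used here. They were converted to log2 with the sign reversed before the comparison. For Trem2-201 the log2 fold change in 4 months cortex was -2.15 against the paper's -2.51, and in 4 months hippocampus -2.59 against the paper's -3.41. With limma they were -2.39 and -3.00, which differ from the paper's by less than their standard errors, unlike those with DESeq2 or separate libraries. In 8 months hippocampus it was -2.74 against the paper's -3.07, and none of the alternatives closed the gap. For ENSMUST00000113237 it was -3.11 against the paper's -4.83 in 4 months hippocampus and -3.47 against the paper's -4.86 in 8 months hippocampus, where limma alone came within its standard error, with -5.43 and -5.03. In 8 months cortex it was -9.19 against the paper's -6.08. No KO sample had a count there, so the size depends on the prior count and the gap cannot be judged. The supplementary tables give 51 changes for transcripts reported here. After this conversion, 45 differed by less than the standard error, 6 by more, and 51 had the same sign. The membership of Ttbk1 in WT light cyan was 0.966 against the paper's 0.951, with 0.964 for separate libraries and 0.952 for log2 CPM, the only alternatives within the jackknife standard error.

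The paper states that Rbm3 and Nfya are lower in the KO. Here Rbm3 was higher in KO by 0.94 in 4 months cortex, and Nfya by 1.17 in 4 months hippocampus, with positive changes in all 4 comparisons. The supplementary tables, converted to log2 with the sign reversed, give 0.95 and 1.23 for them as the paper's values. As printed, their coefficients are negative, the same direction as the paper's wording. Treml2 is stated to be higher in the KO in 4 months cortex and at 8 months, and here its changes there were -0.85, -1.06 and -0.91. The paper's values in the supplementary tables, after the same conversion, are -0.89, -1.12 and -0.99. As printed, these coefficients are positive. Gpr17 and Fam107a are stated to be differentially expressed at all ages and in both tissues, and here neither passed the threshold in any comparison (adjusted p from 0.0563 to 0.928 by edgeR). Treml1 is stated to have the largest effect in every comparison. By p-value it ranked 1 here in all 4 comparisons. By the size of the change it ranked 2 at 8 months, behind ENSMUST00000113237 in cortex, which had no count in any KO sample so that the size of its change depends on the prior count, and Pja2 in hippocampus, which did not pass the threshold (adjusted p = 0.0844 by edgeR). Dnaja2 is named among the genes that drive the terms for unfolded proteins and ubiquitination at 4 months, and here its change in 4 months cortex was 0.01. Rpl10 is named for both tissues at 8 months, and its change in 8 months cortex was -0.03. Prkar1b is stated to be the top hub of the WT blue module and had rank 35 of 2242 here, and Atp6v0c, stated to be the top hub of KO yellow, had rank 46 of 89 by membership.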

Other observations

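The tests of the neighbourhood of Trem2, of substrain genes, and of single samples behind the light cyan difference, and the use of group means for it, were chosen only after the result was seen. The other tests here were set before.

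The counts of differentially expressed genes were set against other splits of the same 16 samples into 8 and 8, of which 100 were used, the real one included. As many genes as in the real split were found in 1 of 100 splits in 4 months cortex, 1 of 100 in 4 months hippocampus, 1 of 100 in 8 months cortex and 1 of 100 in 8 months hippocampus, that is, in no other split, and as many shared genes at 4 months in 1 of 100 pairs of splits. The highest count in another split was 1 gene. At 8 months the genes were Trem2 and Treml1, with Gapdh in hippocampus. A split that mixes the genotypes loses the deleted gene and its raised neighbour, so for 8 months this comparison says nothing about other genes. At an unadjusted p under 0.05 the real split was less distinct. As many transcripts as in the real split were found in 8 of 100 splits in 4 months cortex, 1 in 4 months hippocampus, 9 in 8 months cortex and 3 in 8 months hippocampus. Another split of 4 months cortex reached 8103 transcripts against 4994 in the real one and 1285 in the median split. For the genotype by tissue interactions, which found no gene, with 1872 and 1574 transcripts at an unadjusted p under 0.05, a count of genes cannot be compared, since every assignment reaches 0 by definition (60 of 60 at 4 months and 60 of 60 at 8 months). As many transcripts at that p were found in 17 and 34 of them.

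When technical libraries were counted as separate samples, many more genes were found. One hypothesis was that libraries of a sample share its deviation and are wrongly counted as independent. It was tested at 4 months with 20 splits per tissue that put 4 WT and 4 KO samples on each side, so that genotype is balanced. The median split gave 0 genes in cortex and 0 in hippocampus with separate libraries, so the prediction of many genes in the typical split was not met. Summed libraries gave 0 as well, the lowest possible count, which cannot show an effect short of the threshold. The median therefore cannot decide how far shared deviation raised the counts. Libraries of the same sample did deviate together, with median correlations between 0.204 and 0.325 in the 8 groups. For libraries of different samples the medians lay between -0.115 and -0.068. Technical libraries of a sample are thus not independent, and p-values from separate libraries overstate the number of samples. Single splits differed from the median. With separate libraries 6 of 20 splits in cortex gave at least 1 gene, and the highest count was 3190, above the 1463 of the real split. In hippocampus 3 of 20 did, with 11 genes at most. The highest count with summed libraries was 0 in either tissue, so in 6 cortex and 3 hippocampus splits only separate libraries gave genes. In cortex, a count as large as with separate libraries could therefore arise from a grouping that balances genotype, and in hippocampus none of the splits drawn came near the 708 of the real one.

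The light cyan difference between WT and KO was reached, in either direction, by 1 of 100 assignments of genotype, the real one itself. For the membership of Ttbk1 it was 2 of 100 and for that of App 7 of 100, and for the connections of light cyan with blue, magenta with blue and magenta with brown 32 of 100, 52 of 100 and 48 of 100. Ttbk1 was the top member in WT and App in KO, which favours these differences, and no top member was picked anew. Members of the WT light cyan module were picked in the WT samples, which favours WT. When members were picked anew for every assignment, 2 of 100 gave a difference as large as the 0.24 found in this way, the real one included. The median of the other assignments was 0.0803, with 88 of 99 above 0 and the highest at 0.263. Picking members in the group itself therefore gives a difference without any effect of genotype and may account for a part of the one reported, though seldom for one as large. Leaving out any single sample kept the difference at 0.203 or above. After centring within each age and tissue the difference was 0.0162, and the share of assignments with one as large was 0.79. A candidate explanation is therefore that the lower coexpression in KO comes from smaller differences between the mean levels of the ages and tissues, 4 months cortex above all, and not from weaker coordination between samples of the same group. Centring is also how this explanation was raised, so the result describes where the difference lies and is not a separate test of its cause.

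Transcripts that changed in the same direction in all 4 comparisons, each at an unadjusted p under 0.05, were looked up near Trem2. Of 67 transcripts within 1 Mb, leaving out Trem2 itself, 3 did (4.48%), those of Nfya, Treml1 and Treml2. Elsewhere 6 of 45669 did (0.0131%), those of Dnajc10, Flt1, Ifit3b, Nr4a2, Sfi1 and Srrt (Fisher's exact test, one-sided p = 2.51e-07). Transcripts of neighbouring genes are not independent of one another. The test was chosen after these changes had been seen, so its p-value describes them and is not separate evidence. A local effect of the targeted allele may account for the changes near Trem2. A segment of the donor strain's chromosome beside the targeted allele would give the same pattern and was not tested. A general difference in substrain between WT and KO mice was looked for with the mean score of the genes Nnt, Wdfy1 and Entpd4. A difference was not shown in any comparison (adjusted p between 0.368 and 0.770, exact permutation tests). Genes shifted in opposite directions would cancel in this mean, so the score cannot exclude a substrain difference.

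Expression of the top hubs that the paper names was compared between WT and KO. Over 9 transcripts and 4 comparisons, the log2 fold change lay between -0.59 and 0.63. The smallest adjusted p was 0.0989 by edgeR, so 0 of 36 values passed the threshold, with 9 at an unadjusted p under 0.05.

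The correlations and p-values that Supplementary Tables 6 and 7 give for module membership correspond to 56 observations for WT and 52 for KO, where 64 libraries and 32 samples per genotype were used here.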
